# LncRNA *Wee1-AS* coordinates oxidative fatty acid metabolism through the activation of mitochondrial CDK1/CYCLIN B1

**DOI:** 10.1038/s41392-025-02558-4

**Published:** 2026-01-10

**Authors:** Hyeon-Ji Kim, Cheolhee Jeong, Sang-Heon Lee, Seungchan An, Gyu Hwan Hyun, Ga Young Lim, Ju-Yeon Kim, Junhyeong Lee, Min-Jung Park, Sung Won Kwon, Won Kim, Minsoo Noh, Yong-Hyun Han, Mi-Ock Lee

**Keywords:** Cell biology, Non-coding RNAs, Physiology

## Abstract

Metabolic dysfunction-associated steatotic liver disease (MASLD) is steadily increasing with life-threatening complications, underscoring the need for new therapeutic targets. In this study, we identified a novel long noncoding RNA, *Wee1-AS*, which is transcribed from the antisense strand of the *Wee1* gene locus. The expression of *Wee1-AS* was greater in hepatocytes, particularly in the region around the central vein, and it was induced in response to high-fat diet challenge. Adeno-associated virus-mediated overexpression of *Wee1-AS* in mice strongly suppressed the symptoms of MASLD, underscoring its pivotal roles. Mechanistically, *Wee1-AS* enhances mitochondrial fatty acid oxidation by activating the CDK1/CYCLIN B1 complex through two mechanisms. First, it suppressed the transcription of the *Wee1* gene by preventing access to the transcriptional machinery. Second, *Wee1-AS* bound and stabilized the CYCLIN B1 protein by suppressing ubiquitin/proteasome-mediated degradation. Notably, treatment with the WEE1 inhibitor adavosertib ameliorated MASLD symptoms by improving mitochondrial function in the liver. Consistently, knockdown of *Wee1-AS* led to lipid accumulation and mitochondrial dysfunction, both of which were reversed by adavosertib treatment in hepatocytes, indicating a functional interplay between *Wee1-AS* and WEE1 in regulating fatty acid oxidation. Furthermore, we identified a human homolog, *LNC106435.1*, which improved mitochondrial function, suggesting that the modulation of *LNC106435.1* may have potential therapeutic implications for managing MASLD.

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD), a new term replacing “nonalcoholic fatty liver disease (NAFLD)”, is the most widespread chronic liver disease and poses an increasingly significant burden on global health care.^1,2^ It encompasses a spectrum spanning from steatosis to metabolic dysfunction-associated steatohepatitis (MASH), a progressive state marked by elevated oxidative stress and lipotoxicity that drive hepatocellular injury and inflammation.^3^ Considering the elevated incidence of MASH and its associated life-threatening complications such as cardiovascular disease and cirrhosis, there has been a significant endeavor to develop effective treatments.^4^ Recently, Resmetirom, an oral liver-targeted thyroid hormone receptor β selective agonist, was approved by the FDA as the first medication for the treatment of MASH.^5^ Additionally, promising outcomes have emerged from phase 3 clinical trials, specifically regarding the resolution of MASH and improvement of fibrosis with the oral pan-peroxisome proliferator-activated receptor agonist, lanifibranor, and the subcutaneous glucagon-like peptide 1 receptor agonist, semaglutide.^6^ However, the multifaceted etiology of MASLD and the presence of compensatory mechanisms through redundant pathways highlight the ongoing necessity for the exploration of new effective molecular targets for therapeutic interventions.

A long noncoding RNA (lncRNA) refers to an RNA molecule exceeding 200 nucleotides in length, that underges transcription but lacks the capacity to encode proteins. On the basis of their genomic position in relation to protein-coding genes, lncRNAs can be categorized into sense, antisense, bidirectional, intronic, intergenic, or enhancer lncRNAs, and their functionalities tend to be subject to their respective positions.^7^ LncRNAs function in the regulation of chromatin remodeling, transcription, RNA stability, translation, protein stability, and protein localization.^8^ LncRNAs display tissue-specific expression profiles and are often dysregulatted in various metabolic diseases including MASLD.^9,10^ For example, the expression of the lncRNA *NEAT1* elevated in the livers of animal models of MASLD and its function is associated with mitochondrial dynamics and lipogenic gene regulation.^11,12^ The lncRNA *MALAT1* is upregulated in patients with MASLD, and its depletion in mouse models improved insulin resistance and hepatic lipid levels, potentially through PPARα upregulation.^13^ Owing to the significant impact of lncRNAs on the pathogenesis of human diseases, several clinical trials have focused on targeted gene regulation via lncRNAs for the treatment of diseases such as lung cancer and acute ischemic stroke.^14^ However, no such trials have been carried out for the treatment of MASLD thus far.

Mitochondria are vital for various cellular functions including energy production via oxidative phosphorylation, maintenance of redox homeostasis, and generation of biosynthetic precursors for cell growth and proliferation.^15^ Progressive malfunction of mitochondria is caused during the progression of MASH due to a sustained supply of fatty acids, which leads to an increase in oxidative stress, and gradual exhaustion of antioxidative capacity.^16,17^ Conserved cell growth and division signaling pathways play crucial roles in mitochondrial bioenergetics.^18^ For example, key components of the cell cycle oscillator, Cdc28p, and its mammalian homolog CDK1, were demonstrated to regulate mitochondrial function by phosphorylating Tom6p, thereby promoting the assembly of the mitochondrial protein import complex.^19^ CDK1 and CYCLIN B1 are translocated into the mitochondrial matrix where they augment mitochondrial function through the phosphorylation of subunits of mitochondrial complex I at G2/M transition.^20^ In addition, CDK1 mediated phosphorylation of superoxide dismutase 2 (SOD2) and sirtuin 3 (SIRT3) in the presence of palmitate in mouse hepatocytes, thereby contributing to the maintenance of mitochondrial redox homeostasis.^21^ However, despite the available evidence, the molecular determinants of CDK1/CYCLIN B1 activity that coordinate mitochondrial function with cell cycle progression have not yet been elucidated, particularly in the pathogenesis of MASLD.

In the present study, we aimed to identify and characterize the functions of lncRNAs linked to the progression of MASLD. We identified mouse *Wee1-AS* and human *LNC106435.1*, which presented elevated expression levels in the livers of a murine model and of human patients with MASLD, respectively. Our findings revealed that these lncRNAs play a role in enhancing mitochondrial function by modulating cell cycle regulators such as WEE1 and CDK1/CYCLIN B1, which switch on oxidative fatty acid metabolism in the liver during the progression of MASLD.

## Results

### Identification of *Wee1-AS* that overlaps the promoter and exon 1 of the *Wee1* gene

To better understand the underlying pathophysiology associated with the development of MASLD at the molecular level, we performed a global transcriptomics study of the livers of high-fat diet (HFD)-induced MASLD mice. Since the susceptibility to the development and progression of MASLD differs between men and women, we employed both male and female mice. Ovariectomized female mice were also used to assess sex-dependent susceptibility to MASLD. Among the lncRNAs, 28 were upregulated, and 3 were downregulated by HFD feeding (Fig. 1a). The detailed list of differentially expressed lncRNAs is presented in Supplementary Table 1. The lncRNAs for further study were selected on the basis of both hepatic expression levels and fold-changes in response to HFD feeding. Among the five most abundant lncRNAs, *Wee1-AS* presented the most significant expression changes in response to HFD. *Wee1-AS* is transcribed from the antisense strand of the *Wee1* locus. We characterized the entity of *Wee1-AS* via rapid amplification of cDNA ends (RACE). We identified a single-stranded transcript, which has a longer 3′- and 5′- extension than the transcript annotated in the NCBI database, *AK081893* (chromosome 7:109,719,190-109,722,103) (Fig. 1b). The expression of the lncRNA was further confirmed by qRT‒PCR, which revealed an increased level in the livers of HFD-fed or western diet-fed mice compared with LFD-fed mice (Fig. 1c).^22,23^ To explore the cell-type specificity of *Wee1-AS*, we analyzed single-cell transcriptomic data obtained from a WD-induced MASLD mouse model (GSE156057), which included 13 key liver cell types. Compared with those in LFD-fed control mice, hepatocytes presented the highest expression of *Wee1-AS*, with a notable increase in 24-week-old WD-fed mice. Among the less abundant hepatic cell types, *Wee1-AS* was also expressed in cholangiocytes and conventional dendritic cells (Fig. 1d). Similar to the scRNA-seq results, the expression of *Wee1-AS* was greater in hepatocytes and liver sinusoidal endothelial cells than in Kupffer cells or hepatic stellate cells (Supplementary Fig. 1). Considering that hepatocytes constitute approximately 80% of the liver cell population, we continued investigating *Wee1-AS* in hepatocytes. Approximately 80% of *Wee1-AS* resides in the cytoplasm and the remaining *Wee1-AS* resides in the nucleus of hepatocytes (Fig. 1e). The half-life of *Wee1-AS* in primary hepatocytes was estimated to be 0.92 h (Supplementary Fig. 2a). RNA-fluorescence in situ hybridization (FISH) analysis revealed that *Wee1-AS* was predominantly present in the region around the central vein (Fig. 1f). Compared with that in LFD-fed mice, the FISH signal in liver sections from HFD-fed mice was greater, which was consistent with the RNA level shown in Fig. 1c (Supplementary Fig. 2b). Ontology analysis of the genes whose expression level correlated with that of *Wee1-AS* revealed that the significant biological terms for the change included “mitochondrion organization” (Fig. 1g). Together, these results suggest that hepatic *Wee1-AS* may function in the control of mitochondrial energy metabolic pathways in hepatocytes located in the region near the central vein.

**Fig. 1:**
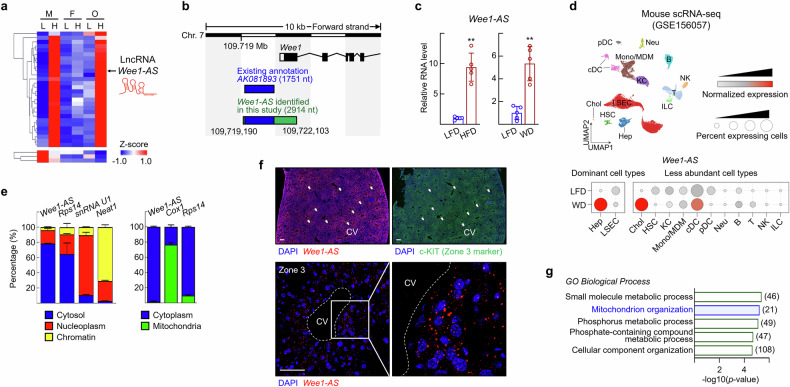
Identification of *Wee1-AS* which is overexpressed in livers of HFD-fed mice. **a** Heatmap representing 31 differentially expressed lncRNAs under HFD conditions in male and ovariectomized female mice. Each row corresponds to a single lncRNA, whereas each column represents the mean lncRNA expression of five mice from each experimental group. The scale bar denotes Z-score values, indicating relative lncRNA expression levels. Notably, *Wee1-AS* expression increased under HFD conditions, as indicated by the arrow. M: Male, F: Female, O: Ovariectomy, L: LFD, H: HFD. **b** Transcript of *Wee1-AS* was annotated previously in the NCBI database (*AK081893*). *Wee1-AS* transcripts with extra sequences were identified via rapid amplification of cDNA ends (RACE) in this study. The sizes of transcripts are shown in parentheses. The Coding Potential Calculator (https://cpc.gao-lab.org/programs/run_cpc.jsp) generated a negative coding potential score (–0.75), suggesting that the *Wee1-AS* does not encode a protein. **c** Relative *Wee1-AS* expression levels in livers of mice fed a HFD or a western diet (WD). Total RNA was isolated from the liver tissues and the levels of *Wee1-AS* were measured via qRT‒PCR. The RNA expression was normalized to that of 18srRNA. The values are presented as the means ± SDs (*n* = 5). The data were analyzed via the Mann‒Whitney test. ^**^P < 0.01. **d** Single-cell RNA sequencing (scRNA-seq) analysis of liver samples from WD-induced MASLD mice revealed 13 distinct liver cell types, including Hep (hepatocytes), Chol (cholangiocytes), HSC (hepatic stellate cells), Endo (endothelial cells), KC (Kupffer cells), Mono/MDM (monocytes and monocyte-derived macrophages), cDC (conventional dendritic cells), pDC (plasmacytoid dendritic cells), Neu (neutrophils), and ILC (innate lymphoid cells). Normalized expression levels of *Wee1-AS* across different liver cell types. Redder colors indicate higher average expression within a given cell type, whereas larger dot sizes represent a greater proportion of cells expressing *Wee1-AS*. **e** Cytosol- (blue), nucleoplasm- (red), chromatin- (yellow), cytoplasm- (dark blue), and mitochondria- (green) RNAs in subcellular fractions of primary hepatocytes were purified. The RNA levels of *Wee1-AS*, *Rps14*, *snRNA U1,* and *Neat1* was analyzed via qRT‒PCR. The proper cellular fractionation was confirmed by the localization of *Rps14*, *snRNA U1*, and *Neat1*. The data are presented as the means ± SDs (*n* = 4). **f** Localization of *Wee1-AS* in liver tissue obtained from mice in the dark cycle was analyzed via FISH. The upper images show the expression patterns of *Wee1-AS* (red) and c-Kit (green), a unique marker for the pericentral region (white arrow). The lower images provide an enhanced view, emphasizing intense clusters of *Wee1-AS* signals (red) within cytosol of individual hepatocytes surrounding the central vein (CV). Scale bar, 200 μm. **g** Gene Ontology (GO) biological process terms related to genes positively correlated with hepatic *Wee1-AS* expression in LFD- or HFD-fed mice. The bar graph illustrates significant associations between *Wee1-AS* and various biological processes. Each bar represents the -log10(*p* value), and the gene number is indicated in parenthesis

### *Wee1-AS* suppresses lipid accumulation and enhances mitochondrial function in the liver

To examine the function of *Wee1-AS* in the liver, adeno-associated viruses encoding *Wee1-AS* (AAV-*Wee1-AS*) were infused into HFD-fed mice. Five weeks after viral transduction, signs of MASLD improved dramatically as the liver weight, ALT and AST levels, and hepatic lipid contents decreased in the HFD-treated mice, whereas the body weight remained unchanged (Fig. 2a, b; Supplementary Fig. 3a, b). In addition, we found a significant reduction in the levels of long-chain fatty acids such as FA 16:0, FA 18:0, FA 20:2, FA 20:3 (1), FA 20:4, FA 20:5, FA 22:3, FA 22:4, FA 22:5, and FA 22:6 in the serum of the AAV-*Wee1-AS* infused mice, which suggested that the fatty acid pathway was involved in the action of *Wee1-AS* (Fig. 2c). To further investigate the effect of *Wee1-AS* on MASH progression, we conducted additional in vivo experiments in mice fed a choline-deficient, L-amino acid-defined high-fat diet (CDAA-HFD), a regimen that induces early-onset steatosis and significant liver fibrosis over a 7-week period.^24^ The infusion of AAV, whose expression was specific to hepatocytes (AAV-TBG-*Wee1-AS*), into CDAA-HFD-fed mice markedly alleviated MASH symptoms, as demonstrated by reductions in liver weight, serum AST levels, and collagen deposition, whereas body weight remained unchanged (Fig. 2d-f; Supplementary Fig. 3c, d). Furthermore, the hepatic protein levels of TNFα and IL-6 and the profibrogenic marker α-SMA were significantly decreased following viral infusion (Fig. 2g; Supplementary Fig. 3e).

**Fig. 2:**
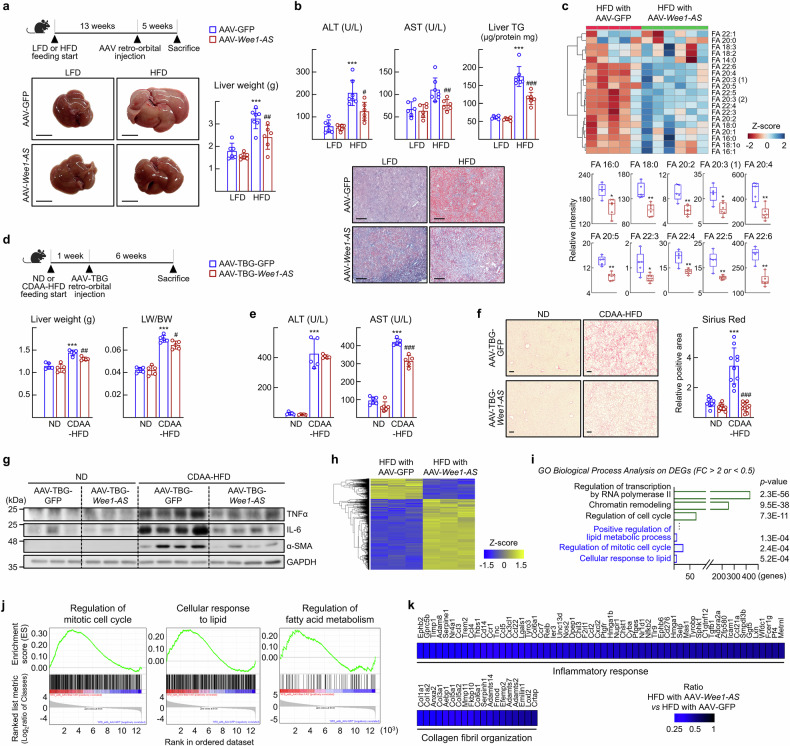
LncRNA *Wee1-AS* improves symptoms of MASLD in the HFD-fed mice. **a–c** Seven-week-old C57BL/6 N mice were fed either LFD or HFD for 18 weeks. At 13 weeks of diet feeding, AAV-*Wee1-AS* was transfused retro-orbitally. The values represent the means ± SDs (*n* = 6–7). The data were analyzed by two-way ANOVA test unless otherwise mentioned. **a** Representative images of livers and liver weights at the end of the experiments are shown. Scale bar, 1 cm. ^***^P < 0.001 vs LFD with AAV-GFP; ^##^*P* < 0.01 vs HFD with AAV-GFP. **b** Serum ALT and AST activities. ^***^P < 0.001 *vs* LFD with AAV-GFP; ^#^*P* < 0.05 and ^##^*P* < 0.01 *vs* HFD with AAV-GFP. Oil red O staining of liver sections and hepatic TG levels. Scale bar, 500 μm. ^***^P < 0.001 vs LFD with AAV-GFP; ^###^*P* < 0.001 *vs* HFD with AAV-GFP. **c** Heatmap analysis of free fatty acids in the serum. The values represent the means ± SDs (*n* = 5–6). The data were analyzed via the Mann‒Whitney test. The intensities were normalized by the median and are presented as the means ± SDs. ^*^P < 0.05 and ^**^P < 0.01. **d–g** Seven-week-old C57BL/6 N mice were fed either ND or the CDAA-HFD for 7 weeks. At 1 week of diet feeding, either AAV-TBG-GFP or AAV-TBG-*Wee1-AS* was transfused retro-orbitally. The values are represented the means ± SDs (*n* = 5). The data were analyzed via two-way ANOVA unless otherwise mentioned. **d** Liver weights and liver weight/body weight (LW/BW) ratios at the end of the experiments. ^***^P < 0.001 vs ND with AAV-TBG-GFP; ^#^*P* < 0.05 and ^##^*P* < 0.01 *vs* CDAA-HFD with AAV-TBG-GFP. **e** Serum ALT and AST activities. ^***^P < 0.001 *vs* ND with AAV-TBG-GFP; ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-GFP. **f** Representative Sirius Red staining of liver sections from CDAA-HFD-fed mice infused with AAV-TBG-GFP or AAV-TBG-*Wee1-AS*. Scale bar, 100 μm. The Sirius Red-positive area was quantified in 2 images of liver tissue using ImageJ. The data were analyzed via the Mann‒Whitney test. ^***^P < 0.001 vs ND with AAV-TBG-GFP; ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-GFP. **g** The expression of TNFα, IL-6, and α-SMA in liver tissues was analyzed by western blotting. **h** Liver tissues from the HFD-fed groups were subjected to RNA sequencing analysis. Clustered heatmap view of gene expression showing DEGs (FC > 2 or < 0.5, *P* < 0.05). **i** GO biological process analysis of the 4,109 differentially regulated genes (FC > 2 or < 0.5, *P* < 0.05). Bar graph showing the enriched biological processes based on the *p* value. **j** GSEA enrichment plots of representative gene sets positively correlated with the HFD with AAV- *Wee1-AS* group. **k** Transcript levels of inflammation- and fibrosis-associated genes analyzed by using RNA-sequencing in the HFD-fed group shown in Fig. 2a

Next, we analyzed global gene expression pattern changes after transfusion of AAV-*Wee1-AS* via RNA-sequencing analysis. 

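RNA was sequenced from livers of C57BL/6 N mice that were fed a HFD for 18 weeks and received AAV-GFP or AAV-*Wee1-AS* at week 13, 5 weeks before the end of the diet. One library per group was analysed here, while the design text of the series speaks of 4 liver samples and Fig. 2h draws 3 columns per group. The difference between the groups therefore has no replicate check, no spread between mice could be estimated, and no p-value across genes is given. *Wee1-AS* itself, the transcript delivered by the vector, was not analysed here. The libraries were prepared from poly-A RNA. For 129299 RefSeq transcripts of the mouse genome build mm10, the authors deposited an estimated read count, a FPKM value and a TPM value per library, and the counts are whole-number estimates shared out between overlapping transcripts. The paper's text does not name the aligner or the quantification program of this experiment. It names a Mann-Whitney U test for comparisons of 2 groups in general, but no test specifically for the P values of this experiment. The estimated counts were summed here to 45777 genes. They totaled 55466182 in the AAV-GFP library and 48079335 in the AAV-*Wee1-AS* library, and the 20 most abundant genes held 24.0% and 24.2% of these totals. Counts were scaled by edgeR's TMM method, with factors of 1.02 for AAV-GFP and 0.980 for AAV-*Wee1-AS*. The log2 ratio of AAV-*Wee1-AS* to AAV-GFP was computed with a prior count of 2 for the 15857 genes with at least 10 counts in at least 1 library. Each gene's ratio has an exact (Clopper-Pearson) 95% interval from the counts of the 2 libraries. Such an interval compares the 2 libraries and not the treatments, and it covers counting error only, since reads copied by PCR are not independent molecules. A library at or under 3 counts was treated as a floor, and a fold against it is given as a lower bound.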

A strong differential gene expression pattern was observed between the experimental groups (Fig. 2h). 

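Between the AAV-*Wee1-AS* and AAV-GFP libraries, 4908 genes (31.0% of those past the count filter) had a ratio above 2 or below 0.5, the fold limits given for Fig. 2h. Of these, 3527 were higher with AAV-*Wee1-AS* and 1381 were lower. This split depends on trends with the GC content and length of the transcripts. With both removed, a choice made after the data were seen, 1073 of 15109 genes were past 2-fold on the higher side and 1157 on the lower. The 95% counting interval lay wholly past 2-fold for 3132 genes, 2542 of them higher and 590 lower. The middle 95% of all genes spanned log2 ratios from -1.82 to 2.52. In 527 of the genes past 2-fold, a library was at the floor. When counts with no difference between the groups were simulated at these depths, 171 of 15557 genes passed 2-fold. Counting transcripts in place of genes moved the number most, to 21583 of 39605 transcripts, and at the gene level the deposited FPKM values with a pseudocount of 1 moved it most, to 1336 genes.

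Among genes with at least 100 counts in a library, *Malat1* (chromosome 19, 5795690 to 5802672) rose from 148 counts to 4652, a log2 ratio of 5.22 (95% counting interval 5.00 to 5.48). *Smc2* (chromosome 4, 52439221 to 52488365) rose from 10 counts to 177, a log2 ratio of 4.14 (3.50 to 5.49). *Eml5* rose from 5 counts to 104 and overlaps *Zc3h14*, which rose from 977 to 1683. *Gm6548* was at least 56.8-fold higher, with 2 counts against 142, and lies where *Eif2ak2* rose from 219 to 909. *B130055M24Rik* was at least 44.8-fold higher, with 3 counts against 112. The deepest fall was that of *Scd3* (chromosome 19, 44203288 to 44244016), from 1464 counts to 0, which makes it at least 406-fold lower. Its paralog *Scd1* had 531673 and 571011 counts. *Cyp3a44* fell from 330 counts to 0, at least 91.6-fold. Among its paralogs, *Cyp3a25* rose from 3373 to 13001 and *Cyp3a11* fell from 24931 to 17913. *Sprr1a* had a log2 ratio of -5.00 (-5.75 to -4.52), from 991 counts to 24. *Rsc1a1* had one of -4.48 (-5.06 to -4.07) and lies inside *Ddi2*, whose count rose from 3238 to 7065. *Ephb2*, a gene printed in Fig. 2k, had one of -4.25 (-5.00 to -3.76), from 588 counts to 24.

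**Figure D1:**
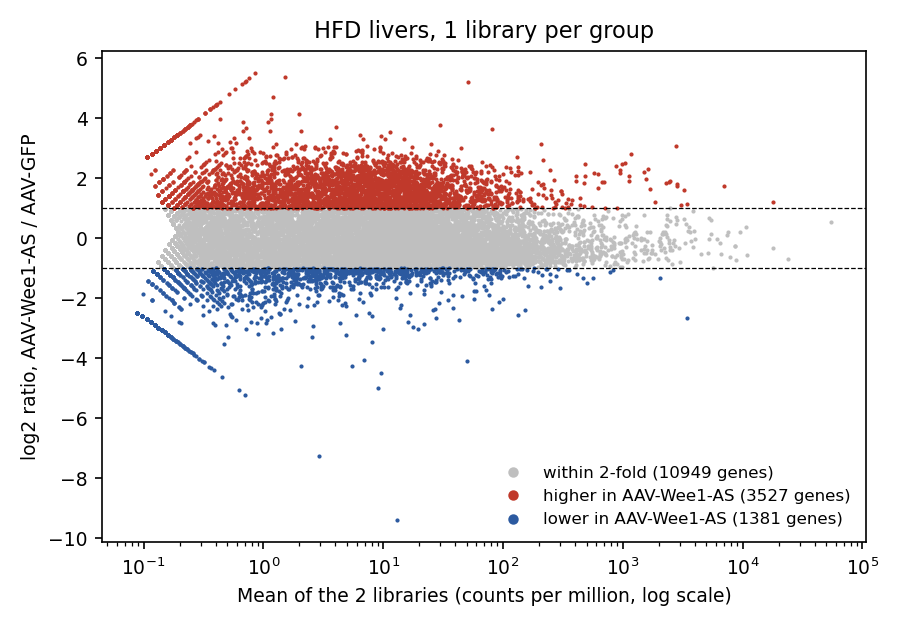
log2 ratio of AAV-*Wee1-AS* to AAV-GFP (y axis) of each gene against the mean of the 2 libraries (CPM, log scale), with dashed lines at 2-fold. The 3527 genes past 2-fold on the higher side and the 1381 on the lower side are drawn in red and blue, and the diagonal edges at the left are genes with few or no counts in 1 library.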

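The biological processes of the genes past 2-fold were examined with 17 mouse Reactome gene sets close to the terms of Fig. 2i and 2j, since GO annotation was not used here. Each set's share of genes past 2-fold was compared with 10000 random lists of the same size, matched on mean expression. These percentiles describe the 2 libraries and are not tests of the treatment. Of 442 genes of the set Metabolism of lipids and lipoproteins, 127 (28.7%) were past 2-fold, against a median of 22.9% in random lists (percentile 99.9). Of 387 genes of Cell Cycle, Mitotic, 129 (33.3%) were past 2-fold, against 29.5% (percentile 95.1). Regulation of mitotic cell cycle had 12 of 79 genes (15.2%) past 2-fold, against 22.8% (percentile 4.60). The set of genes through which the receptor PPARα regulates lipid metabolism had 9 of 19 (47.4%), against 21.1% (percentile 99.0).

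Across genes, the log2 ratio followed the base composition of the transcript. Its Spearman correlation with GC content was -0.67 over the 15109 genes with a GC value, and with the length of the longest transcript it was 0.36. Genes are not independent replicates, so these coefficients carry no p-value. Over genes with at least 100 counts in both libraries, the choice that moved them most, they were -0.73 and 0.40. When the genes were ordered by GC content and divided into 10 groups of equal size, 65.3% of the group with the lowest GC content were more than 2-fold higher with AAV-*Wee1-AS*, and 1.19% of the group with the highest. With random lists matched on GC content and transcript length as well as expression, the random median share was 26.5% for Metabolism of lipids and lipoproteins (percentile of the set 86.3), 32.9% for Cell Cycle, Mitotic (59.5), 20.3% for Regulation of mitotic cell cycle (7.94) and 31.6% for the PPARα set (94.4).

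**Figure D2:**
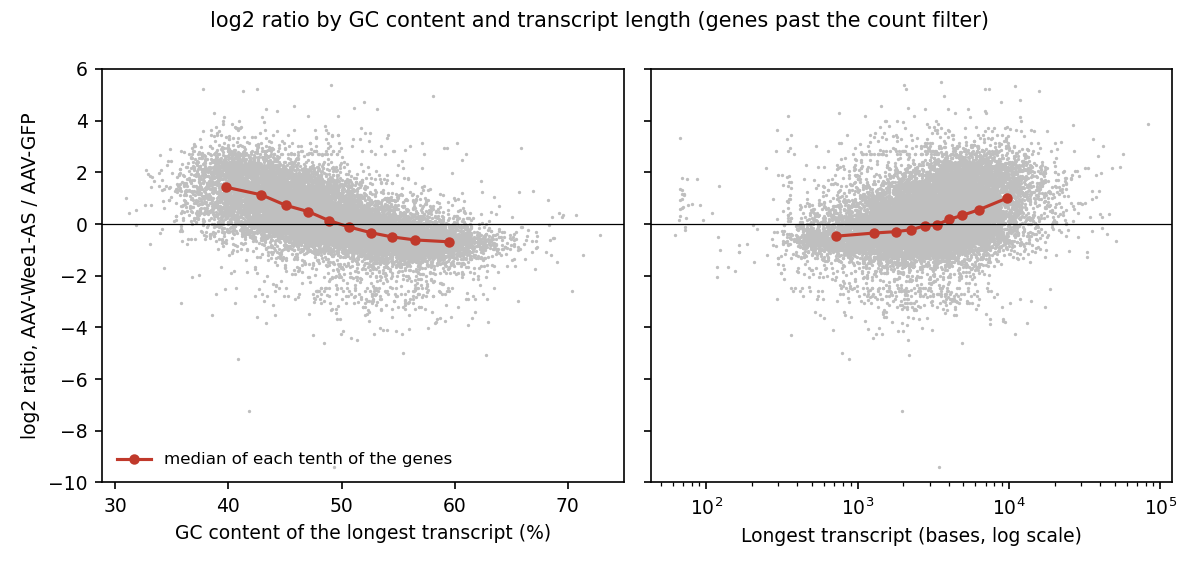
log2 ratio of AAV-*Wee1-AS* to AAV-GFP of each gene (gray points) against the GC content (left, percent) and the length in bases (right, log scale) of its longest transcript. The red points are the medians of 10 groups of genes of equal size, which fall from 1.43 to -0.69 with rising GC content and rise from -0.47 to 1.01 with rising length.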

The GO biological processes of the 4427 up- or downregulated genes in the livers of the *Wee1-AS*-overexpressing group (FC > 2 or < 0.5, *P* < 0.05) were significantly associated with the biological terms “Positive regulation of lipid metabolic process,” “Regulation of mitotic cell cycle,” and “Cellular response to lipid” (Fig. 2i). 

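For the direction of the gene sets related to the cell cycle and to lipids, the median log2 ratio of AAV-*Wee1-AS* to AAV-GFP was taken over each Reactome set and ranked among the random lists matched on expression. The intervals are 95% order-statistic intervals of the median across the genes of a set, and genes of a set are not independent replicates. The median was 0.20 (0.00151 to 0.46) for Cell Cycle, Mitotic, with 214 genes higher and 173 lower (percentile 99.8). For the G2/M transition set, it was 0.43 (-0.03 to 0.77, percentile 99.8). For Regulation of mitotic cell cycle, it was -0.18 (-0.34 to -0.01, percentile 35.5), with 30 genes higher and 49 lower. The 14 genes of the cyclin A and cyclin B1 events at the G2/M transition had a median of -0.24 (-1.15 to 0.76, percentile 17.2). Among the lipid sets, the median was -0.00475 for Metabolism of lipids and lipoproteins (-0.10 to 0.15, percentile 98.8), with 220 genes higher and 222 lower, and 0.03 for fatty acid, triacylglycerol and ketone body metabolism (-0.23 to 0.28, percentile 95.8). Mitochondrial fatty acid β-oxidation had a median of -0.10 (-0.30 to 0.30, percentile 68.2). The PPARα set had one of 0.81 (-0.32 to 1.57, percentile 99.6), and cholesterol biosynthesis one of 0.47 (0.03 to 0.90, percentile 99.1). A high percentile beside a median near 0 arises because expression-matched random lists had medians below 0, for example -0.12 for Metabolism of lipids and lipoproteins. Among random lists also matched on GC content and transcript length, the percentile was 50.6 for Cell Cycle, Mitotic, 96.9 for the G2/M transition, 31.6 for Regulation of mitotic cell cycle, 1.16 for the cyclin A and cyclin B1 events, 12.9 for Metabolism of lipids and lipoproteins, 37.5 for fatty acid, triacylglycerol and ketone body metabolism, 33.6 for mitochondrial fatty acid β-oxidation, 98.0 for the PPARα set and 97.46 for cholesterol biosynthesis.

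Among the alternatives that leave the GC trend in place, removal of the trend with transcript length moved the medians of the G2/M transition and PPARα sets most, to 0.04 and 0.23. Scaling by the upper quartile, under which the median of all genes fell by 0.20, moved the other sets named here most, and under it the median of Cell Cycle, Mitotic was -0.00970 and that of fatty acid, triacylglycerol and ketone body metabolism was -0.18. The trends with GC content and transcript length were also removed together by lowess fits, a choice made after the data were seen. The median was then 0.07 (-0.02 to 0.12) for Cell Cycle, Mitotic, 0.03 (-0.18 to 0.15) for Regulation of mitotic cell cycle, 0.16 (-0.10 to 0.31) for the G2/M transition, -0.77 (-1.03 to -0.22) for the cyclin A and cyclin B1 events, -0.06 (-0.13 to -0.00368) for Metabolism of lipids and lipoproteins, 0.00229 (-0.35 to 0.20) for mitochondrial fatty acid β-oxidation and 0.32 (-0.11 to 0.55) for the PPARα set.

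**Figure D3:**
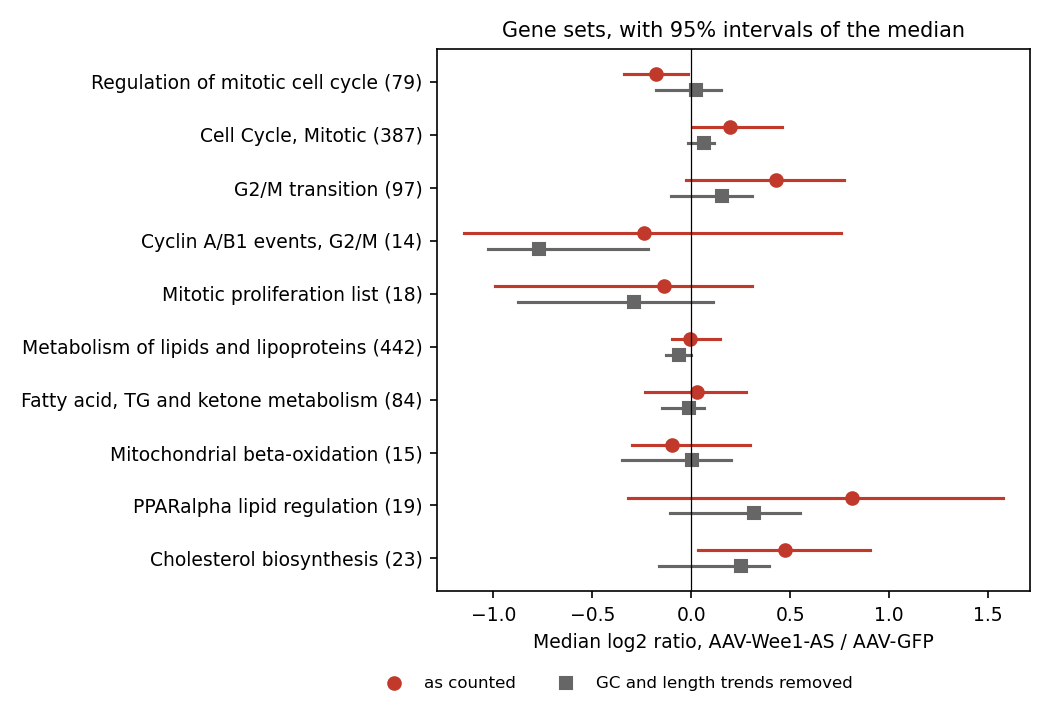
Median log2 ratio of AAV-*Wee1-AS* to AAV-GFP (x axis) of gene sets related to the cell cycle and to lipids, with the number of genes in parentheses and 95% order-statistic intervals as bars. Red circles are the ratios as counted, from -0.24 to 0.81, and gray squares are the ratios after removal of the GC and length trends, from -0.77 to 0.32.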

The expression of genes associated with those GO terms was significantly increased, suggesting that *Wee1-AS*-induced gene expression may link lipid metabolism to the cell cycle during the progression of MASLD (Fig. 2j). Furthermore, the expression levels of genes involved in the “inflammatory response” and “collagen fibril organization” were altered upon AAV-*Wee1-AS* infusion (Fig. 2k).

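The names printed in Fig. 2k were read from the picture, and all 58 names of the inflammatory response list and all 19 of the collagen fibril organization list were matched to genes past the count filter. *Col6a1* is in both lists. The paper does not state how these genes were chosen. Fig. 2k draws them all on the lower side in the same comparison, so their direction here is not independent evidence. All 58 inflammatory response genes were lower with AAV-*Wee1-AS*, with log2 ratios from -4.25 to -0.30 and a median of -1.39, and 52 of them were below 0.5-fold. The 95% counting interval lay wholly below 0 for 55 of the 58 and wholly below 0.5-fold for 27. Counts were low in part of the list, with a median of 120.5 and a minimum of 16 in the AAV-GFP library, and *Ccr7* and *Cxcl2* were at the floor with AAV-*Wee1-AS* (at least 15.0-fold and 4.44-fold lower). The median of the list was the same value with these genes at their bounds. *Lgals1*, with 13840 counts against 3868, had a log2 ratio of -1.58 (-1.63 to -1.52). *Trem2* had one of -2.08 (-2.53 to -1.72) and *Ccl2* one of -2.39 (-3.70 to -1.62). All 19 collagen fibril organization genes were lower, with log2 ratios from -2.32 to -0.85 and a median of -1.43, and 17 were below 0.5-fold. *Col1a1* (chromosome 11, 94936224 to 94953042) fell from 3620 counts to 603, a log2 ratio of -2.32 (-2.45 to -2.20). *Col1a2* had one of -2.02 (-2.12 to -1.93) and *Col3a1* one of -2.03 (-2.10 to -1.96). None of the 10000 expression-matched random lists had a median as low as either list.

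Under each alternative scaling, prior count or unit, all 76 genes stayed lower. The alternative scalings each lowered the median of all genes (shifts from -0.20 to -0.024). They could therefore not have brought a gene above 0, and a prior count hardly changes a sign. With FPKM values and a pseudocount of 1, which moved the lists most, 21 of the 76 were below 0.5-fold. The median GC content was 54.0% in the inflammatory response list and 56.6% in the collagen list, and the median log2 ratio of all genes was -0.50 in the group with a GC content of 53.5% to 55.4% and -0.61 in the next. With the trends with GC content and transcript length removed, 74 of the 76 genes were lower and 38 were below 0.5-fold, and the medians were -0.93 (-1.37 to -0.79) for the inflammatory response list and -1.20 (-1.71 to -0.69) for the collagen list. Among Reactome sets, the 31 genes of collagen fibril assembly had a median of -0.83 (-1.35 to -0.43, percentile 0) and the 42 genes of chemokine receptors and their ligands one of -0.57 (-0.95 to -0.16, percentile 0.110). These sets share 6 and 9 genes with Fig. 2k. Without the shared genes, computed after these values were seen, the medians were -0.76 (-1.05 to -0.25, percentile 0) and -0.23 (-0.73 to 0.23, percentile 15.3). The 208 genes of Cytokine Signaling in Immune system had a median of -0.02 (-0.15 to 0.09, percentile 61.4), and the 12 of interferon α and β signaling had one of -0.15 (-0.71 to 0.39, percentile 45.9). From the GO terms of the differentially regulated genes and the higher expression of the genes under them, the paper proposes that gene expression induced by *Wee1-AS* may link lipid metabolism to the cell cycle during the progression of MASLD, and it states that inflammatory response and collagen fibril organization genes were altered.

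**Figure D4:**
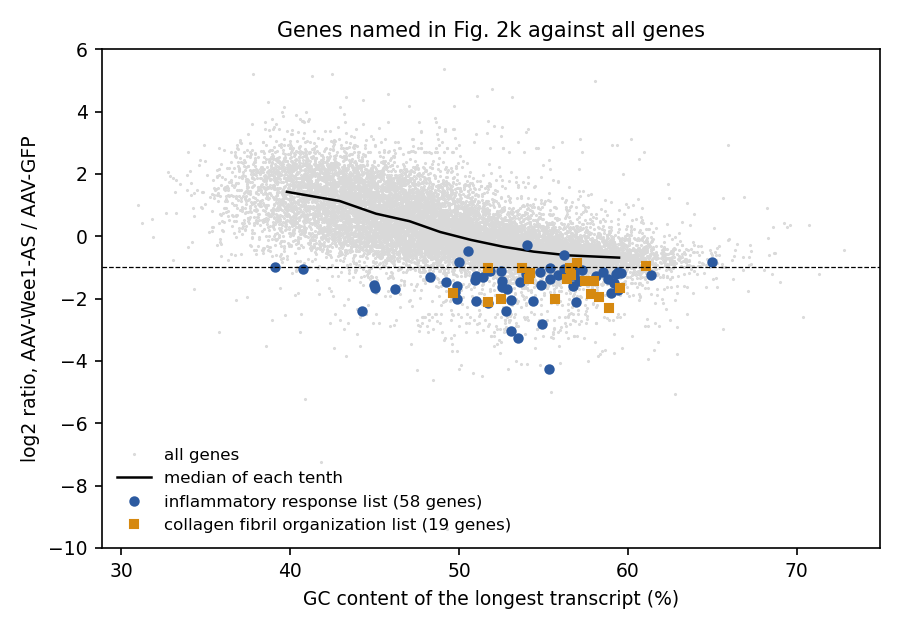
log2 ratio of AAV-*Wee1-AS* to AAV-GFP (y axis) against the GC content of the longest transcript (percent) for all genes (gray), with the median of 10 groups of equal size (black line), the 58 inflammatory response genes (blue) and the 19 collagen fibril organization genes (orange) of Fig. 2k. The dashed line marks 0.5-fold, and the genes of both lists lie below 0.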

As the decrease in lipid content was potentially due to increased lipid catabolism, we analyzed the oxidative function of the mitochondria. As expected, the activities of mitochondrial electron transport chain complex I and succinate dehydrogenase (SDH), an integral part of complex II, increased in the AAV-*Wee1-AS*-infused liver in the HFD-fed group (Fig. 3a, b). Interestingly, *Wee1-AS* infusion led to a slight increase in complex I activity in the LFD-fed group, suggesting that mitochondrial function may be modulated prior to the onset of the MASLD phenotype (Supplementary Fig. 3f). The mitochondria were swollen and the crista structure was disrupted in the hepatocytes of the HFD-fed mice, but shaped mitochondria were not observed in the AAV-*Wee1-AS*-transduced liver (Fig. 3c).

**Fig. 3:**
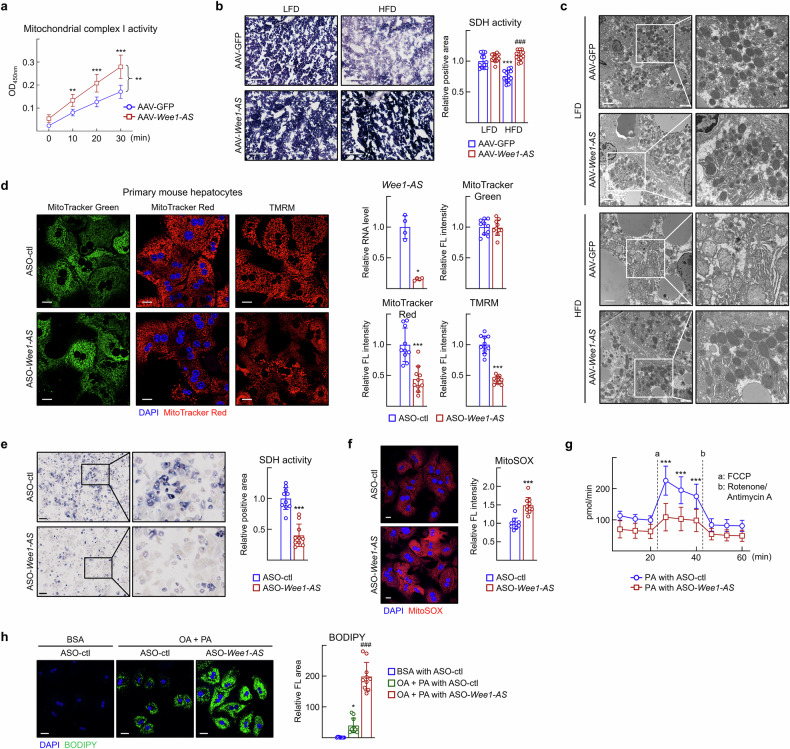
*Wee1-AS* enhances mitochondrial function in hepatocytes. **a** Activities of mitochondrial complex I in liver tissues from the mice shown in Fig. 2a. The values are presented as the means ± SDs. The data were analyzed via two-way ANOVA. ^**^P < 0.01 and ^***^P < 0.001 vs HFD with AAV-GFP. **b** Representative images of SDH activity in liver sections. Scale bar, 200 μm. The intensity was quantified in 2 images of liver tissue via ImageJ. The data were analyzed via two-way ANOVA. ^***^P < 0.001 *vs* LFD with AAV-GFP. ^###^*P* < 0.001 vs HFD with AAV-GFP. **c** Representative electron microscopy images of liver sections. Scale bar, 2 μm. **d–h** Primary hepatocytes obtained from C57BL/6 N mice were transfected with ASO-control (ctl) or ASO-*Wee1-AS*. The data were analyzed via the Mann‒Whitney test unless otherwise mentioned. **d** Cells were stained with 100 nM MitoTracker Green, MitoTracker Red CMXRos, or TMRM, and examined via a confocal microscope. Scale bar, 20 μm. The fluorescence intensity of at least 100 cells was quantified via ImageJ software. ^*^P < 0.05 and ^***^P < 0.001. **e** Representative images of SDH activity staining. Scale bar, 200 μm. The SDH-positive area in at least 300 cells was quantified via ImageJ. ^***^P < 0.001. **f** Cells were stained with 5 μM MitoSOX and analyzed via confocal microscopy. Scale bar, 20 μm. The fluorescence intensity was quantified in at least 400 cells via ImageJ. ^***^P < 0.001. **g** The oxygen consumption rate (OCR) was analyzed in the presence of palmitic acid (10 μM). The values are presented as the means ± SDs (*n* = 10). The data were analyzed by two-way ANOVA. ^***^P < 0.001 vs ASO-control (ctl). **h** Cells were treated with 0.05% BSA or free fatty acids (OA + PA, 100 μM oleic acid/50 μM palmitic acid) for 24 h. Lipid accumulation was assessed via BODIPY staining. Scale bar, 20 μm. The relative fluorescence area in at least 100 cells was quantified via Image J software. The values are presented as the means ± SDs (*n* = 10). The data were analyzed via one-way ANOVA. ^*^P < 0.05 vs BSA with ASO-control (ctl); ^###^*P* < 0.001 vs OA + PA with ASO-control (ctl)

To further analyze mitochondrial function in detail, *Wee1-AS* was knocked down in primary hepatocytes. MitoTracker Green is a fluorescent probe that is commonly used to assess mitochondrial mass, whereas MitoTracker Red CMXRos is a red-fluorescent dye that stains mitochondria in live cells as its accumulation is dependent upon the membrane potential. Tetramethylrhodamine, methyl ester (TMRM) is a fluorescent dye that indicates the mitochondrial membrane potential and function. Knockdown of *Wee1-AS* with antisense oligonucleotide (ASO) in primary hepatocytes decreased the intensity of MitoTracker Red and TMRM staining, whereas it did not affect that of MitoTracker Green (Fig. 3d). These data indicated that the overall mitochondrial mass (indicated by MitoTracker Green) remained unchanged, whereas mitochondrial function (indicated by MitoTracker Red and TMRM) was reduced in the ASO-*Wee1-AS* treated group (Fig. 3d). Consistently, *Wee1-AS* knockdown suppressed SDH activity, whereas it increased MitoSOX staining, an indicator of mitochondrial ROS, in primary hepatocytes (Fig. 3e, f). Next, we assessed the oxygen consumption rate (OCR) of hepatocytes treated with palmitic acid. While the basal OCR did not significantly differ, the uncoupled OCR was markedly reduced in the ASO*-Wee1-AS* transfected hepatocytes, suggesting a critical role of *Wee1-AS* in oxidative metabolism (Fig. 3g). Finally, we measured the amount of intracellular lipids. As shown in Fig. 3h, fatty acid treatment induced lipid accumulation in hepatocytes, which was further enhanced after ASO-*Wee1-AS* transfection (Fig. 3h). Together, these results indicate that *Wee1-AS* improves mitochondrial function and oxidative metabolism and thereby suppresses hepatic lipid accumulation.

### *Wee1-AS* regulates CDK1 activity as well as the protein stability of CYCLIN B1

As *Wee1-AS* overlays the promoter region of the *Wee1* gene, we asked whether *Wee1-AS* regulated the transcription of *Wee1*. When *Wee1-AS* knocked down with ASO, the level of *Wee1* mRNA increased in primary hepatocytes (Fig. 4a). The protein level of WEE1 as well as the subsequent phosphorylation of CDK1 (Y15) increased in the ASO-*Wee1-AS* treated hepatocytes (Fig. 4b; Supplementary Fig. 4a). Next, to understand the mechanism by which *Wee1-AS* suppresses *Wee1* transcription, we examined the recruitment of the basal transcription machinery to the *Wee1* promoter region. Chromatin immunoprecipitation (ChIP) assays revealed that the recruitment of RNA polymerase II and TFIIB, components of the basal transcription machinery, was increased when *Wee1-AS* was knocked down, suggesting that the complementary binding between *Wee1-AS* and the promoter of *Wee1* interfered with the recruitment of the basal transcription machinery. The activation of *Wee1* transcription in the absence of *Wee1-AS* was further demonstrated by epigenetic changes such as decreased H3K9me3 but increased H3K4me3 levels in the *Wee1* promoter. Together, these results suggested that *Wee1-AS* suppressed the transcription of *Wee1* by interfering binding of the basal transcription machinery to the promoter of the *Wee1* gene (Fig. 4c). Interestingly, both the protein and the mRNA levels of Wee1 increased in the livers of the CDAA-HFD-fed mice (Fig. 4d). The prominent induction of WEE1 protein in MASH conditions suggested a potential role of these proteins in the pathogenesis of diet-induced MASLD. The level of p-CDK1 (Y15) decreased, but the level of active p-CDK1 (T161) increased after AAV-TBG-*Wee1-AS* transduction in the CDAA-HFD-fed mice (Fig. 4d). Next, we examined subcellular compartment in which WEE1 resides. Strikingly, we found that a substantial portion of WEE1 colocalized with mitochondria (Fig. 4e; Supplementary Fig. 4b). Additionally, a proteinase K digestion assay suggested that WEE1 resides in the outer membrane of mitochondria (Fig. 4f). To elucidate the causal role of Wee1 in lipid metabolism and mitochondrial function, we performed an in vivo *Wee1* knockdown experiment by transducing AAV-TBG-shWee1 into CDAA-HFD-fed mice. Six weeks after viral transduction, the serum ALT levels and hepatic lipid contents were markedly reduced in the CDAA-HFD-fed mice. Moreover, the activities of SDH and the expression levels of electron chain transport components, such as ATP synthase, H+ transporting, mitochondrial F1 complex, alpha 1 (ATP5A) and mitochondrially encoded cytochrome c oxidase I (MTCO1) were significantly increased following *Wee1* knockdown (Supplementary Fig. 5a–g). Together, these findings indicate that Wee1 contributes to the regulation of hepatic lipid metabolism and mitochondrial function. Mechanistically, *Wee1* knockdown reduced the level of p-CDK1 (Y15) while increasing the level of p-CDK1 (T161) (Supplementary Fig. 5h). Moreover, WEE1 overexpression in primary hepatocytes increased p-CDK1 (Y15) levels, supporting the link between mitochondrial WEE1 and its regulatory role in CDK1 activity (Supplementary Fig. 5i).

**Fig. 4:**
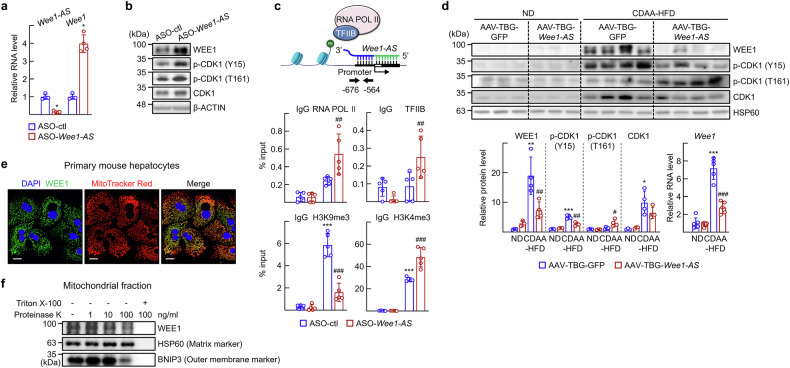
Knockdown of *Wee1-AS* causes increases in WEE1 levels and inactivation of CDK1. **a–c** Primary hepatocytes were transfected with ASO-control (ctl) or ASO-*Wee1-AS*. The values are presented as the means ± SDs (*n* = 4). The data were analyzed via the Mann‒Whitney test unless otherwise mentioned. **a** The *Wee1* mRNA level was measured via qRT‒PCR. ^*^P < 0.05 vs ASO-control (ctl). **b** Expression of the indicated proteins was analyzed by western blotting. **c** DNA fragments encoding the *Wee1* gene promoter were immunoprecipitated with the indicated antibodies and then amplified via qPCR with specific primers. The data were analyzed via two-way ANOVA. ^***^P < 0.001 vs IgG of the ASO-control (ctl). ^##^*P* < 0.01 and ^###^*P* < 0.001 *vs* anti-RNA pol II, anti-TFIIB, anti-H3K9me3, or anti-H3K4me3 of the ASO-control. **d** Tissue extracts were prepared from livers of the mice shown in Fig. 2d. The expression of the indicated proteins was analyzed by western blotting. The *Wee1* mRNA level was measured by qRT‒PCR. The data were analyzed via two-way ANOVA. ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001 vs ND with AAV-TBG-GFP; ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001 vs CDAA-HFD with AAV-TBG-GFP. **e** Primary hepatocytes obtained from C57BL/6 N mice were stained with 100 nM MitoTracker Red CMXRos and WEE1 immunostaining was performed (green). Scale bar, 20 μm. **f** Mitochondria of primary hepatocytes obtained from C57BL/6 N mice were digested with proteinase K (1 ng/ml, 10 ng/ml, and 100 ng/ml) with or without 10% Triton X-100 for 1 h at RT. The samples were subsequently analyzed via western blotting with the indicated antibodies. The purity of the mitochondrial fractions was validated by evaluating the expression of specific mitochondrial marker proteins as shown in Supplementary Fig. 4b

Given that *Wee1-AS* knockdown resulted in a reduction in CDK1 activity, we asked whether cyclins were also involved in the function of *Wee1-AS*. Thus, we performed RNA pull-down assays with in vitro transcribed *Wee1-AS*. As shown in Fig. 5a, *Wee1-AS* interacted with CYCLIN B1, a key protein responsible for the activation of CDK1 (Fig. 5a). We also observed that the protein level of CYCLIN B1 decreased in the presence of ASO-*Wee1-AS*, but it was restored in the presence of MG132 (Fig. 5b). When protein synthesis was blocked by cycloheximide, the degradation of the CYCLIN B1 protein was faster in the presence of ASO-*Wee1-AS*, and the ubiquitination of CYCLIN B1 was markedly increased (Fig. 5c, d). Together, these results indicated that *Wee1-AS* bound to CYCLIN B1, which suppressed the ubiquitin/proteasome pathway-mediated degradation of CYCLIN B1. Consistently, the expression of CYCLIN B1 was largely increased in the livers of the AAV-*Wee1-AS*-transduced mice (Fig. 5e, f). *Wee1-AS*-mediated CYCLIN B1 stability was independent of the function of WEE1, as the knockdown of *Wee1* did not affect the CYCLIN B1 expression level (Fig. 5g).

**Fig. 5:**
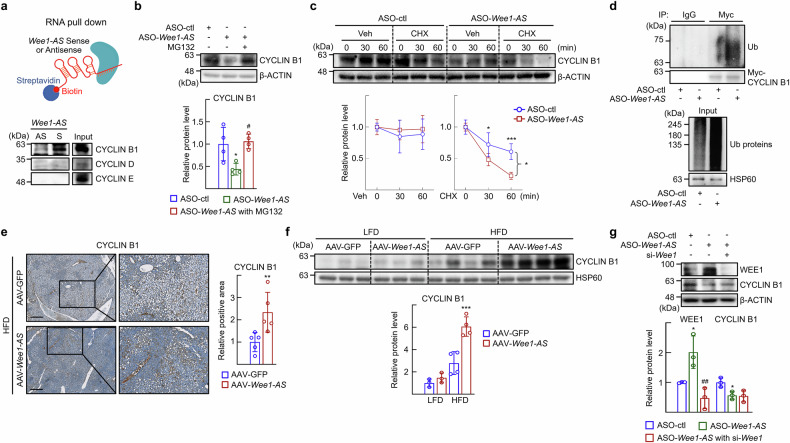
*Wee1-AS* increases the stability of CYCLIN B1 and its translocation to mitochondria. **a** RNA pull-down assays were carried out with biotinylated *Wee1-AS* (Sense, S) or its antisense (AS) with protein lysates prepared from mouse liver tissues. Proteins pulled down with the biotinylated *Wee1-AS* or its antisense control were analyzed by western blotting (bottom). **b**, **c** Primary hepatocytes were transfected with ASO-control (ctl) or ASO-*Wee1-AS*. **b** Cells were treated with DMSO (Veh) or 20 μM MG132 for 3 h. The values are represented the means ± SDs (*n* = 4). The expression of CYCLIN B1 was analyzed via western blotting. The data were analyzed by one-way ANOVA. ^*^P < 0.05 vs ASO-control (ctl); ^#^*P* < 0.05 *vs* ASO-*Wee1-AS*. **c** Cells were treated with ethanol (Veh) or 50 μM cycloheximide (CHX) for the indicated times. The expression of the indicated proteins was analyzed via western blotting. The data were analyzed by two-way ANOVA. ^*^P < 0.05 and ^***^P < 0.001 *vs* ASO-control (ctl). **d** AML12 cells were transfected with Myc-CYCLIN B1 and ASO-*Wee1-AS* and treated with 10 μM MG132 for 3 h. Immunoprecipitation (IP) was performed with an IgG or anti-Myc antibody and probed with an anti-ubiquitin antibody. **e** Representative images of immunohistochemical staining of CYCLIN B1 in liver sections from the mice shown in Fig. 2a. Scale bar, 500 μm. The intensity of CYCLIN B1 staining was quantified in images from 5 mice via ImageJ. The data were analyzed via the Mann‒Whitney test. ^**^P < 0.01 *vs* HFD with AAV-GFP. **f** Tissue extracts were prepared from the liver of the mice shown in Fig. 2a. The expression of CYCLIN B1 was analyzed via western blotting. The values are represented the means ± SDs (*n* = 3–4). The data were analyzed via two-way ANOVA. ^***^P < 0.001 vs HFD with AAV-GFP. **g** Primary hepatocytes were transfected with ASO-*Wee1-AS* and si-*Wee1*. The expression of the indicated proteins was analyzed via western blotting. The data were analyzed by one-way ANOVA. ^*^P < 0.05 vs ASO-control (ctl) with si-control and ^##^*P* < 0.01 vs ASO-*Wee1-AS* with si-control

### Mitochondrial CDK1/CYCLIN B1 is activated in the presence of *Wee1-AS*

Previously, it was reported that CDK1/CYCLIN B1 is translocated into mitochondria and enhances mitochondrial function by phosphorylating key elements to maintain oxidative stress.^20,25^ Therefore, we asked whether the function of *Wee1-AS* was associated with the mitochondrial translocation of CDK1/CYCLIN B1. First, when mitochondria were fractionated from primary hepatocytes, an increase in mitochondrial CYCLIN B1 was clearly observed, particularly in the presence of palmitic acid (Fig. 6a). The amount of mitochondrial CYCLIN B1 decreased in the ASO-*Wee1-AS*-treated hepatocytes (Fig. 6b). Consistently, immunofluorescence studies revealed that the amount of CYCLIN B1 that colocalized with MitoTracker was reduced in the absence of *Wee1-AS*, demonstrating that *Wee1-AS* increased the level of mitochondrial CYCLIN B1 (Fig. 6c). Similarly, increases in the levels of mitochondrial CYCLIN B1 and p-CDK1 (T161) were observed in livers of *Wee1-AS* overexpressing mice (Fig. 6d). The phosphorylation of CDK1 downstream substrates such as p-ATP5A, p-SIRT3, and p-SOD2, which indicate increased function and lower oxidative stress in the mitochondria, was largely increased in the AAV-*Wee1-AS-*transfused liver in vivo (Fig. 6e).^21,25^ Finally, *Wee1-AS* overexpression decreased lipid accumulation, whereas Cdk1 silencing attenuated the reduction in lipid accumulation caused by *Wee1-AS* overexpression (Fig. 6f). These data suggested that the reduction in lipids caused by *Wee1-*AS was associated with the CDK1/CYCLIN B1 pathway in hepatocytes.

**Fig. 6:**
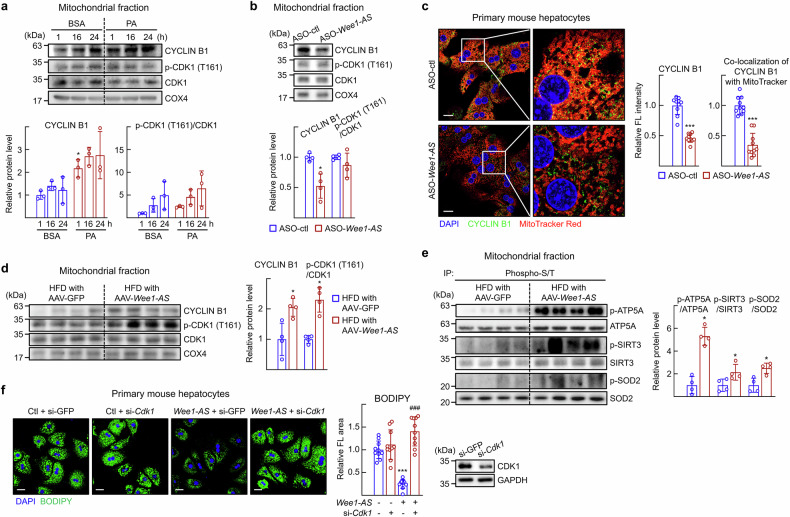
*Wee1-AS* enhances mitochondrial homeostasis via activation of CDK1/CYCLIN B1. **a** Primary hepatocytes were treated with 25 μM palmitic acid (PA)-conjugated with 0.05% bovine serum albumin (BSA) for the indicated times. The mitochondrial fraction was prepared and analyzed via western blotting. The values are represented the means ± SDs (*n* = 3). The data were analyzed via two-way ANOVA. ^*^P < 0.05 *vs* BSA treatment for 1 h. **b**, **c** Primary hepatocytes were transfected with ASO-control (ctl) or ASO-*Wee1-AS*. The values are presented as the means ± SDs (*n* = 4). The data were analyzed via the Mann‒Whitney test. **b** The mitochondrial fraction was prepared and analyzed by western blotting. The intensity of each protein band was quantified via ImageJ and normalized to that of COX4 or CDK1. ^*^P < 0.05 vs ASO-control (ctl). **c** Cells were stained with 100 nM MitoTracker Red CMXRos (red). Immunostaining was performed for CYCLIN B1 (green). Scale bar, 20 μm. The fluorescence intensity in at least 100 cells was quantified via Image J software. The percentage of co-localization was determined via the JACoP plugin of ImageJ software. The amount of mitochondrial CYCLIN B1 was normalized to the intensity of MitoTracker signal. ^***^P < 0.001 vs ASO-control (ctl). **d**, **e** Tissue extracts were prepared from the livers of the mice shown in Fig. 2a. The values are presented as the means ± SDs (*n* = 4). The data were analyzed via the Mann‒Whitney test. **d** The mitochondrial fraction was prepared and analyzed via western blotting. ^*^P < 0.05 vs HFD with AAV-GFP. **e** The mitochondrial fraction was prepared and the phosphorylation of the indicated proteins was analyzed via immunoprecipitation (IP) with an anti-phospho-serine/threonine antibody and probed with specific antibodies. The lanes were run on the same gel but were noncontiguous. The intensity of each protein band was quantified via ImageJ. ^*^P < 0.05 *vs* HFD with AAV-GFP. **f** Primary hepatocytes were transfected with si-GFP/si-*Cdk1* or pcDNA-empty vector (Ctl)/pcDNA-*Wee1-AS* (*Wee1-AS*), and then treated with free fatty acids (200 μM oleic acid/100 μM palmitic acid) for 24 h. Lipid accumulation was assessed via BODIPY staining. Scale bar, 20 μm. The relative fluorescence area in at least 100 cells was quantified via Image J software. The values are presented as the means ± SDs (*n* = 10). The data were analyzed via two-way ANOVA. ^***^P < 0.001 vs pcDNA-empty vector (Ctl) with si-GFP; ^###^*P* < 0.001 vs pcDNA-*Wee1-AS* (*Wee1-AS*) with si-GFP

### Adavosertib, a WEE1 inhibitor, improves mitochondrial function and attenuates the signs of MASLD in mice

Adavosertib is the first-in-class WEE1 inhibitor that has shown antitumor efficacy with the best response in ovarian and endometrial cancers.^26^ As *Wee1-AS* led to increased mitochondrial function and improved signs of MASLD, we asked whether adavosertib had beneficial effects on MASLD in mice. Administration of adavosertib at a dose of 30 mg/kg reduced the gained liver weight by 50% in the HFD-fed mice, whereas the body weight remained unchanged (Fig. 7a; Supplementary Fig. 6a). The accumulation of neutral lipids was suppressed and the levels of ALT and AST returned to normal ranges after adavosertib treatment (Fig. 7b). The decreased SDH activity and swollen mitochondrial morphology in the hepatocytes of HFD-fed mice recovered to normal after adavosertib treatment (Fig. 7c; Supplementary Fig. 6b). In addition, MitoTracker Red staining increased after adavosertib treatment, confirming that enhanced mitochondrial function occurred through the inhibition of WEE1 activity (Fig. 7c). The levels of mitochondrial CYCLIN B1, p-ATP5A, and p-SIRT3 increased after adavosertib treatment (Fig. 7d). Next, we evaluated the effect of adavosertib on fatty acid oxidation by measuring the OCR. Treatment with adavosertib in the presence of palmitic acid significantly increased the uncoupled OCR in primary hepatocytes (Fig. 7e). Adavosertib treatment largely decreased lipid accumulation; however additional Wee1 overexpression restored the level of lipids in hepatocytes (Fig. 7f). Notably, ASO-*Wee1-AS*-induced lipid accumulation and dysregulation of mitochondria were reversed by treatment with adavosertib, indicating a functional link between *Wee1-AS* and WEE1 in the regulation of fatty acid oxidation (Fig. 7g). These data suggested that the effects of adavosertib were likely mediated by WEE1. Together, these results suggest that the inhibition of WEE1 may provide a novel strategy to enhance mitochondrial function and improve lipid metabolism in the liver.

**Fig. 7:**
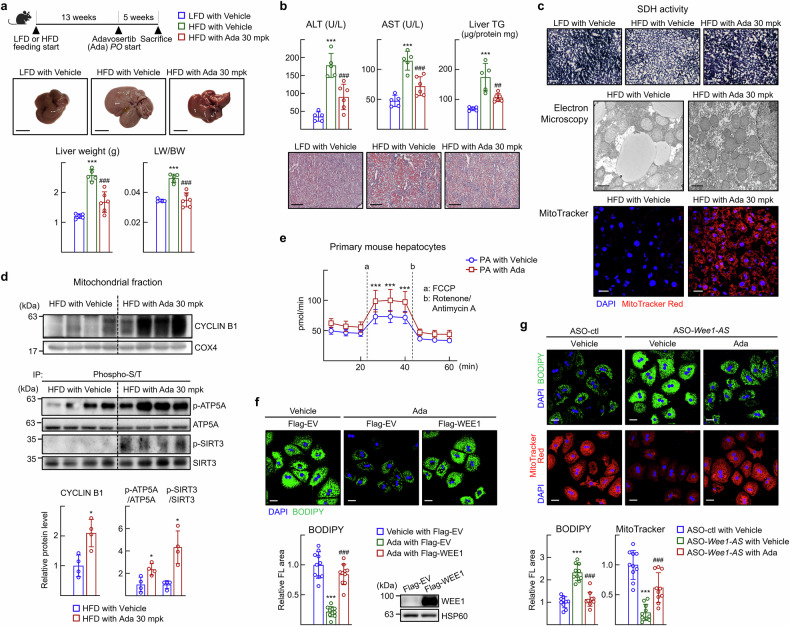
Adavosertib improves mitochondrial function and attenuates HFD-induced MASLD in mice. **a–d** Seven-week-old C57BL/6 N mice were fed either LFD or HFD for 18 weeks. At 13 weeks of diet feeding, adavosertib (30 mg/kg body weight) or vehicle (0.5% methylcellulose) was orally administered daily for 5 weeks. This dose of adavosertib did not significantly change in the serum AST or ALT levels in LFD-fed mice. The values are presented as the means ± SDs (*n* = 5–6). The data were analyzed via one-way ANOVA unless otherwise mentioned. **a** Representative images of the livers, liver weights, and liver weight/body weight (LW/BW) ratios of the experimental mice are shown. Scale bar, 1 cm. ^***^P < 0.001 *vs* LFD with Vehicle; ^###^*P* < 0.001 *vs* HFD with Vehicle. **b** Representative images of Oil red O stained liver sections and hepatic TG levels. Scale bar, 500 μm. Serum ALT and AST activities were measured. ^***^P < 0.001 vs LFD with Vehicle; ^##^*P* < 0.01 and ^###^*P* < 0.001 *vs* HFD with Vehicle. **c** Representative images of SDH staining in liver sections. Scale bar, 100 μm. Representative electron microscopy images of liver sections. Scale bar, 1 μm. Liver tissues were stained with 10 nM MitoTracker Red CMXRos (red) and DAPI (blue). Scale bar, 20 μm. **d** Tissue extracts were prepared from the livers of HFD-fed mice. The mitochondrial fraction was prepared and analyzed via western blotting. The data were analyzed via the Mann‒Whitney test. ^*^P < 0.05 vs HFD with Vehicle. Phosphorylation of the indicated proteins in the mitochondrial fraction was analyzed by immunoprecipitation (IP) using an anti-phospho-serine/threonine antibody and probed with specific antibodies. The lanes were run on the same gel but were noncontiguous. Intensity of p-ATP5A/ATP5A and p-SIRT3/SIRT3 band was quantified via ImageJ. ^*^P < 0.05 vs HFD with Vehicle. **e** Primary hepatocytes were treated with adavosertib 100 nM for 24 h. The absence of DNA damage at this dose was confirmed by γH2AX assessment. The oxygen consumption rate (OCR) was analyzed in the presence of 10 μM palmitic acid. The values are represented as the means ± SDs (*n* = 6). The data were analyzed via two-way ANOVA. ^***^P < 0.001 *vs* PA with vehicle. **f** Primary hepatocytes were transfected with a Flag-empty vector (EV) or Flag-WEE1. Then, the cells were treated with free fatty acids (200 μM oleic acid/100 μM palmitic acid) and 100 nM adavosertib for 24 h. Lipid accumulation was assessed via BODIPY staining. Scale bar, 20 μm. The relative fluorescence area in at least 100 cells was quantified via Image J software. The values are represented as the means ± SDs (*n* = 10). The data were analyzed via one-way ANOVA. ^***^P < 0.001 *vs* vehicle with Flag-empty vector (EV); ^###^*P* < 0.001 vs adavosertib (Ada) with Flag-empty vector (EV). **g** Primary hepatocytes were transfected with ASO-control (ctl) or ASO-*Wee1-AS*. Then, the cells were treated with free fatty acids (100 μM oleic acid/50 μM palmitic acid) and 100 nM of adavosertib for 24 h. Lipid accumulation was assessed via BODIPY staining, and mitochondrial function was assessed via MitoTracker Red staining. Scale bar, 20 μm. The relative fluorescence area in at least 100 cells was quantified via Image J software. The values are represented as the means ± SDs (*n* = 10). The data were analyzed via one-way ANOVA. ^***^P < 0.001 vs ASO-ctl with vehicle; ^###^*P* < 0.001 vs ASO-*Wee1-AS* with vehicle

### *LNC106435.1*, a human analog of *Wee1-AS*, enhances mitochondrial function

Finally, we searched for a human analog of *Wee1-AS* that functions in hepatic lipid metabolism in humans. We employed a sequence-based approach using LNCipedia, a comprehensive database of annotated lncRNAs. This analysis identified *LNC106435.1*, originally *NONHSAG106435.1*, as the human lncRNA with the highest homology to mouse *Wee1-AS*. *LNC106435.1* overlaps with the promoter region of the human *WEE1* gene (Fig. 8a). Like *Wee1-AS*, 80% of *LNC106435.1* resided in the cytosol in human Huh7 cells (Fig. 8b). Knockdown of *LNC106435.1* with ASO increased the Wee1 levels of both RNA and protein in primary human hepatocytes (Fig. 8c). A 5’-end fragment of *LNC106435.1* (nt 109-598), which shows 50.59% homology with mouse *Wee1-AS*, interacted with CYCLIN B1 (Fig. 8d). Consistent with this finding, a *Wee1-AS* mutant lacking the conserved sequence (nt 1167-2003), failed to bind to CYCLIN B1, indicating that this region serves as the binding site for CYCLIN B1 (Supplementary Fig. 7). Knockdown of *LNC106435.1* reduced MitoTracker Red staining, indicating that *LNC106435.1* is a functional analog of *Wee1-AS* (Fig. 8e).

**Fig. 8:**
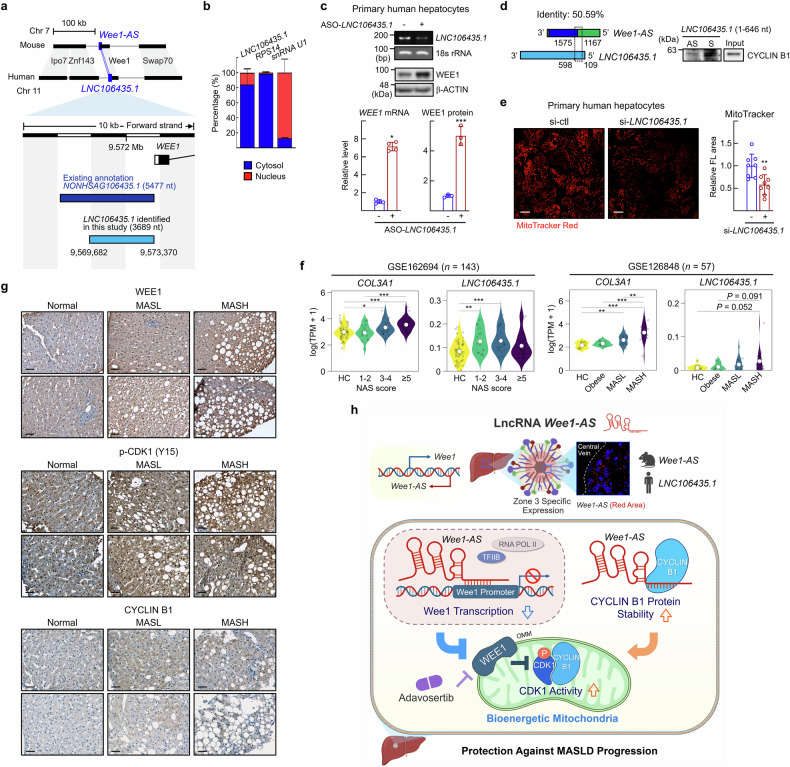
Knockdown of *LNC106435.1*, a human analog of *Wee1-AS*, suppresses mitochondrial function. **a** Transcript of *LNC106435.1* was annotated previously (NCBI Reference Sequence *NONHSAG106435.1*) (dark blue). In this study, *LNC106435.1* transcripts were identified from Huh7 cells via RACE (light blue). The size of the transcript is shown in parenthesis (bottom). **b** Cytosol- (blue) and nucleus- (red) RNAs in the subcellular fractions of primary hepatocytes were purified. The RNA levels of *LNC106435.1*, *RPS14*, and *snRNA U1* were analyzed via qRT‒PCR. The proper cellular fractionation was confirmed by localization of *RPS14* and *snRNA U1*. The data are represented as the means ± SDs (*n* = 4). **c** Primary human hepatocytes were transfected with ASO-control (ctl) or ASO-*LNC106435.1*. The RNA levels of *LNC106435.1* were measured by RT‒PCR. The RNA and protein levels of Wee1 were analyzed via qRT‒PCR and western blotting, respectively. **d** RNA pull-down assays were carried out with biotinylated *LNC106435.1* (1-646 nt, within which the sequence is conserved in mouse *Wee1-AS* with 50.59% identity) (sense, S) or its antisense (AS) with protein lysates prepared from Huh7 cells. Pull-down proteins were analyzed via western blotting. **e** Primary human hepatocytes were transfected with si-control (ctl) or si-*LNC106435.1*. The cells were stained with 100 nM MitoTracker Red CMXRos, and examined via a confocal microscope. Scale bar, 20 μm. Representative images are shown. The fluorescence intensity in at least 100 cells was quantified via Image J software. The data were analyzed via the Mann‒Whitney test. ^**^P < 0.01 *vs* si-control (ctl). **f** The expression levels of *LNC106435.1* were analyzed via two publicly available NCBI GEO datasets, namely, GSE162694, which included 143 individuals categorized as healthy controls (HCs) or patients with NAFLD activity scores (NASs) ranging from 1 to 7. Patients were further classified as mild MASLD (NAS 1–2), borderline MASLD (NAS 3–4), and advanced MASH (NAS ≥ 5), and GSE126848 which included 57 individuals comprising HCs and patients with obesity, MASL, or MASH. The transcript abundance of *COL3A1* (positive control) and *LNC106435.1* was quantified via Salmon software and expressed as log(TPM + 1). The white circles represent the mean values. The data were analyzed via the *t* test. ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001. **g** Representative images of immunohistochemical staining of WEE1, p-CDK1 (Y15), and CYCLIN B1 in human liver tissue samples from normal, MASL, and MASH patients. Scale bar, 50 μm. **h** Schematic illustration of how the spatiotemporal lncRNA *Wee1-AS* controls mitochondrial function through the activation of CDK1/CYCLIN B1 (created with BioRender.com)

To assess the significance of human *LNC106435.1* in the pathophysiology of MASLD, we analyzed two public databases (GSE162694 and GSE126848) containing liver transcriptomic profiles from 200 individuals with varying MASLD activity scores. Our analysis revealed that *LNC106435.1* expression was significantly or marginally increased in both mild MASL patients and advanced MASH patients compared with healthy controls (Fig. 8f). A Jonckheere–Terpstra trend test on GSE126848 confirmed a significant monotonic increase from healthy controls to MASH patients (*P* = 0.049), supporting the association of *LNC106435.1* with disease progression.^27^ Additionally, we performed immunohistochemistry to assess WEE1/p-CDK1 (Y15)/CYCLIN B1 expression in liver samples from normal individuals and patients with hepatic steatosis and MASH obtained from the clinic (Supplementary Table 2). As shown in Fig. 8g, WEE1/p-CDK1 (Y15)/CYCLIN B1 protein levels increased progressively with MASLD severity (Fig. 8g). These findings highlight the clinical relevance of *LNC106435.1* in MASLD pathobiology.

## Discussion

Here, we identified a novel lncRNA *Wee1-AS* that coordinates oxidative fatty acid catabolism through dual modal activation of mitochondrial CDK1/CYCLIN B in hepatocytes under excess nutrient supply. This lncRNA provides a regulatory mechanism for the WEE1-CDK1/ CYCLIN B axis that may link mitochondrial function to cell cycle regulation during the progression of MASLD as summarized in Fig. 8h.

Metabolic homeostasis can be established, in part, by the spatial compartmentalization of metabolic pathways, known as liver zonation. The liver lobule can be divided into the periportal (zone 1), midlobular (zone 2), and pericentral regions (zone 3), which exhibit distinct metabolic activities that reflect the functional heterogeneity of hepatocytes along the lobular axis.^28^ During development of MASLD, steatosis and inflammation initially arise in the pericentral region.^29^ The observation that key metabolic players potentially influence on the progression of MASLD, such as peroxisome proliferator-activated receptor and farnesoid X receptor, are predominantly expressed in the pericentral region, underscores the important metabolic role of the pericentral region in the pathological context of MASLD.^29^ The *Wee1-AS* expression level was particularly high in the pericentral region of the liver, suggesting the critical role of *Wee1-AS* in maintaining mitochondrial quality control and oxidative fatty acid catabolism in this region. We observed that the hepatic expression levels of both *Wee1-AS* and its downstream Wee1 were elevated under the pathological conditions of MASLD, which may indicate the presence of a compensatory mechanism in the regulation of these genes under disease conditions. Identification of upstream factors that regulate *Wee1-AS* expression could significantly increase our understanding of nutrient-sensing-shaped zonal mechanisms in normal physiology as well as in the pathogenesis of MASLD.

WEE1 is a kinase that plays a key role in the G2/M cell cycle checkpoint, preventing mitotic entry in response to DNA damage.^30^ Here, we revealed several novel molecular aspects of WEE1 and its regulatory mechanisms. First, we identified a new lncRNA, *Wee1-AS*, that regulates the transcription of the *Wee1* gene by interfering with the formation of a transcription initiation complex through antisense positioning in the *Wee1* gene promoter. To the best of our knowledge, *Wee1-AS* is the first lncRNA that regulates *Wee1* gene expression. We also identified a human homolog of *Wee1-AS, LNC106435.1*, which is transcribed from the antisense strand of the human *Wee1* gene promoter. Second, unexpectedly, the WEE1 protein is present in the mitochondria, probably in the outer membrane. We showed that knockdown of *Wee1* enhances CDK1/CYCLIN B1 activity, which increases mitochondrial function through maintaining mitochondrial redox homeostasis. Thus, the cellular function of WEE1 could extend to the regulation of oxidative fatty acid catabolism beyond the well characterized cell cycle regulation. Third, we observed that adavosertib, a WEE1 inhibitor, enhanced mitochondrial function, probably by blocking WEE1-mediated suppression of CDK1. To date, Adavosertib has been shown to display wide antitumor efficacy among advanced solid tumors.^26^ In this study, we showed for the first time that adavosertib treatment led to the amelioration of MASLD in a mouse disease model. Together, these observations may support WEE1 as a novel target for developing therapeutic strategies to treat patients with MASLD. However, additional studies are needed to further elucidate the metabolic regulatory roles of WEE1 in depth.

The cell cycle is an intricately coordinated process that is crucial for the restoration of adequate liver function after liver injury.^31^ The liver with MASLD is characterized by lipid droplet accumulation within hepatocytes, which is accompanied by both metabolic dysregulation and disturbances in cellular division.^32^ Hepatocytes situated near the central vein display greater proliferative potential than those in the mid-lobular or periportal regions do, which is likely to compensate for the damage frequently occurring in this region.^33^ We found that WEE1 expression increased in HFD-induced MASLD livers. Interestingly, marked nuclear translocation of WEE1 was noted, particularly in hepatocytes residing in the pericentral region as shown in Supplementary Fig. 8. As WEE1 in the nucleus can suppress the CDK1 activity required for the G2/M transition, it implies impaired cell cycle progression in hepatocytes in the pericentral region. When *Wee1-AS* was transduced via the AAV delivery system, WEE1 resided mostly in the cytoplasm and the expression level of CYCLIN B1 increased at this pericentral region, suggesting that the proliferation of hepatocytes, which was halted in the MASLD liver, was reinitiated by the overexpression of *Wee1-AS*. Further studies on the shuttling of WEE1 between mitochondria and the nucleus may uncover the link between the cell cycle and metabolism.

Recently, noncoding RNAs have emerged as unique targets for therapeutic development because of their unique cell- or tissue-specific expression patterns. Moreover, sequence-based nucleic acid therapeutics are advancing rapidly. Thus, the identification and evaluation of lncRNA targets have potential for translation into clinical applications within a reasonable time frame.^34^ Here, we identified *LNC106435.1*, located on chromosome 11:9,569,682-9,573,370, as the human homolog corresponding to *Wee1-AS* in mice. Notably, we demonstrated that the knockdown of *Wee1-AS* or its human homolog, *LNC106435.1*, resulted in impaired mitochondrial function in both mouse and human hepatocytes. Specifically, the regions of mouse *Wee1-AS* and human *LNC106435.1* with 50.59% homology, interact with CYCLIN B1, indicating that the conserved sequences are essential for enhancing mitochondrial function. Thus, the development of therapeutic strategies targeting this conserved sequence appears feasible, potentially offering a novel lncRNA-based therapeutic approach for the treatment of MASLD. In addition, we found that *Wee1-AS* highly expressed in the heart and muscle in which mitochondrial function is essential for normal physiology. Since MASLD induces a vicious interorgan cross-talk between multiple metabolic organs such as muscle and heart, *Wee1-AS* could be a valuable therapeutic target for MASLD treatment. However, several questions still need to be addressed in our study. For example, increase in the level of the Ub protein after *Wee1-AS* was knocked down, as shown in Fig. 5, may suggest that autophagy is one of the mechanisms of action of *Wee1-AS*. Since ubiquitination is a prerequisite for the autophagic degradation of certain proteins and *Wee1-AS* knockdown also leads to the accumulation of the p62/SQSTM1 protein, an adaptor protein of selective autophagy, as shown in Supplementary Fig. 9, the involvement of *Wee1*-AS in autophagy should be investigated. In addition, future research should validate the association between *LNC106435.1* and MASLD in large-scale cohort studies to strengthen the clinical relevance of our findings.

## Materials and methods

### Ethics declarations

All animal experiments were approved by the Seoul National University Institutional Animal Care and Use Committee (permission numbers SNU-220211-1 and SNU-230528-1-3), and conducted according to the committee’s guidelines. The use of human tissue samples was approved by the institutional review board of the Seoul Metropolitan Government Boramae Medical Center (IRB No. 16-2014-86), and informed consent was obtained from all donors.

### Identification of differentially expressed hepatic lncRNAs in the mouse MASLD model

Wild-type male and female C57BL/6 N mice (6–8 weeks old) were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and housed in a specific-pathogen-free room at 22–24 °C and 50–60% humidity with a 12 h light/dark cycle. Both a HFD (D12492) and an LFD (D12450J) (Research Diets, New Brunswick, NJ, USA) were fed to seven-week-old mice for 12 weeks. A group of female mice was ovariectomized one week before the beginning of the specific diet. At the end of the diet, the mice were sacrificed by CO_2_ euthanasia, and the livers were removed. The MASLD phenotypes of these mice were described previously.^23^ The global lncRNA transcriptomes of isolated mouse hepatic RNAs were analyzed using a Mouse V4.0 LncRNA Microarray, which can detect 37,949 lncRNAs and 22,692 mRNAs (Arraystar Inc., Rockville, MD, USA). Quantile log2 normalization for gene expression was conducted, and the fold change between each group was calculated. The expression levels of a total of 20,134 lncRNAs were normalized and converted into fold changes of HFD/low-fat diet (LFD) groups. Among the lncRNAs, 28 lncRNAs were upregulated, and 3 lncRNAs were downregulated by HFD feeding with the following criteria: *p* < 0.05 according to two-way ANOVA considering diet and sex; HFD/LFD fold change >2 for both males and ovariectomized; and HFD/LFD fold change >0.5 and <2 for females. A heatmap was drawn using the expression of 31 selected lncRNAs in each experimental group under hierarchical clustering. The experimental protocols were approved by the Seoul National University Institutional Animal Care and Use Committee (permission number SNU-170523-2), and all experiments were conducted according to the committee’s guidelines.

### AAV virus injection or drug treatment in the MASLD model

The HFD-, western diet-, and CDAA-high-fat/high-fat diet (HFD)-fed mouse models were described previously.^22,24,35^ To assess the function of *Wee1-AS*, an AAV encoding *Wee1-AS*, designated AAV-*Wee1-AS*, was constructed via the pAAV-MCS vector (VPK-410, Cell Biolabs, San Diego, CA, USA) with an AAV9 serotype, which includes the CMV promoter. For hepatocyte-specific expression, *Wee1-AS*, or GFP (as a control), was also constructed under a thyroxine-binding globulin (TBG) promoter and packaged with an AAV8 serotype, designated AAV-TBG-*Wee1-AS* or AAV-TBG-GFP. The AAV particles were assembled in HEK293T cells and purified via iodixanol gradient ultracentrifugation. The processes used to generate AAV-*Wee1-AS* and AAV-TBG-*Wee1-AS* were performed at the Virus Facility of the Korea Institute of Science and Technology (Seoul, South Korea) and Chonnam National University (Gwangju, South Korea), respectively. The mice were fed a LFD or HFD for 18 weeks. After 13 weeks of diet feeding, AAV-GFP or AAV-*Wee1-AS* (1 × 10^11^ genome copies/100 μl) was injected into the retro-orbital sinus. Although AAV9 is not hepatocyte specific, retro-orbital injection results in substantial accumulation in the liver.^36^ To investigate the effects of lncRNAs on hepatic fibrosis, seven-week-old mice were fed a CDAA-HFD (A06071306, Research Diets) or a control diet for seven weeks. After one week of diet feeding, AAV-TBG-GFP or AAV-TBG-*Wee1-AS* (8 × 10^11^ genome copies/100 μl) was injected into the retro-orbital sinus. After 13 weeks of diet feeding, adavosertib (HY-10993, MedChemExpress, Monmouth Junction, NJ, USA), which was suspended in 0.5% methyl cellulose, was administered daily at a dosage of 30 mg/kg/day by oral gavage for 5 weeks. All experiments were performed in a blinded and randomized fashion. At the end of feeding, liver tissues were excised, and small tissue blocks of the left lobe of the liver were fixed in 10% neutral buffered formalin or embedded in a formulation of glycols and resins.

### Analysis of free fatty acids in mouse serum

For the analysis of free fatty acids in mouse serum, 50 μL of mouse serum was mixed with 250 μL of methanol. The mixture was vortexed for 1 min, followed by shaking on the thermomixer at 4 °C for 1 h. Finally, 150 μL of extract was collected from the supernatant after centrifugation (4 °C, 20 min, 17,000 rcf), and a quality control (QC) sample was pooled from 15 μL of each extract. The QC sample was repeatedly injected and used for signal correction within the sequence.^37^ A general lipidomic analysis method was applied following the approach described by Cajka et al. (2016).^38^ A total of 5 μL of sample was injected into a 1290 UHPLC (Agilent) coupled with an Acquity UPLC CSH C18 column (100 × 2.1 mm, 1.7 μm) and a VanGuard precolumn (5 × 2.1 mm, 1.7 μm) (Waters, MA, USA). Data were acquired in scan mode via an Agilent Q-TOF 6530 mass spectrometer (MS). The acquired LC‒MS data were processed via MS-DIAL version 4.80 and statistically analyzed via MetaboAnalyst 6.0.^39,40^ Free fatty acid annotation was performed by comparing the m/z and retention times with those of fatty acid standards, as well as by referencing an in-house library. Statistical models were constructed via median normalization, log10 transformation, and Pareto scaling.

### Cell culture

Primary mouse hepatocytes were isolated from 8–10-week-old male C57BL/6 N mice as described previously.^41^ After perfusion, the cells were suspended in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). Hepatic stellate cells (HSCs), liver sinusoidal endothelial cells (LSECs), and Kupffer cells were isolated from the nonparenchymal supernatant via a discontinuous Percoll gradient (52/50/30%; GE Healthcare, Waukesha, WI) and centrifuged at 2200 rpm. The top layer enriched with HSCs was collected. LSECs were isolated from the intermediate layer containing LSECs and Kupffer cells via magnetic-activated cell sorting with CD146 microbeads (#130-092-007; Miltenyi Biotech, Bergisch Gladbach, Germany) according to the manufacturer’s instructions. The remaining unbound fraction was collected as Kupffer cells. The purity of the isolated liver cell lines was validated by analyzing the expression of representative genes normalized to that of 18S rRNA (Supplementary Fig. 1). AML12 cells were obtained from the American Type Culture Collection and cultured in DMEM/F-12 medium supplemented with insulin–transferrin–selenium (Thermo Fisher Scientific, Waltham, MA, USA) and dexamethasone. Human primary hepatocytes (CHL-01, HLB, Sejong, South Korea) were cultured in DMEM/high-glucose medium supplemented with 10% FBS. Transient transfection of antisense oligonucleotides (ASOs) was performed via Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. Briefly, primary hepatocytes were seeded into culture plates. After 4 h, ASO-*Wee1-AS* (50 pmol) was transfected into the cells via Lipofectamine 2000 (Invitrogen). Following an additional 4 h of incubation, the medium was replaced with fresh medium containing 10% FBS, and the cells were incubated for 36 h. The ASO targeting *Wee1-AS*, ASO-*Wee1-AS*, was synthesized by Qiagen (Hilden, Germany) (Supplementary Table 4).

### scRNA sequencing, RNA sequencing, GEO database analysis

Mouse liver single-cell RNA sequencing (scRNA-seq) data were obtained from the NCBI Gene Expression Omnibus (GEO) under accession GSE156057, with a focus on the 24-week group with matched Cd45+ and Cd45- populations under LFD- and WD-fed conditions.^42^ Raw reads were retrieved via the SRA Toolkit v2.11.3 and processed via Cell Ranger v8.0.1 to generate a cell-count matrix via GENCODE release M23 (GRCm38.p6 genome assembly) as the reference annotation. *Wee1-AS* transcript information was incorporated into the reference for quantification. Low-quality cells were excluded from the cell-count matrix by applying quality control filters.^43^ Downstream analysis was performed via Seurat v5.0.3, with batch effects corrected via the FindIntegrationAnchors function.^44^ Dimensionality reduction was conducted via principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) on variable genes. Cell types were identified on the basis of Liver Cell Atlas (livercellatlas.org) annotations.^42^

For global RNA sequencing, a cDNA library was independently prepared with poly-A-containing mRNA molecules with reverse transcriptase, DNA Polymerase I, RNase H, and dUTP. After the products were purified and enriched via PCR to create the final cDNA library, the final cDNA libraries were quantified and qualified. Indexed libraries were then submitted to Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and paired-end (2 × 100 bp) sequencing was performed by Macrogen Inc. (Seoul, South Korea).

Human liver bulk RNA-seq datasets from NCBI GEO were analyzed: GSE126848 and GSE162694.^45,46^ Transcript-level quantification was performed on adaptor-trimmed FASTQ reads via Salmon v1.10.1 in quasimapping mode, with a custom reference index built from GENCODE release 44 (GRCh38.p14) and the LNC106435.1 transcript. Transcript abundance was normalized to transcripts per million (TPM) and aggregated via the tximport R package v1.32.0. To mitigate batch effects across samples, we used reciprocal principal component analysis-based integration. In brief, 1000 variable features were selected per sample via the default parameters of the *SelectIntegrationFeatures* function. Integration anchors were then computed via the *FindIntegrationAnchors* function with the top 20 principal components and k.anchor = 5. Both the Cd45+ and Cd45- cell populations under LFD conditions were used as reference samples for alignment. The datasets were then aligned via *IntegrateData*, and dimensionality reduction was performed on the integrated data via principal component analysis and uniform manifold approximation and projection.

### RACE and fluorescence in situ hybridization

The 5′ and 3′ RACE-ready cDNAs for *Wee1-AS* were amplified via a GeneRacer^TM^ Kit (L1502-01, Invitrogen). RACE and nested RACE PCRs were performed with Biotechnology i-StarTaq^TM^ DNA Polymerase (iNtRON Biotechnology, Seongnam, South Korea). The resulting RACE PCR products were subsequently cloned via the TOPO TA cloning kit (Invitrogen) and sequenced. For RACE of *LNC106435.1*, the SMARTer RACE 5′/3′ Kit (Takara Bio, Otsu, Japan) was used. RACE and nested RACE PCRs were performed with SeqAmp DNA Polymerase (638504, Takara Bio).

For FISH, frozen liver sections were fixed and dehydrated by ethanol according to the manufacturer’s protocol for the RNAscope^TM^ Multiplex Fluorescent Reagent Kit v2 (ACD Bio, Newark, CA, USA). After peroxidation, the sections were treated with protease IV for 30 min, after which the *Wee1-AS* probe or control probe was hybridized with the sections. After sequential amplification of fluorescence, the sections were mounted and examined via a confocal microscope. The specificity of the FISH results was validated by the disappearance of the FISH signal after *Wee1-AS* was knocked down in hepatocytes. In addition, positive control (*Polr2a*) and negative control (*dapB*) data are shown (Supplementary Fig. 10).

### Subcellular fractionation

For subcellular fractionation, primary hepatocytes were suspended in buffer containing 0.15% NP-40, 10 mM Tris-HCl (pH 7.0), and 150 mM NaCl. After adding 25% sucrose slowly, the mixture was centrifuged, and the supernatant was saved as the cytoplasmic fraction. The precipitated nuclear pellet was washed and resuspended in 50% glycerol buffer. After the nuclei were lysed in buffer containing 1% NP-40 and 1 M urea and centrifuged, the supernatant was collected as the nucleoplasm fraction. The remaining chromatin pellet was washed with cold PBS and saved as the chromatin fraction. Easy blue (iNtRON Biotechnology, Seongnam, South Korea) was added to each fraction to extract RNA.

Mitochondria were isolated from primary hepatocytes via a mitochondria isolation kit (89874; Thermo Scientific, Waltham, MA, USA). A proteinase K protection assay was performed to examine the submitochondrial distribution of proteins. Isolated mitochondria were suspended in TD buffer (10 mM HEPES, pH 8.0; 250 mM sucrose; 0.5 mM EGTA) and incubated with proteinase K at RT. The digestion was terminated by the addition of PMSF, and the remaining proteins were analyzed by SDS‒PAGE/western blotting.

### Quantitative real-time PCR (qRT‒PCR) and RNA pull-down assay

The mRNA expression of genes was determined by qRT‒PCR via an ABI StepOnePlus^TM^ Real-time PCR system (Applied Biosystems, Foster City, CA, USA) with specific primers (Supplementary Table 2). Relative mRNA expression was calculated relative to that of the controls via the 2^–ΔΔCT^ method.^41^ For the RNA pull-down assay, *Wee1-AS* and its antisense strand were synthesized in vitro via the MEGAscript T7/SP6 Transcription Kit (Invitrogen) and biotinylated with a Biotin RNA Labeling mix (Roche, Basel, Switzerland). After purification and proper folding, 15 pmol of folded RNA was added to the precleared liver tissue lysates and pulled down with streptavidin-conjugated agarose beads. The resulting pulled-down proteins were subjected to gel electrophoresis and visualized through silver staining. Differentially expressed protein bands were cut and analyzed via mass spectrometry.

### Western blotting, immunohistochemistry, immunofluorescence, and chromatin immunoprecipitation (ChIP)‒qPCR

Western blotting was performed as previously described using specific antibodies.^47^ The intensity of the protein bands was quantified via ImageJ software. For immunohistochemistry, 10 μm sections of paraffin-embedded tissue were stained with specific antibodies. Stained tissues were examined via an automated multimodal tissue analysis system. For immunofluorescence, primary hepatocytes were fixed with ice-cold methanol and stained with specific antibodies as previously described.^35^ The stained samples were then examined via a confocal microscope. The ChIP‒qPCR assay was conducted as described previously with specific antibodies.^48^ The immunoprecipitated genome region was amplified via the SYBR Green Master mix (Applied Biosystems, Foster City, CA, USA) with specific primers (Supplementary Table 2). The data were normalized to the input and analyzed relative to the nonspecific IgG control.

### Assessment of mitochondrial function, the oxygen consumption rate, and lipid accumulation

For SDH staining, sections of frozen liver tissues or primary hepatocytes were incubated in 50 mM sodium phosphate-buffered solution (pH 7.6) containing 50 mM sodium succinate and 0.6 mM nitrotetrazolium blue chloride at 37 °C. After 30 min, the samples were washed and examined via an automated multimodal tissue analysis system (Vectra 3, PerkinElmer, Waltham, MA, USA). To determine the mitochondrial mass, primary hepatocytes were stained with a MitoTracker Green FM probe (Invitrogen). To assess mitochondrial function, hepatocytes were stained with MitoTracker Red CMXRos (Invitrogen), or the cells were stained with tetramethylrhodamine methyl and ethyl esters (TMRM) to assess the mitochondrial membrane potential. Mitochondrial superoxide production was evaluated via the use of MitoSOX dye (Invitrogen). The stained samples were examined via a confocal microscope. Electron microscopy was performed as previously described.^48^ Briefly, whole liver samples were fixed with osmium tetroxide, followed by en bloc staining with 0.5% uranyl acetate. The samples were then dehydrated using ethanol, embedded in Spurr’s resin, and incubated at 70 °C for polymerization of the resin. Ultrathin sections were cut via an ultramicrotome and examined via transmission electron microscopy (JEOL, Tokyo, Japan).

The oxygen consumption rate (OCR) was measured by using an XF96e Extracellular Flux analyzer (Agilent Technologies). Mouse primary hepatocytes (5 × 10^3^ cells per well) were directly plated in poly-D-lysine-coated XF96 cell culture plates, and ASO-*Wee1-AS* was transfected after 4 h. The next day, palmitic acid (10 μM) and adavosertib were added for 18 h and 24 h, respectively. Two days after seeding, the growth medium in the wells was replaced with XF running medium (XF DMEM supplemented with 4.5 g/L glucose, 1 mM sodium pyruvate, and 4 mM L-glutamine), and the plate was transferred to a 37 °C CO_2_-free incubator for 1 h. For the OCR measurement, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP, an inducer of maximal respiration; 0.5 μM) and rotenone/antimycin A (0.5 μM) were added, and 3 baseline measurements were taken prior to the addition of any compound, and 3 response measurements were taken after the addition of each compound.

To determine lipid accumulation, primary hepatocytes were fixed with 4% formaldehyde solution and stained with 5 μM BODIPY (D3922; Thermo Fisher Scientific) at room temperature for 30 min. Stained hepatocytes were examined via a confocal microscope.

### Human MASLD liver tissue analysis

Liver tissue samples from normal, metabolic dysfunction-associated steatotic liver (MASL), and MASH patients were obtained from the Seoul Metropolitan Government Boramae Medical Center (Seoul, Korea). Details of the patient cohorts are described in Supplementary Table 2. The samples were sectioned, and immunohistochemistry was performed.

### Statistical analysis

The number of samples is indicated in the figure legends, and three or four independent biological experimental replicates were conducted. All analyses were performed with GraphPad Prism software (GraphPad Software, San Diego, CA, USA). Statistical analyses between two groups were conducted via the nonparametric Mann–Whitney *U* test (two-tailed). When the experiments included more than two groups, differences between groups were analyzed via one-way ANOVA. Two-way ANOVA was used to compare the means of two independent variables or factors from two or more populations. The data are presented as the means ± SDs. Statistical significance was set at *P* < 0.05.

## Supplementary information

Supplementary_Materials

Uncropped western blots

## Data Availability

The raw RNA sequencing data used in the present study have been submitted to the Gene Expression Omnibus (GEO) and can be found under the accession number GSE289618 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289618).

# Supplementary material for: LncRNA Wee1-AS coordinates oxidative fatty acid metabolism through the activation of mitochondrial CDK1/CYCLIN B1
**Source:** Signal Transduct Target Ther. 2026 Jan 10;11:13. doi: 10.1038/s41392-025-02558-4
**Supplement:** Supplementary file 1 — Supplementary_Materials

Supplementary Materials for

LncRNA *Wee1-AS* coordinates oxidative fatty acid metabolism through the activation of mitochondrial CDK1/CYCLIN B1

Hyeon-Ji Kim^#^, Cheolhee Jeong^#^, Sang-Heon Lee, Seungchan An, Gyu Hwan Hyun, Ga Young Lim, Ju-Yeon Kim, Junhyeong Lee, Min-Jung Park, Sung Won Kwon, Won Kim, Minsoo Noh, Yong-Hyun Han, and Mi-Ock Lee

**This PDF file includes:**

Materials and Methods

Figures. S1 to S10

Tables S1 to S4

**Other Supplementary Materials for this manuscript include the following:**

Uncropped western blots

Materials and Methods

Measurement of half-life of *Wee1-AS* in primary mouse hepatocytes

To evaluate the stability of *Wee1-AS*, primary mouse hepatocytes were treated with actinomycin D (1 µg/mL; A9415, Sigma-Aldrich) to inhibit *de novo* transcription. Cells were harvested at the indicated time points (0, 1, 2, 4, 8, and 18 h) after actinomycin D treatment. The relative abundance of *Wee1-AS* transcripts at each time point was quantified by qRT–PCR and was expressed as a percentage of the value at 0 h. The decay curve was fitted using a one-phase exponential decay model in GraphPad Prism to determine the half-life of the transcript.

Knockdown of Wee1 in the mouse MASLD model

To assess the function of Wee1, a liver-specific AAV vector expressing short hairpin RNA (shRNA) targeting *Wee1* was generated. Two different target sequences were incorporated into a single pAAV-dual miR30-shRNA construct under the control of the hepatocyte-specific thyroxine-binding globulin (TBG). A scramble control containing two different non-targeting sequences was constructed using the same vector (Supplementary Table 4). Both constructs were designed to co-express EGFP independently and were packaged into AAV8 serotype capsids, yielding AAV-TBG-shWee1 or AAV-TBG-shScramble, respectively. The AAV particles were assembled in HEK293T and purified using iodixanol gradient ultracentrifugation. Seven-week-old mice were injected *via* the retro-orbital sinus with either AAV-TBG-shScramble or AAV-TBG-shWee1 (8 x 10^11^ genome copies/100 μl). After two weeks of virus injection, mice were fed with CDAA-HFD (A06071306, Research Diets) or control diet for four weeks. All experiments were performed in a blinded and randomized fashion. The experimental protocols were approved by the Seoul National University Institutional Animal Care and Use Committee (permission number SNU-220211-1 and SNU-250527-2) and all experiments were conducted according to the committee’s guidelines.

Figure. S1.

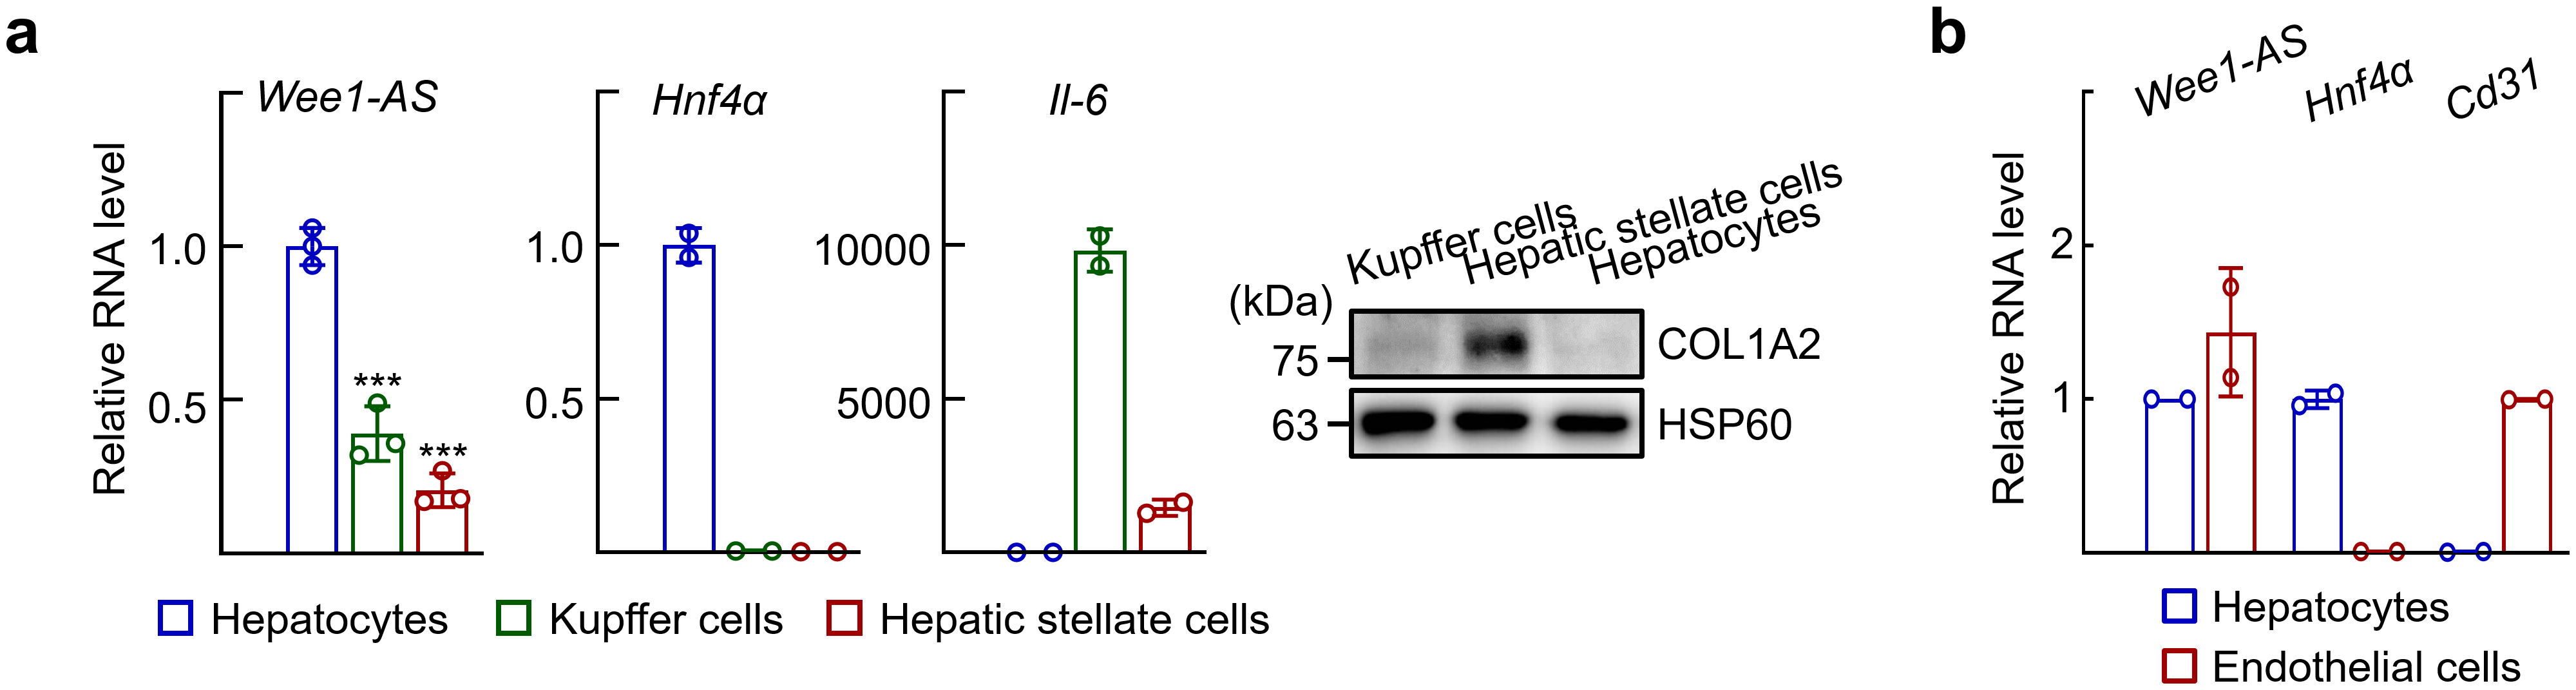

**Supplementary Fig. 1: *Wee1-AS* expression in hepatocytes, Kupffer cells, hepatic stellate cells, and liver sinusoidal endothelial cells.**

**a,** The relative RNA levels of *Wee1-AS* and representative markers of hepatocytes and Kupffer cells were measured across three distinct cell populations in liver. The expression of COL1A2 protein (hepatic stellate cell marker) was analyzed via western blotting across three distinct cell populations in liver. The values are represented the means ± SDs (n=3). The data were analyzed via one-way ANOVA. ^***^*P* < 0.001 *vs* Hepatocytes.

**b,** The relative RNA levels of *Wee1-AS*, *Hnf4a* (hepatocyte marker), and *Cd31* (endothelial cell marker) were measured via qRT-PCR in hepatocytes and liver sinusoidal endothelial cells.

Figure. S2.

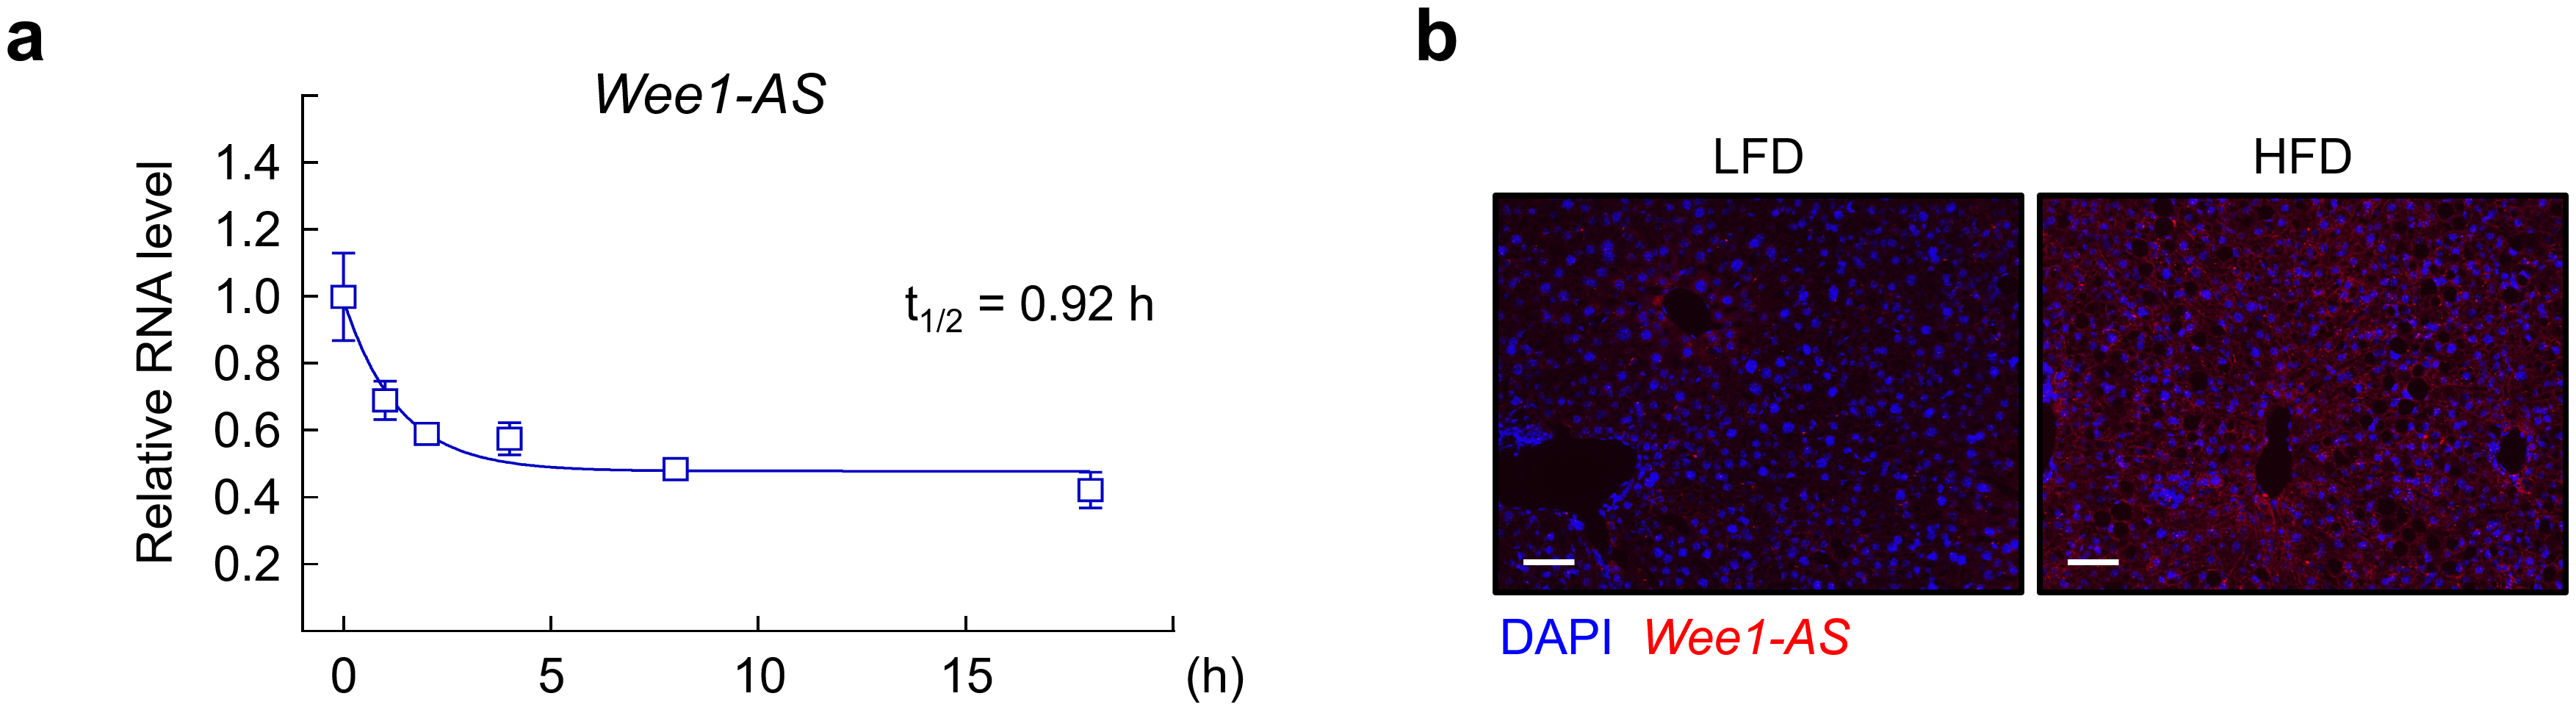

**Supplementary Fig. 2: Half -life of *Wee1-AS* in primary mouse hepatocytes and FISH signals of *Wee1-AS* in the liver tissues of LFD or HFD-fed mice.**

**a,** Primary mouse hepatocytes were treated with actinomycin D (1 µg/mL) to block *de novo* transcription and *Wee1-AS* levels were measured by qRT–PCR at the indicated times (0, 1, 2, 4, 8, 18 h). The decay curve was fitted to a one-phase exponential model in GraphPad Prism, yielding a half-life of approximately 0.92 h. The values are represented the means ± SDs (n=4).

**b,** Fluorescence in situ hybridization (FISH) analysis was performed in liver tissues from mice fed a low-fat diet (LFD) or high-fat diet (HFD). Scale bar, 50 μm.

Figure. S3.

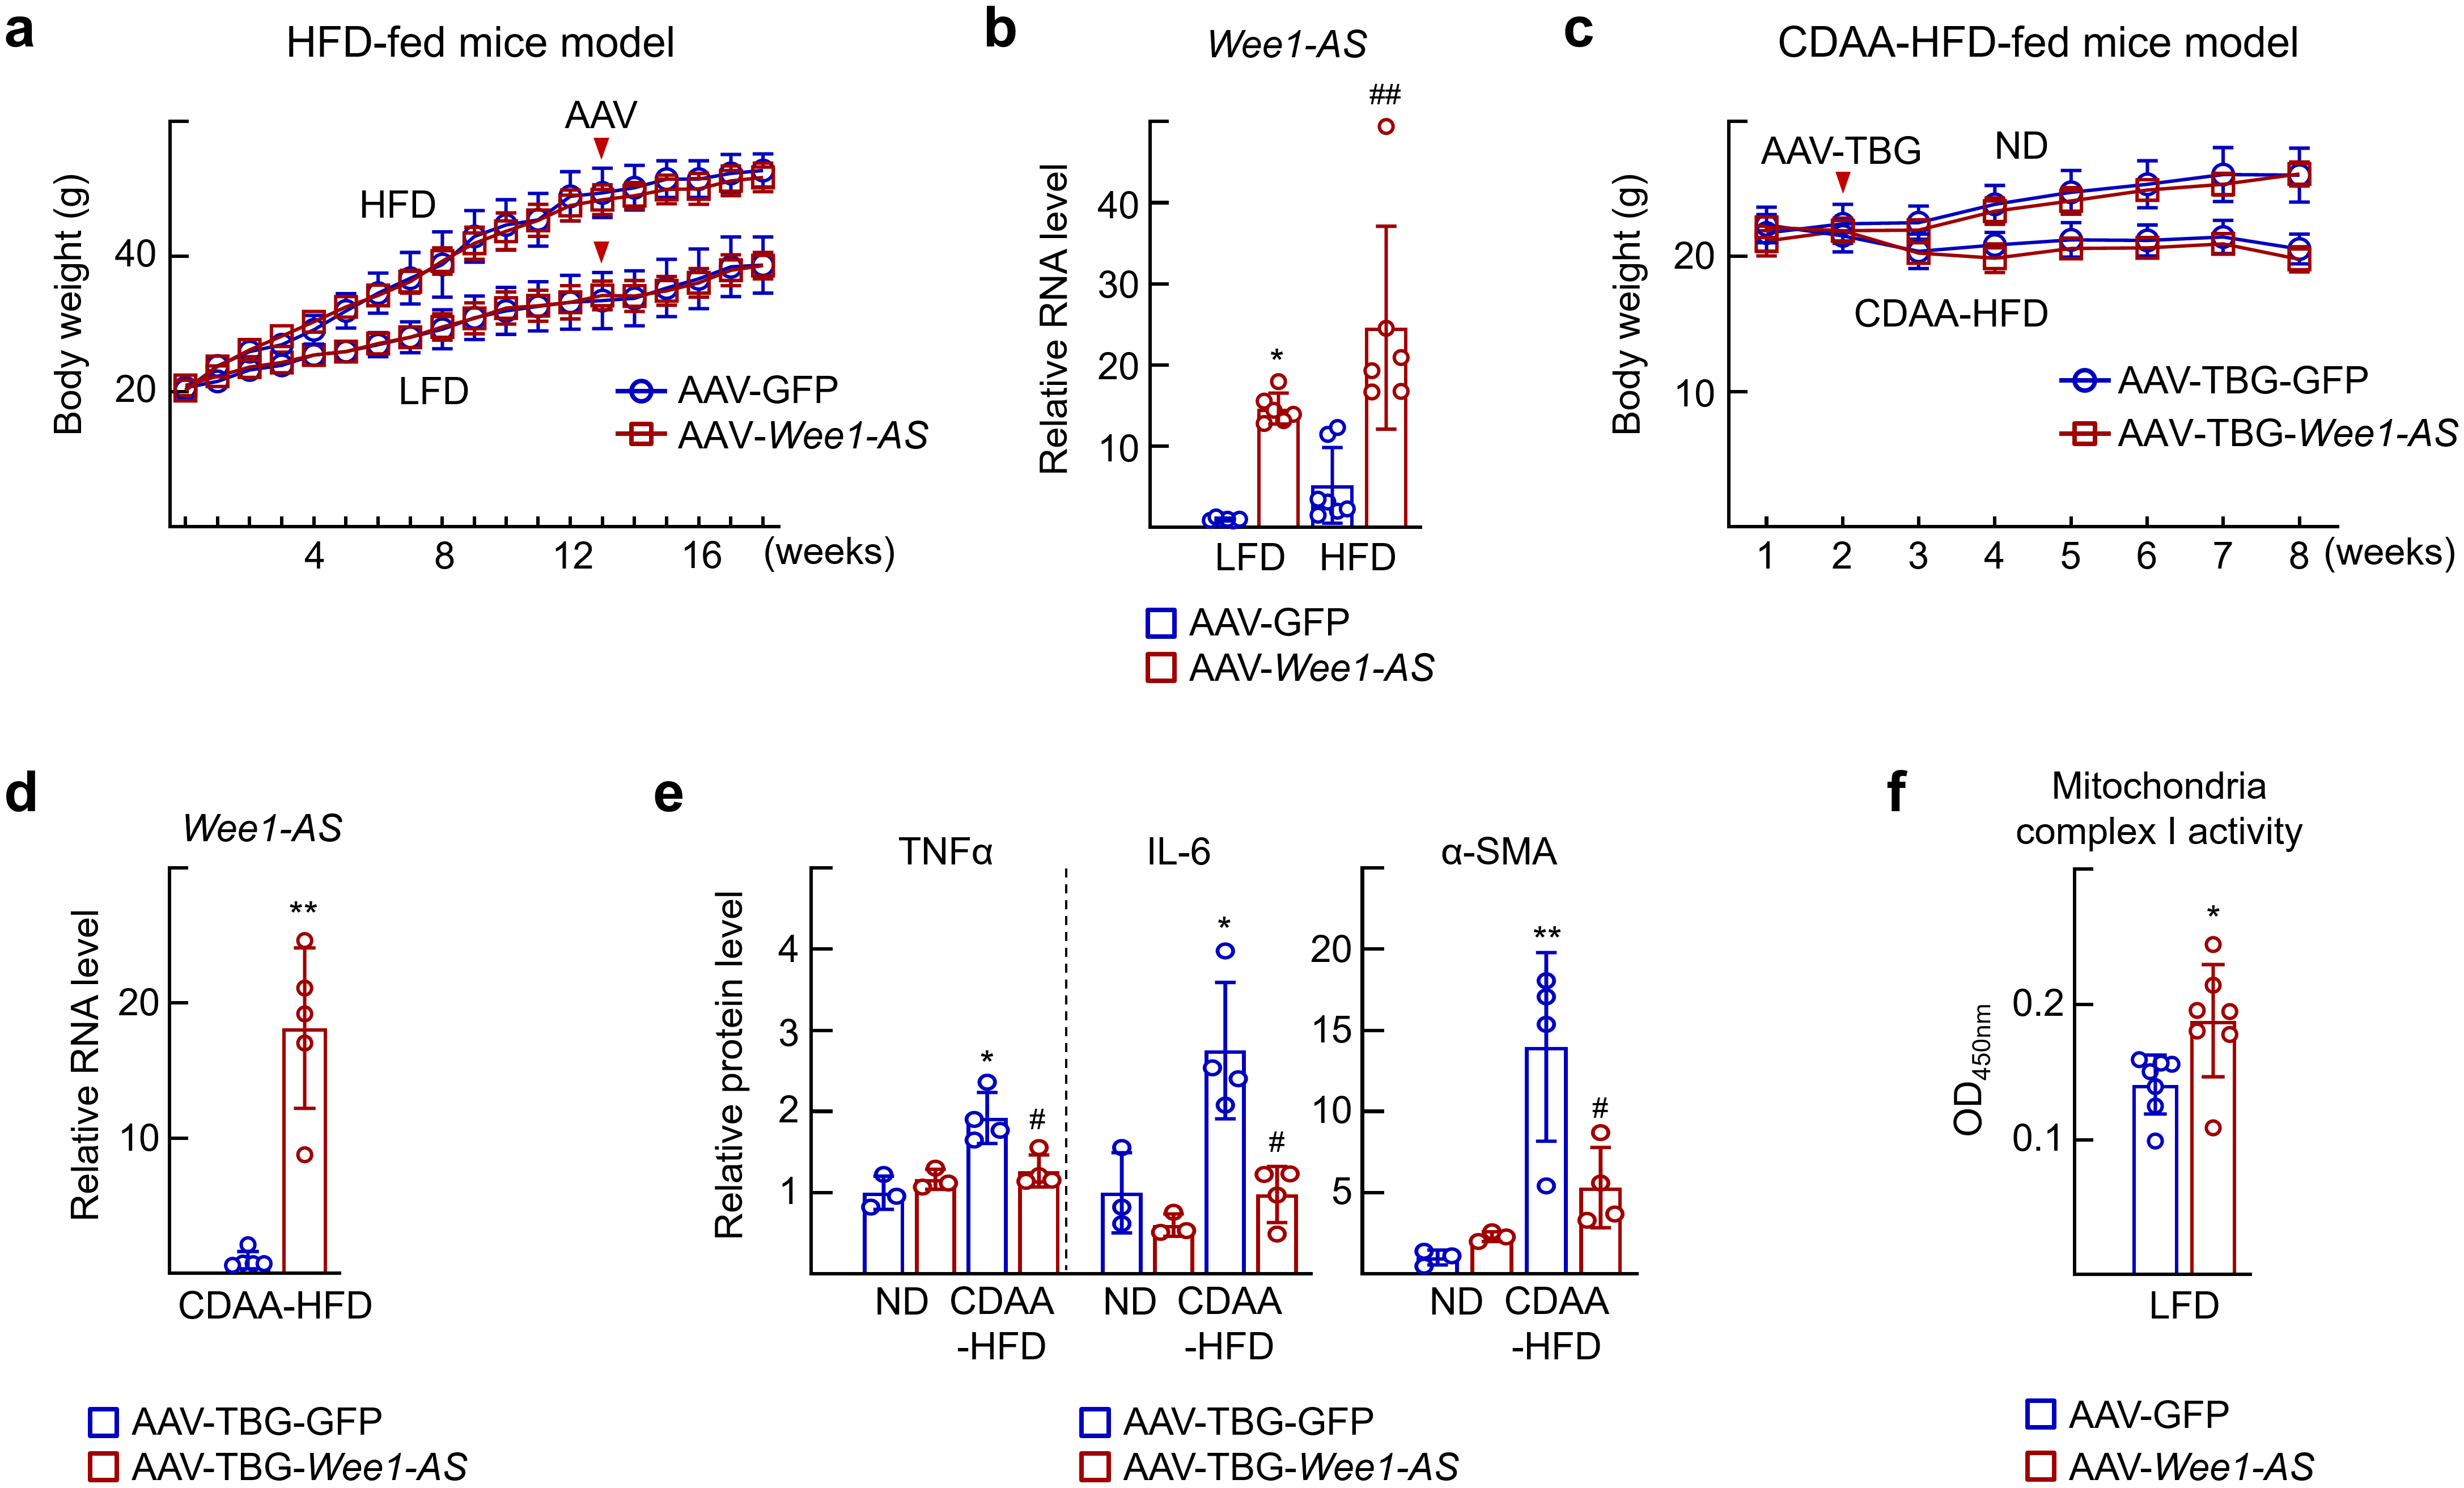

**Supplementary Fig. 3: AAV-*Wee1-AS* and AAV-TBG-*Wee1-AS* transduction in HFD- and CDAA-HFD-fed mice models.**

**a,** Body weight change curve of seven-week-old C57BL/6 N mice fed with either low-fat diet (LFD) or high-fat diet (HFD) for 18 weeks. At 13 weeks, AAV-*Wee1-AS* was transfused retro-orbitally.

**b,** Relative RNA levels of *Wee1-AS* in LFD- and HFD-fed mice following AAV-GFP or AAV-*Wee1-AS* infusion, measured via qPCR. The values are represented the means ± SDs (n=6-7). The data were analyzed via two-way ANOVA. ^*^*P* < 0.05 *vs* LFD with AAV-GFP; ^##^*P* < 0.01 *vs* HFD with AAV-GFP.

**c,** Body weight change curve of seven-week-old C57BL/6 N mice fed with either normal diet (ND) or choline-deficient, L-amino acid-defined high-fat diet (CDAA-HFD) for 7 weeks. At 1 week, AAV-TBG-*Wee1-AS* was transfused retro-orbitally.

**d,** Relative RNA levels of *Wee1-AS* in CDAA-HFD-fed mice following AAV-TBG-GFP or AAV-TBG-*Wee1-AS* infusion, measured via qPCR. The values are represented the means ± SDs (n=5). ^**^*P* < 0.05 *vs* CDAA-HFD with AAV-TBG-GFP.

**e,** Expression of TNFα, IL-6, and α-SMA in liver tissues was analyzed via western blotting. The values are represented the means ± SDs (n=3-4). ^*^*P* < 0.05 and ^**^*P* < 0.01 *vs* ND with AAV-TBG-GFP; ^#^*P* < 0.05 *vs* CDAA-HFD with AAV-TBG-GFP.

**f,** Activities of mitochondrial complex I in liver tissues from LFD-fed mice shown in Fig. 2a were measured via spectrophotometry based on the rates of NADH oxidation. The values are represented the means ± SDs (n=7). The data were analyzed via two-way ANOVA. ^*^*P* < 0.05 *vs* LFD with AAV-GFP.

Figure. S4.

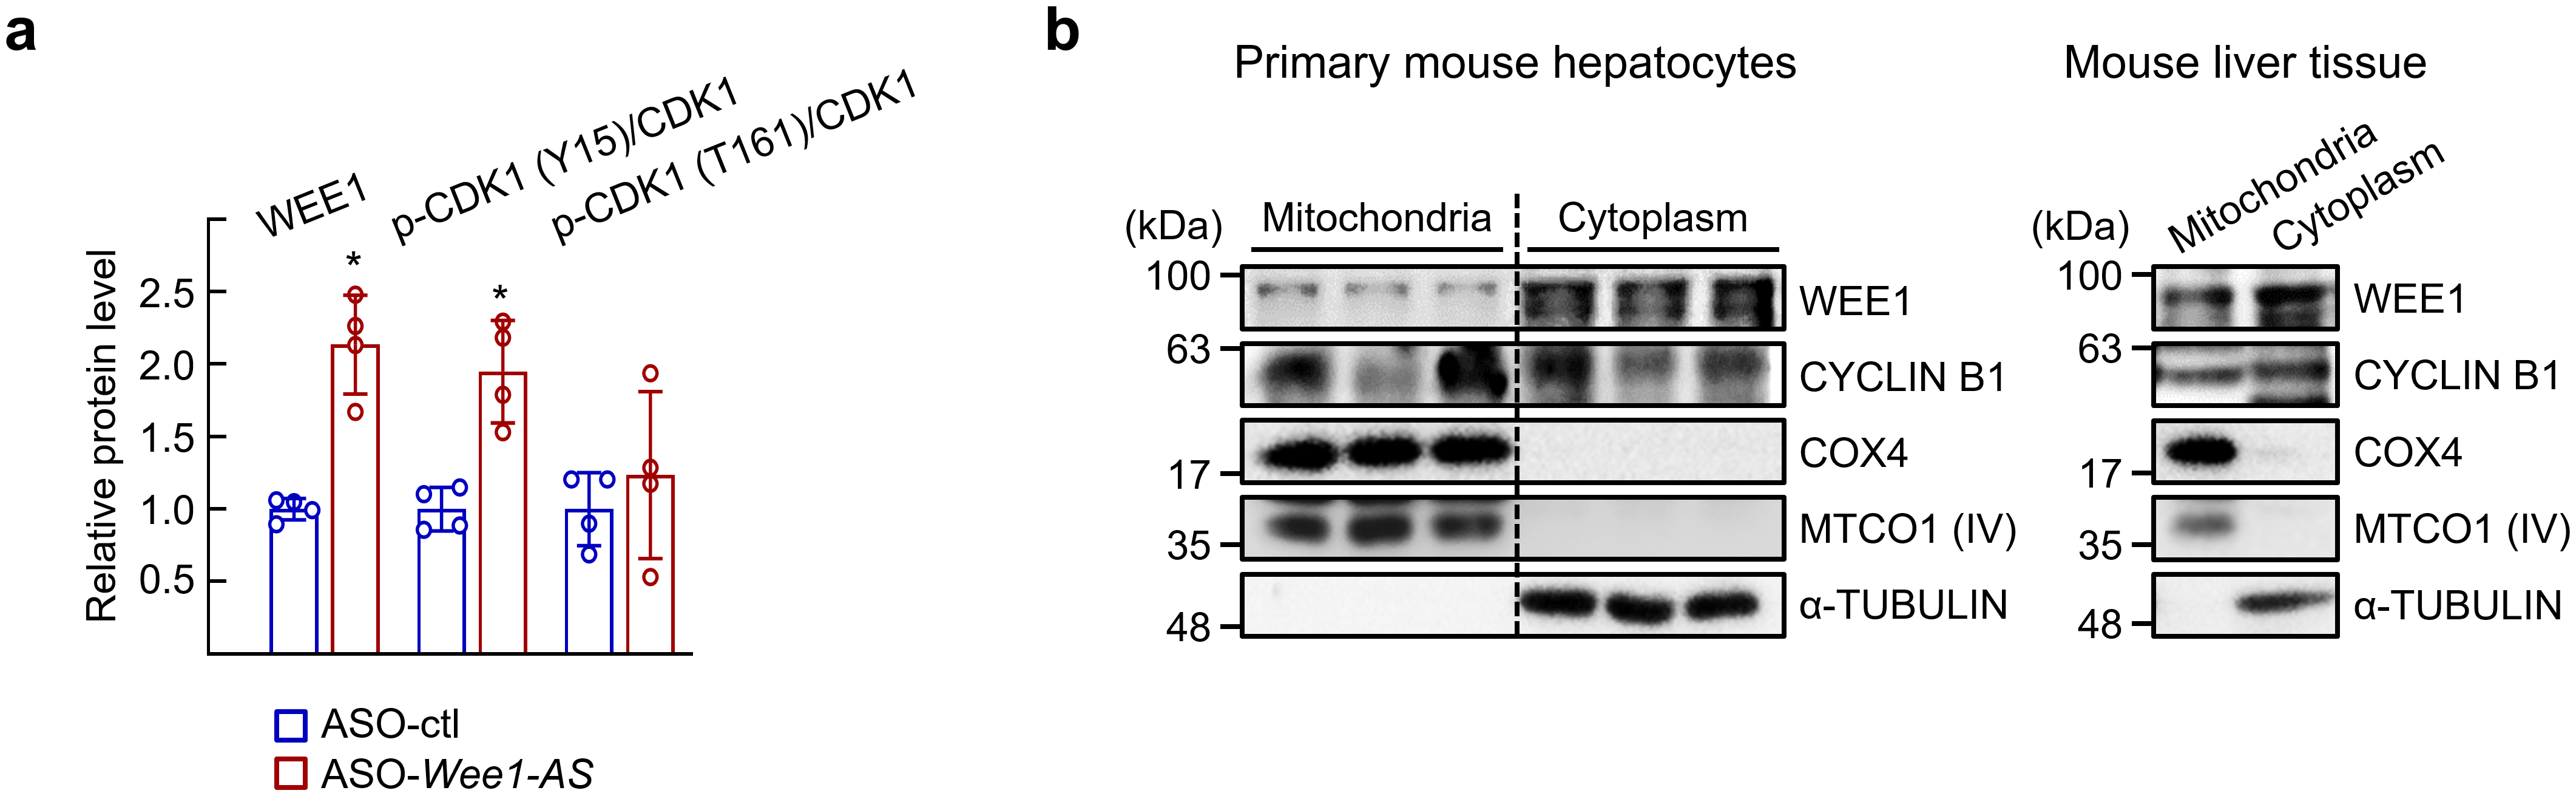

**Supplementary Fig. 4: Analysis of WEE1/p-CDK1 expression and validation of subcellular fractionation.**

**a,** Expression of the indicated proteins was analyzed via western blotting. Intensity of each protein band was quantified via ImageJ and normalized to that of β-ACTIN or CDK1. ^*^*P* < 0.05 *vs* ASO-control (ctl).

**b,** Subcellular fractionation of primary mouse hepatocytes (left) and liver tissues (right) was performed and was validated via western blot analysis, showing efficient separation of mitochondrial (COX4 and MTCO1) and cytoplasmic (α-TUBULIN) markers.

Figure. S5.

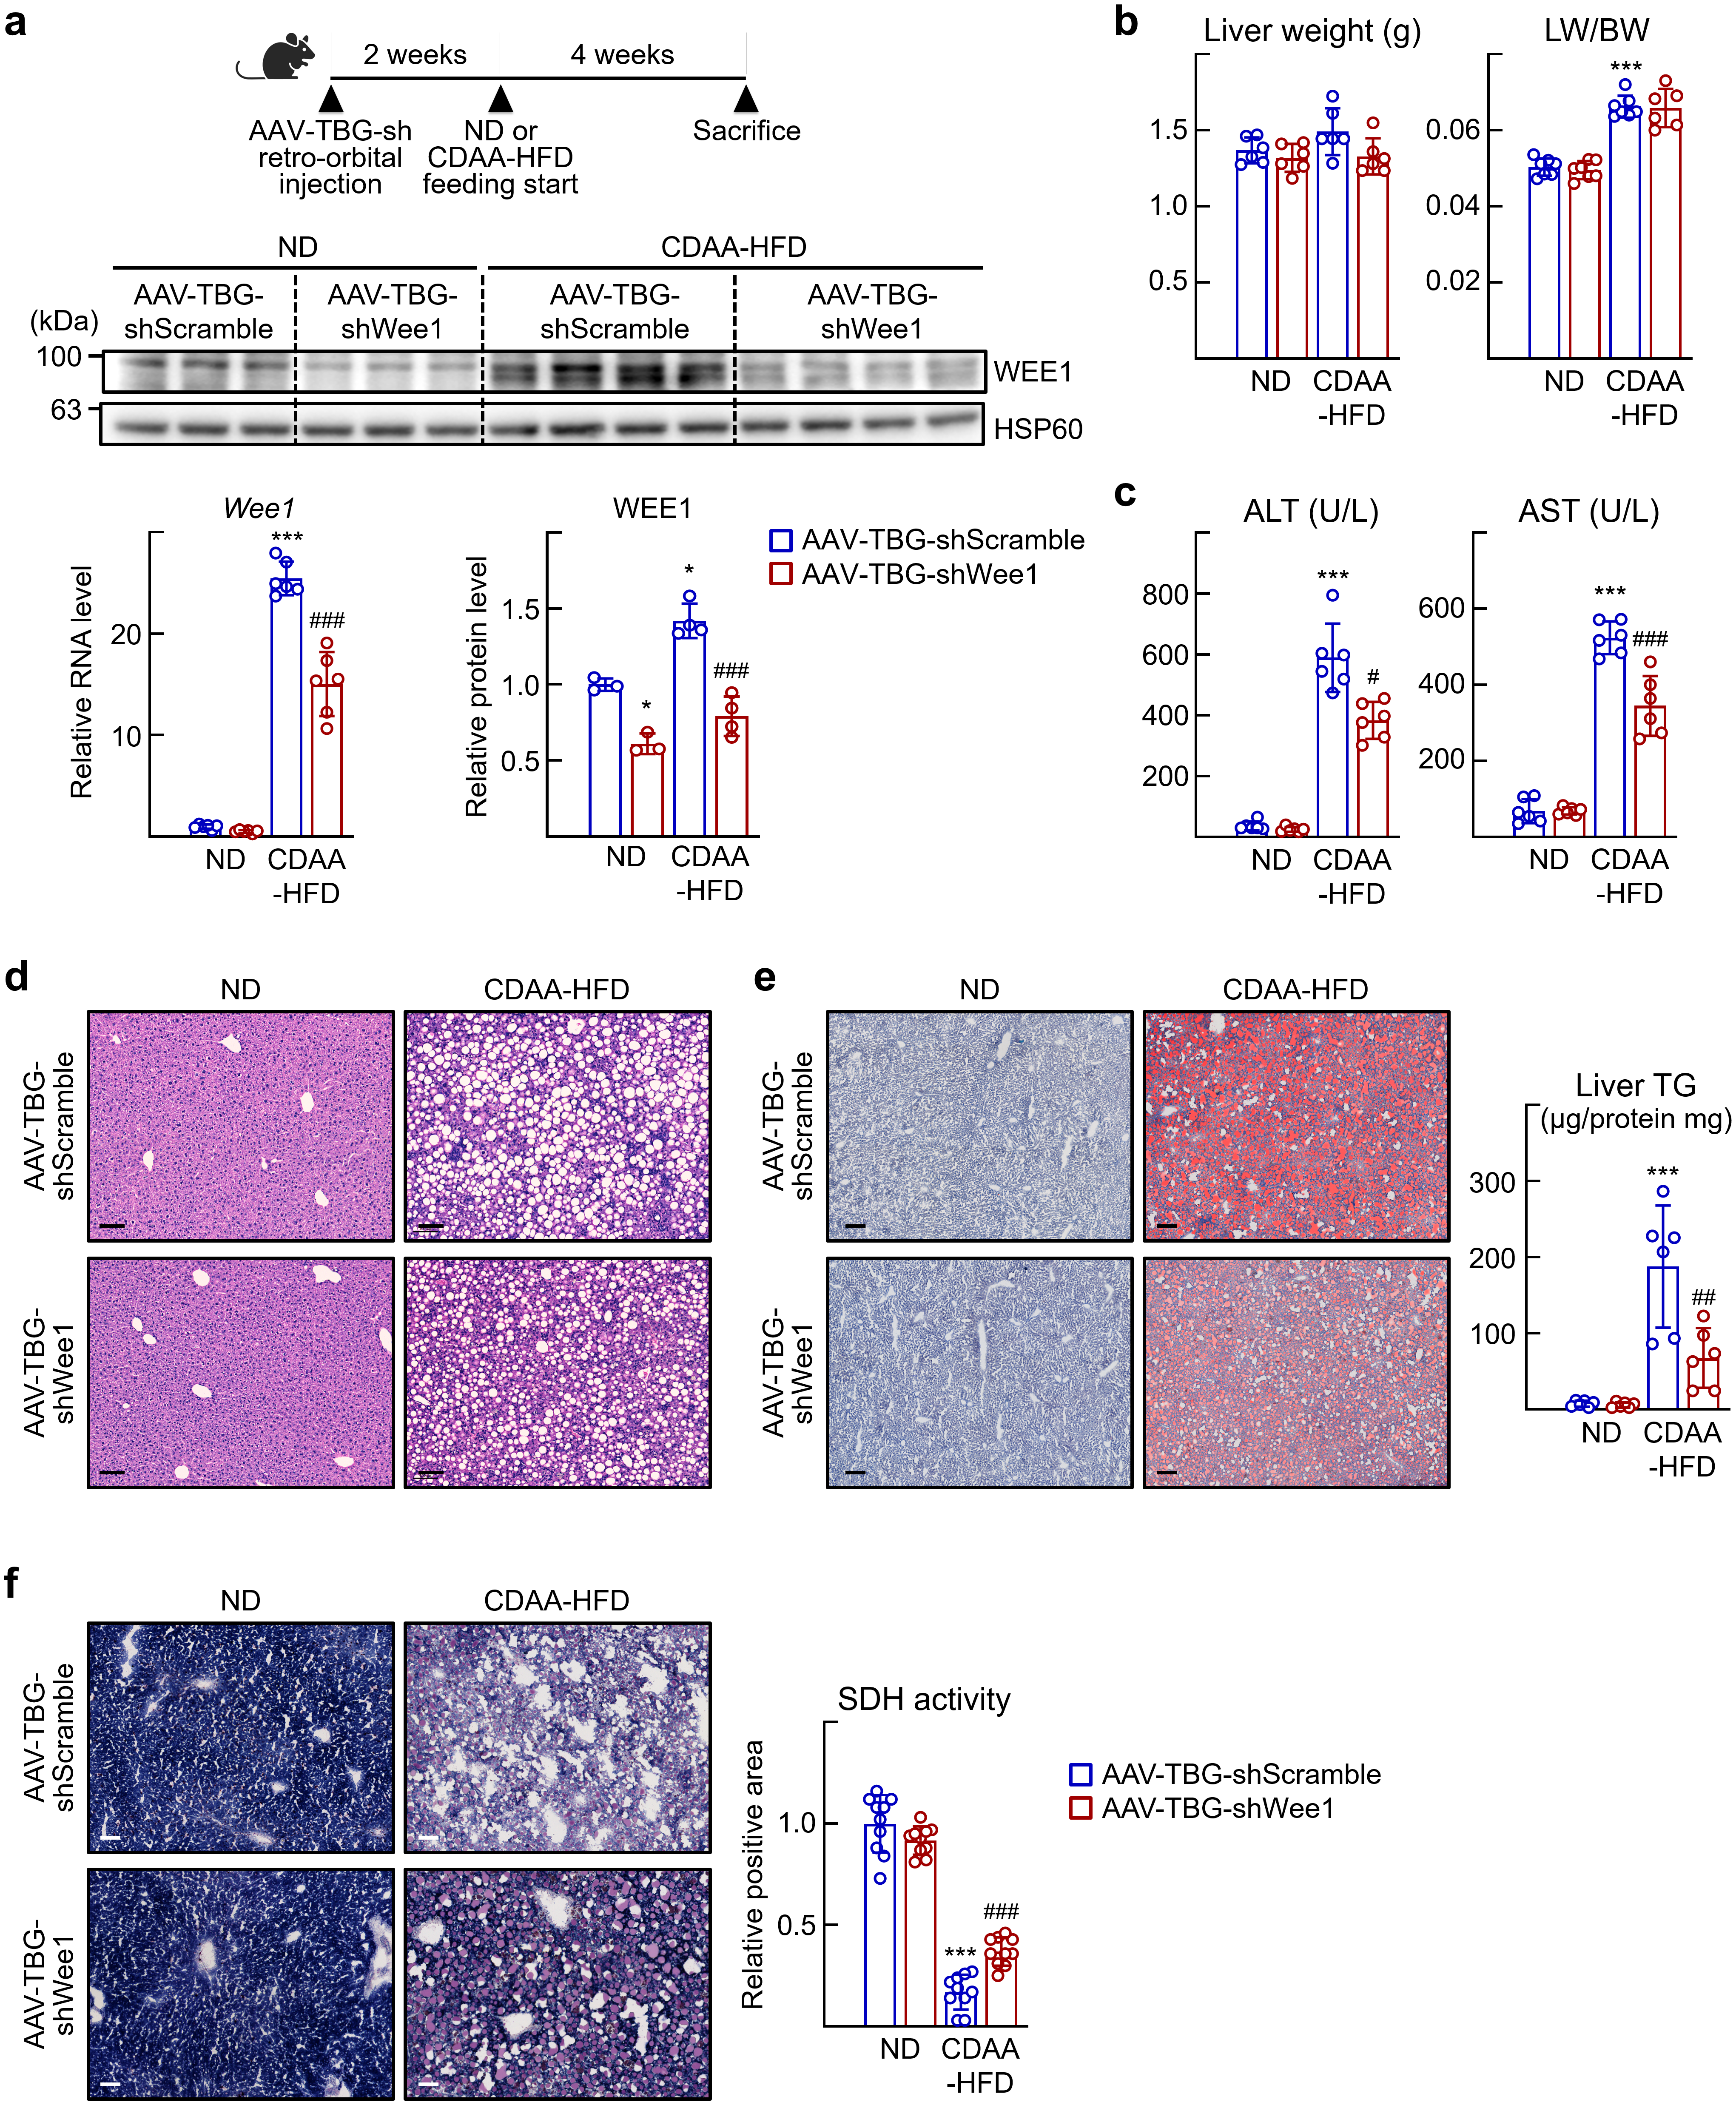

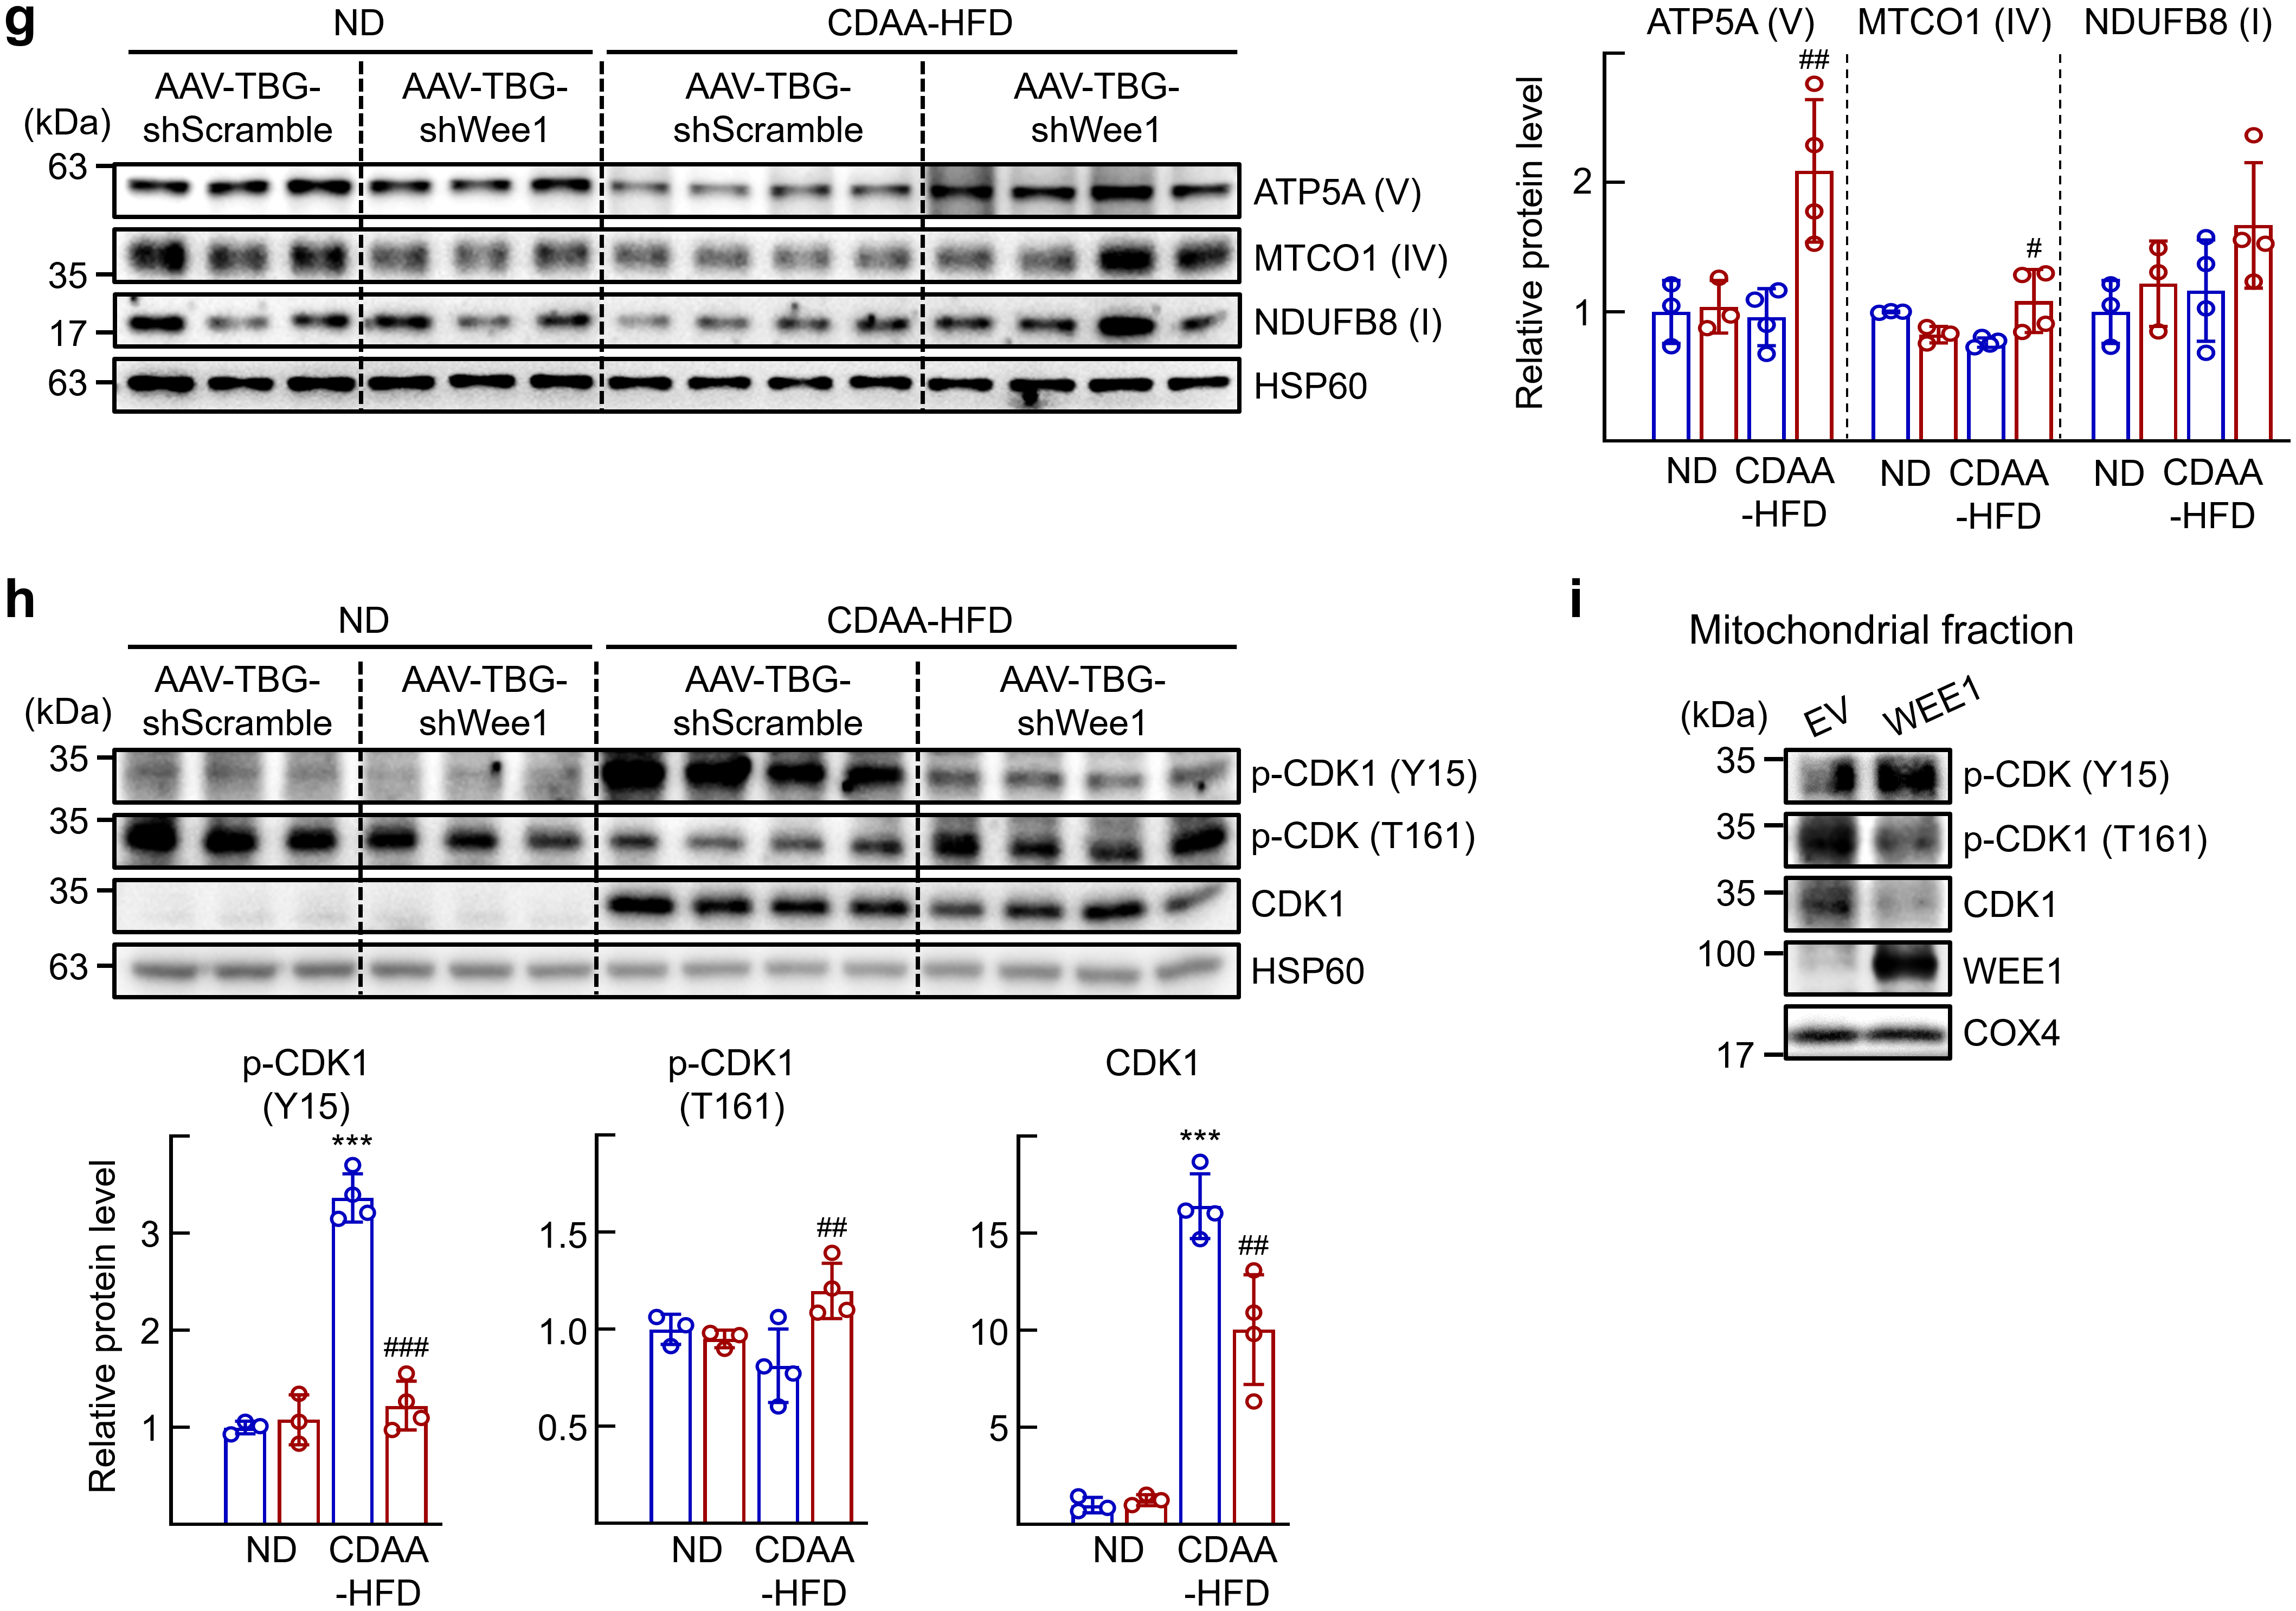

**Supplementary Fig. 5: Knockdown of *Wee1* improves symptoms of MASLD in the CDAA-HFD-fed mice.**

**a,** Seven-week-old mice were injected via the retro-orbital sinus with either AAV-TBG-sh-Scramble or AAV-TBG-shWee1. After two weeks of virus injection, mice were fed with choline-deficient, L-amino acid-defined high-fat diet (CDAA-HFD) or normal diet (ND) for 4 weeks. The RNA and protein levels of Wee1 were analyzed via qRT–PCR or western blotting. ^*^*P* < 0.05, ^**^*P* < 0.01, and ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble; ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-shScramble.

**b,** Liver weights and liver weight/body weight (LW/BW) ratios at the end of the experiments are shown. The values are represented the means ± SDs (n=6). The data were analyzed via two-way ANOVA. ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble.

**c,** Serum ALT and AST activities were measured via standard clinical chemistry assays. The values are presented the means ± SDs (n=6). The data were analyzed by two-way ANOVA. ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble; ^#^*P* < 0.05 and ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-shScramble.

**d,** H&E staining of liver sections. Scale bar: 100 μm.

**e,** Oil red O staining of liver sections and hepatic TG levels. Scale bar, 200 μm. The values are represented the means ± SDs (n=6). The data were analyzed by two-way ANOVA. ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble; ^##^*P* < 0.01 *vs* CDAA-HFD with AAV-TBG-shScramble.

**f,** Representative images of SDH activity staining in the liver sections. Scale bar, 100 μm. The intensity was quantified in 2 images for a liver tissue using ImageJ. The data were analyzed by two-way ANOVA. ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble. ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-shScramble.

**g,** Hepatic levels of proteins in electron transport chain (ETC) complexes were analyzed via western blotting using a commercially available anti-total OXPHOS primary antibody cocktail. ATP5A, ATP synthase, H+ transporting, mitochondrial F1 complex, alpha 1; MTCO1, mitochondrially encoded cytochrome c oxidase I; NDUFB8, NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 8. Roman numbers represent the corresponding ETC complex. Band intensities of each protein were quantified via ImageJ. The values are presented as the means ± SDs (n=3-4). ^#^*P* < 0.05 and ^##^*P* < 0.01 *vs* CDAA-HFD with AAV-TBG-shScramble.

**h,** The expression of CDK1 proteins of liver tissues was analyzed via western blotting. The values are represented the means ± SDs (n=3-4). ^***^*P* < 0.001 *vs* ND with AAV-TBG-shScramble; ^##^*P* < 0.01 and ^###^*P* < 0.001 *vs* CDAA-HFD with AAV-TBG-shScramble.

**i,** Primary hepatocytes were transfected with Flag-empty vector (EV) or Flag-WEE1 (WEE1) and were treated with 25 μM palmitic acid-conjugated with 0.05% bovine serum albumin. The mitochondrial fraction was prepared and analyzed via western blotting.

Figure. S6.

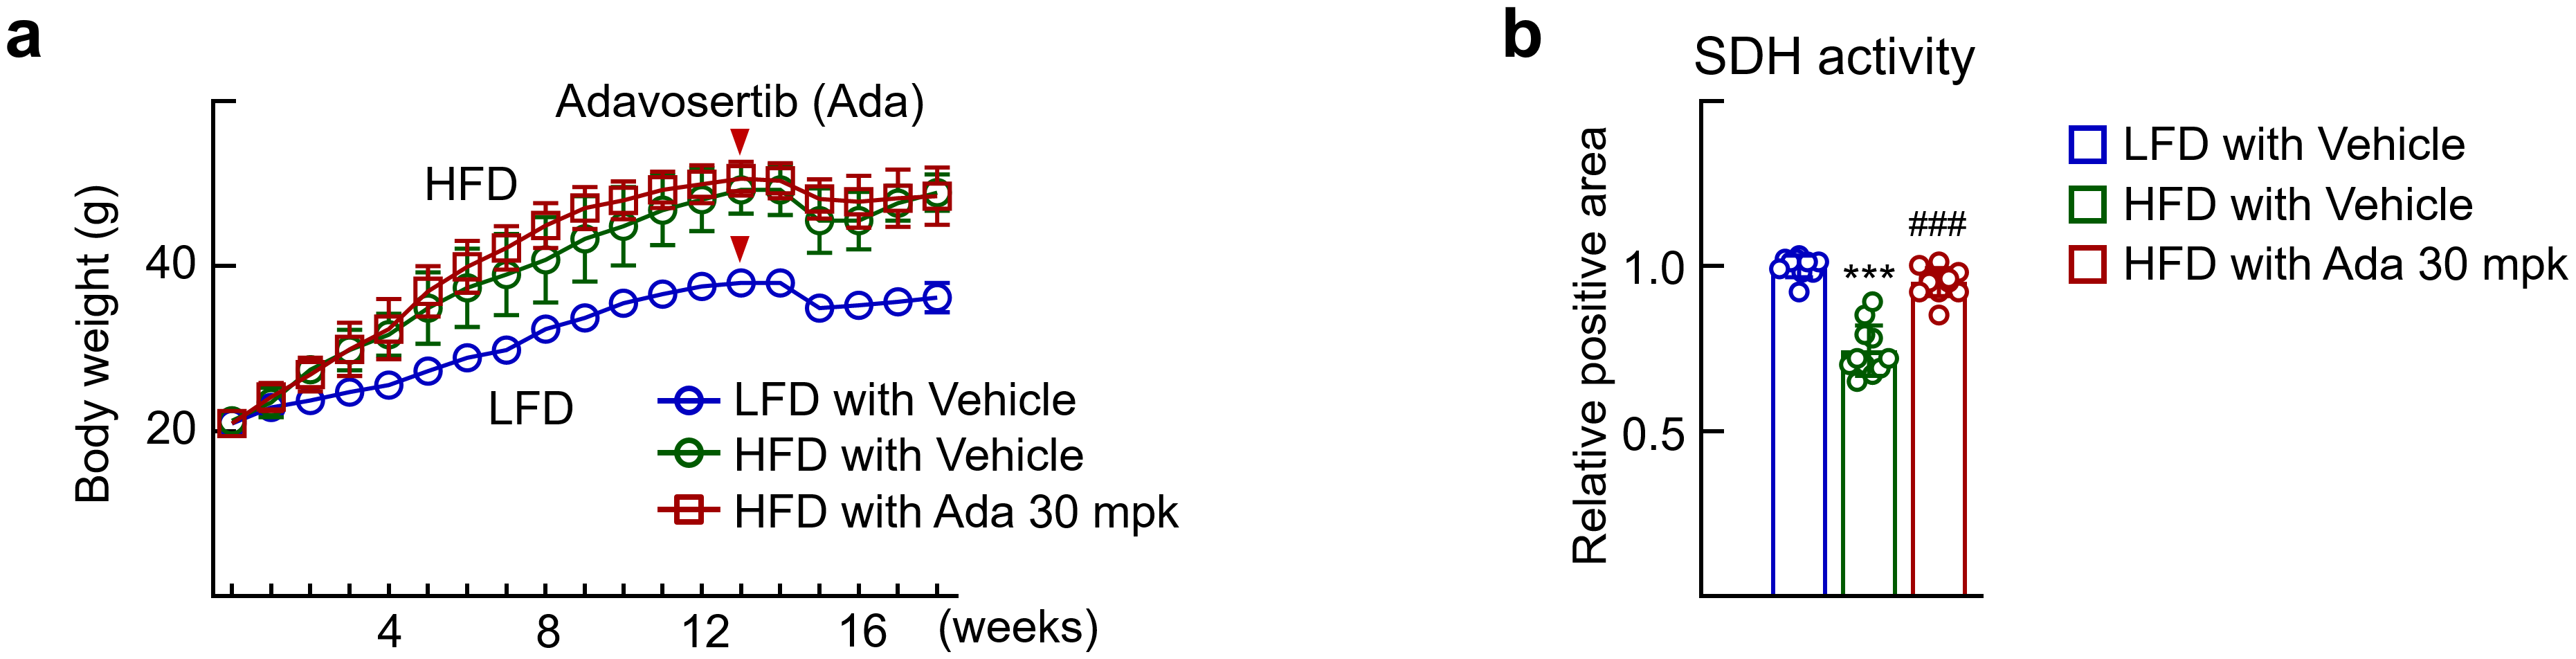

**Supplementary Fig. 6: HFD-fed and adavosertib-treated mouse model.**

**a,** Body weight change curve of seven-week-old C57BL/6 N mice fed with either low-fat diet (LFD) or high-fat diet (HFD) for 18 weeks. At 13 weeks, adavosertib (30 mg/kg body weight) or vehicle (0.5% methylcellulose) was orally administered daily for 5 weeks.

**b,** The SDH activity was quantified in 2 images for a liver tissue using ImageJ. The data were analyzed by one-way ANOVA. ^***^*P* < 0.001 *vs* LFD with vehicle; ^###^*P* < 0.001 *vs* HFD with vehicle.

Figure. S7.

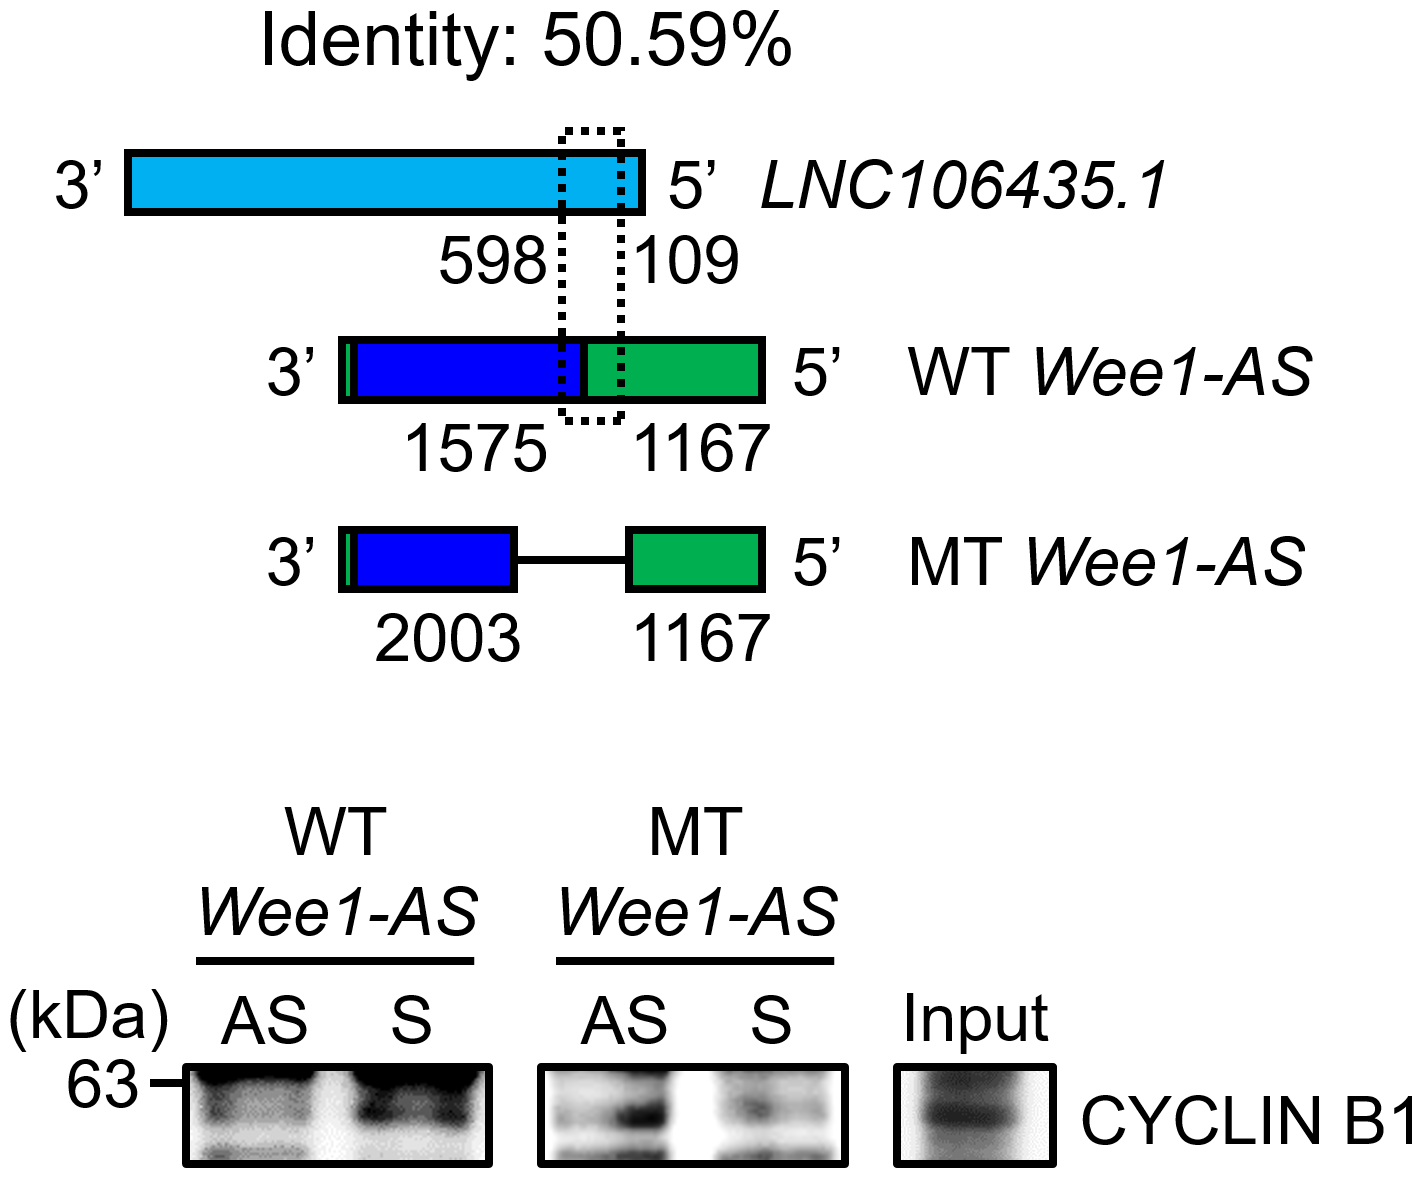

**Supplementary Fig. 7: CYCLIN B1 bound to WT *Wee1-AS*, but not to MT *Wee1-AS*.**

RNA pull-down assays were performed using biotinylated wild-type (WT) *Wee1-AS* (sense, S) or its antisense (AS), and mutant (MT) *Wee1-AS* lacking the conserved sequence (1167–2003 nt) (S) or its antisense (AS), with protein lysates prepared from mouse liver tissues. Pull-downed proteins were analyzed by Western blotting.

Figure. S8.

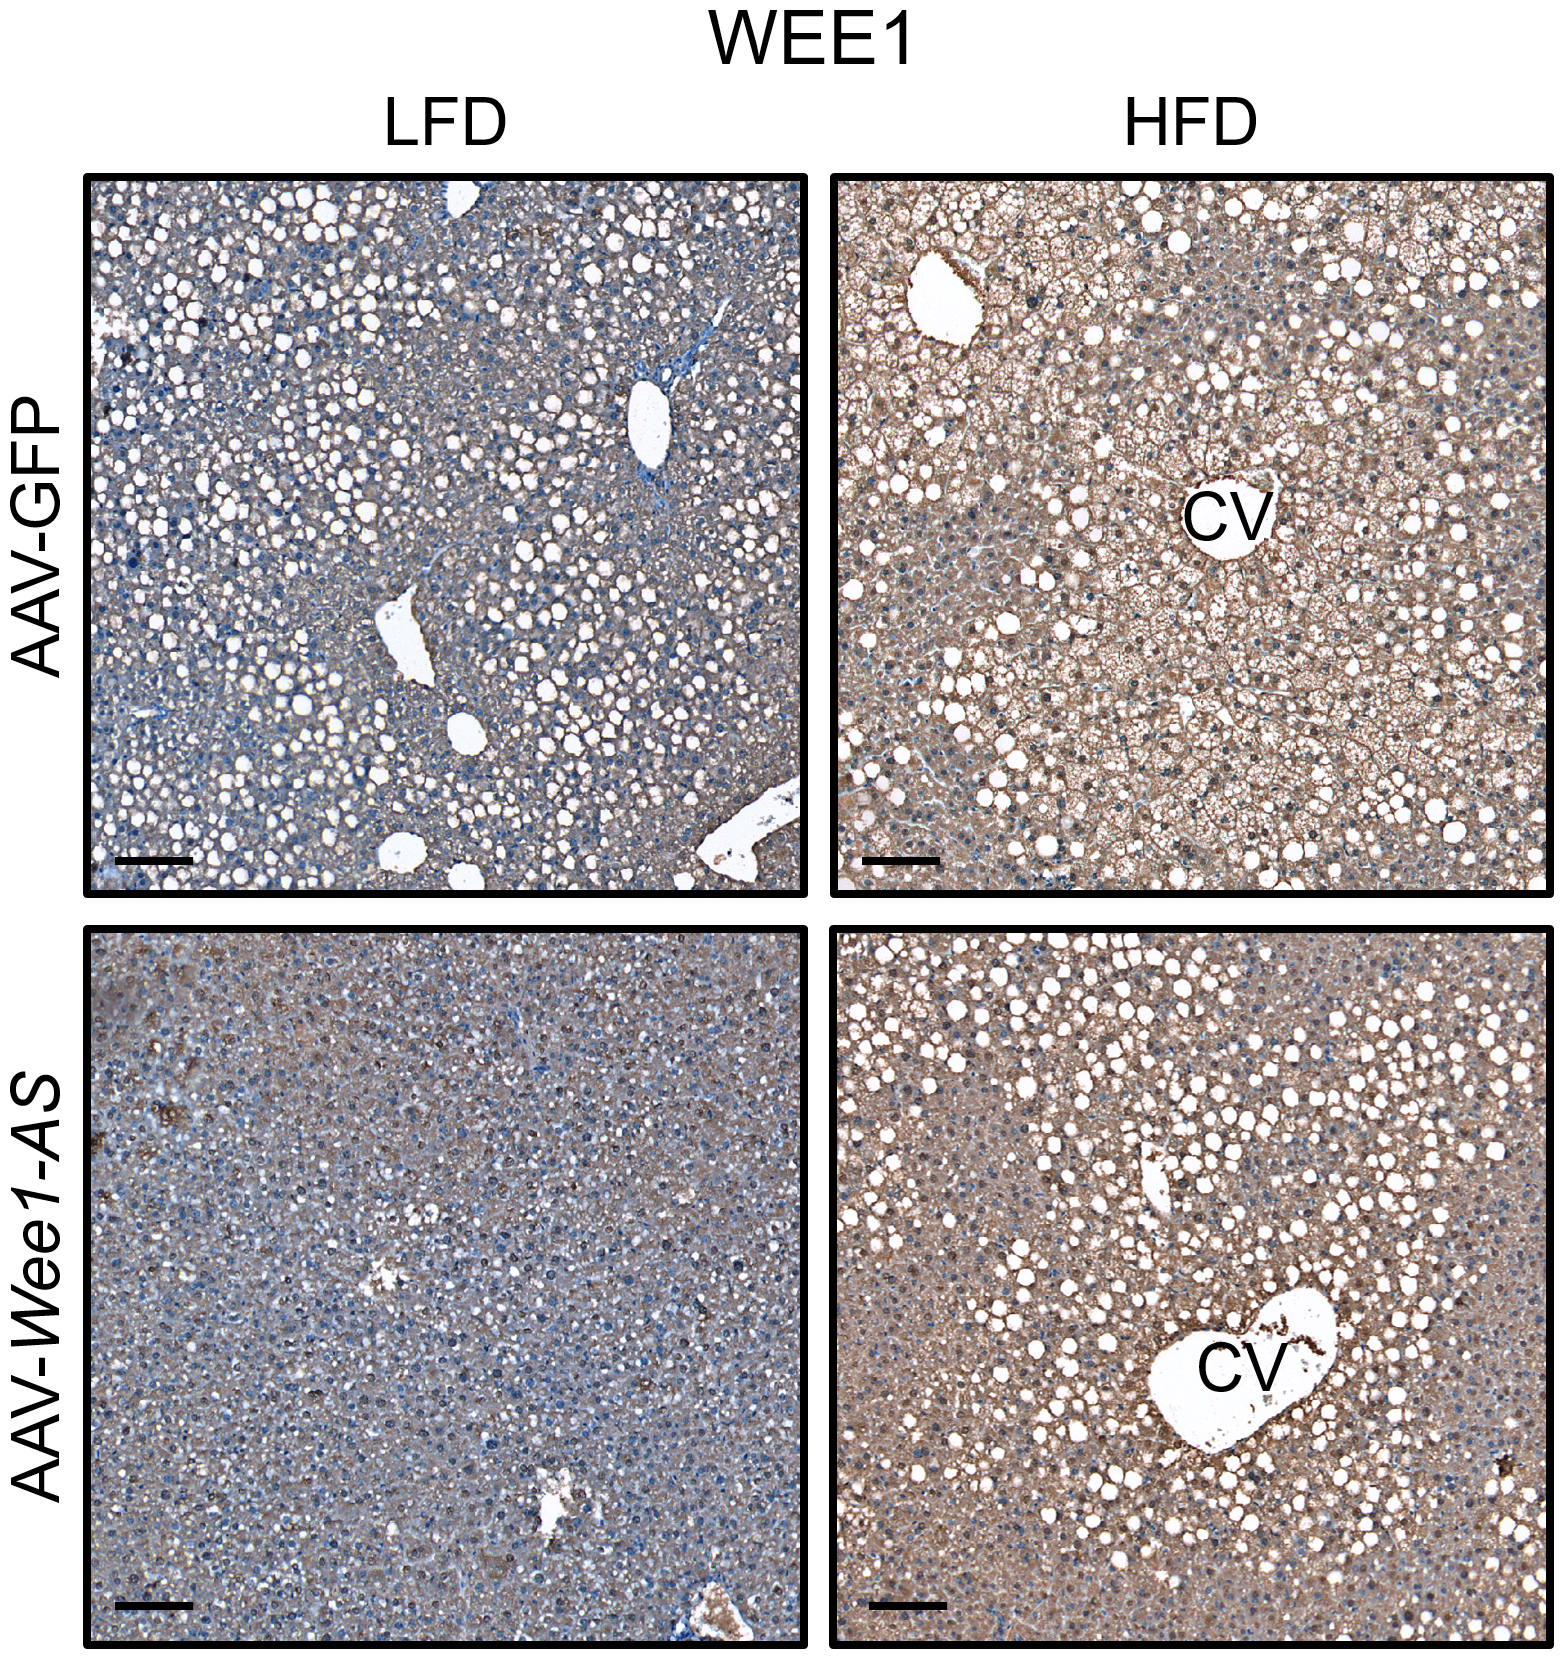

**Supplementary Fig. 8: Immunohistochemistry of WEE1 in the liver tissues.**

Representative images of immunohistochemical staining of WEE1 in the liver sections of mice shown in Fig. 2a. Scale bar, 100 μm.

Figure. S9.

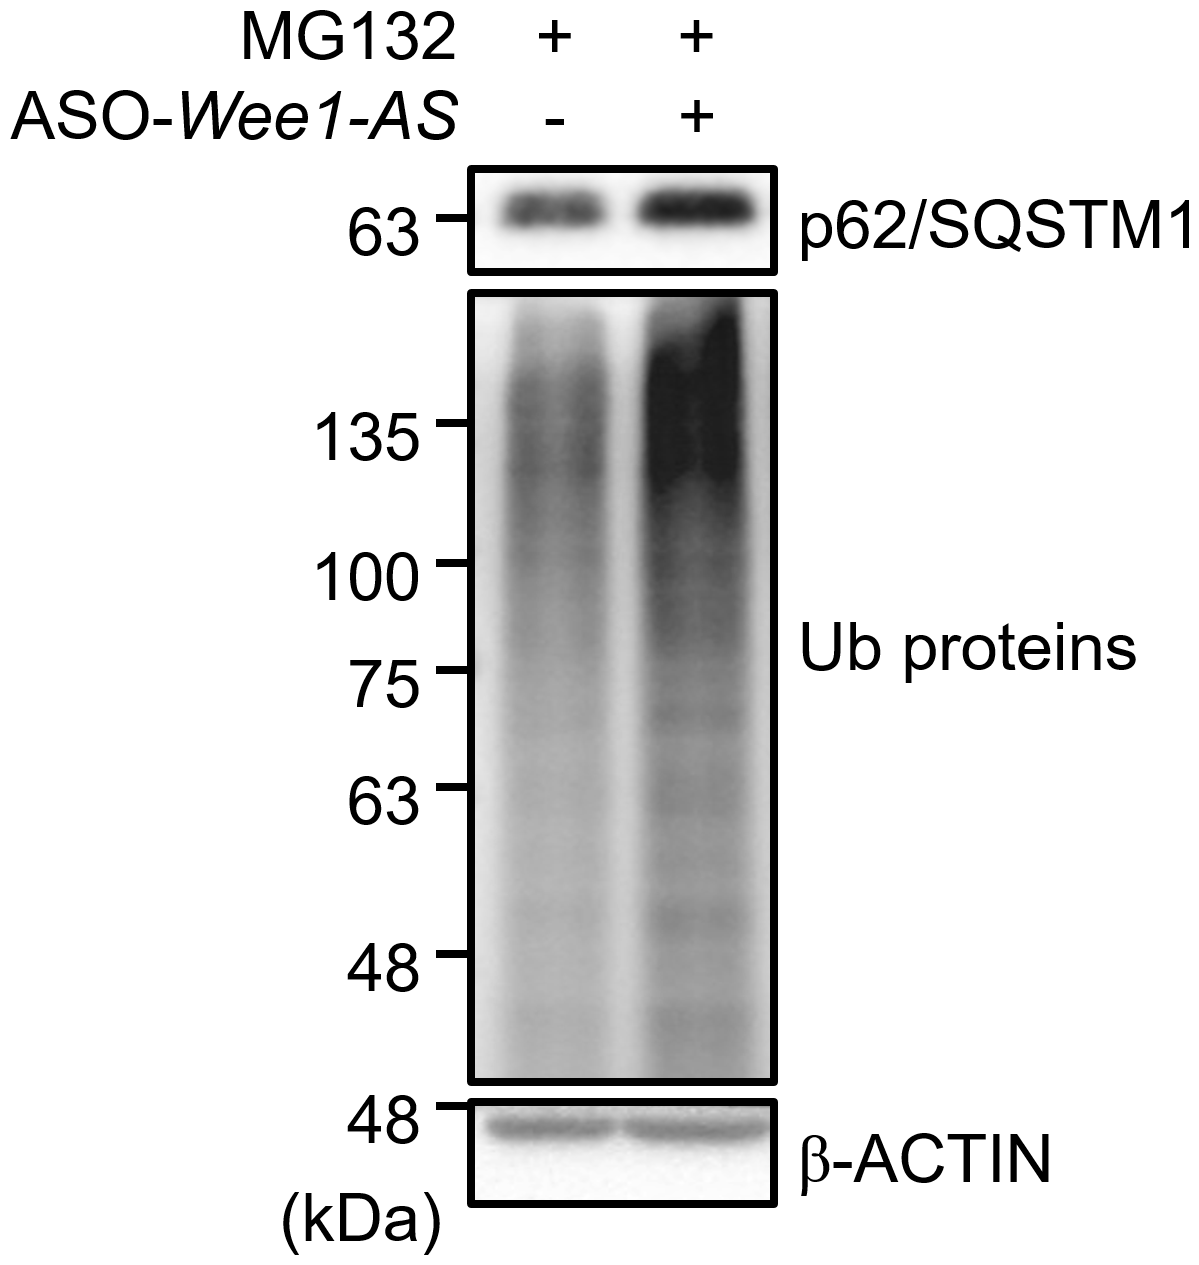

**Supplementary Fig. 9: The expression of p62/SQSTM1 and ubiquitinated proteins in *Wee1-AS* knockdown**

Primary hepatocytes were transfected by ASO-control or ASO-*Wee1-AS* and treated with 20 μM MG132 for 3 h. Then, the expression of indicated proteins was analyzed via western blotting.

Figure. S10.

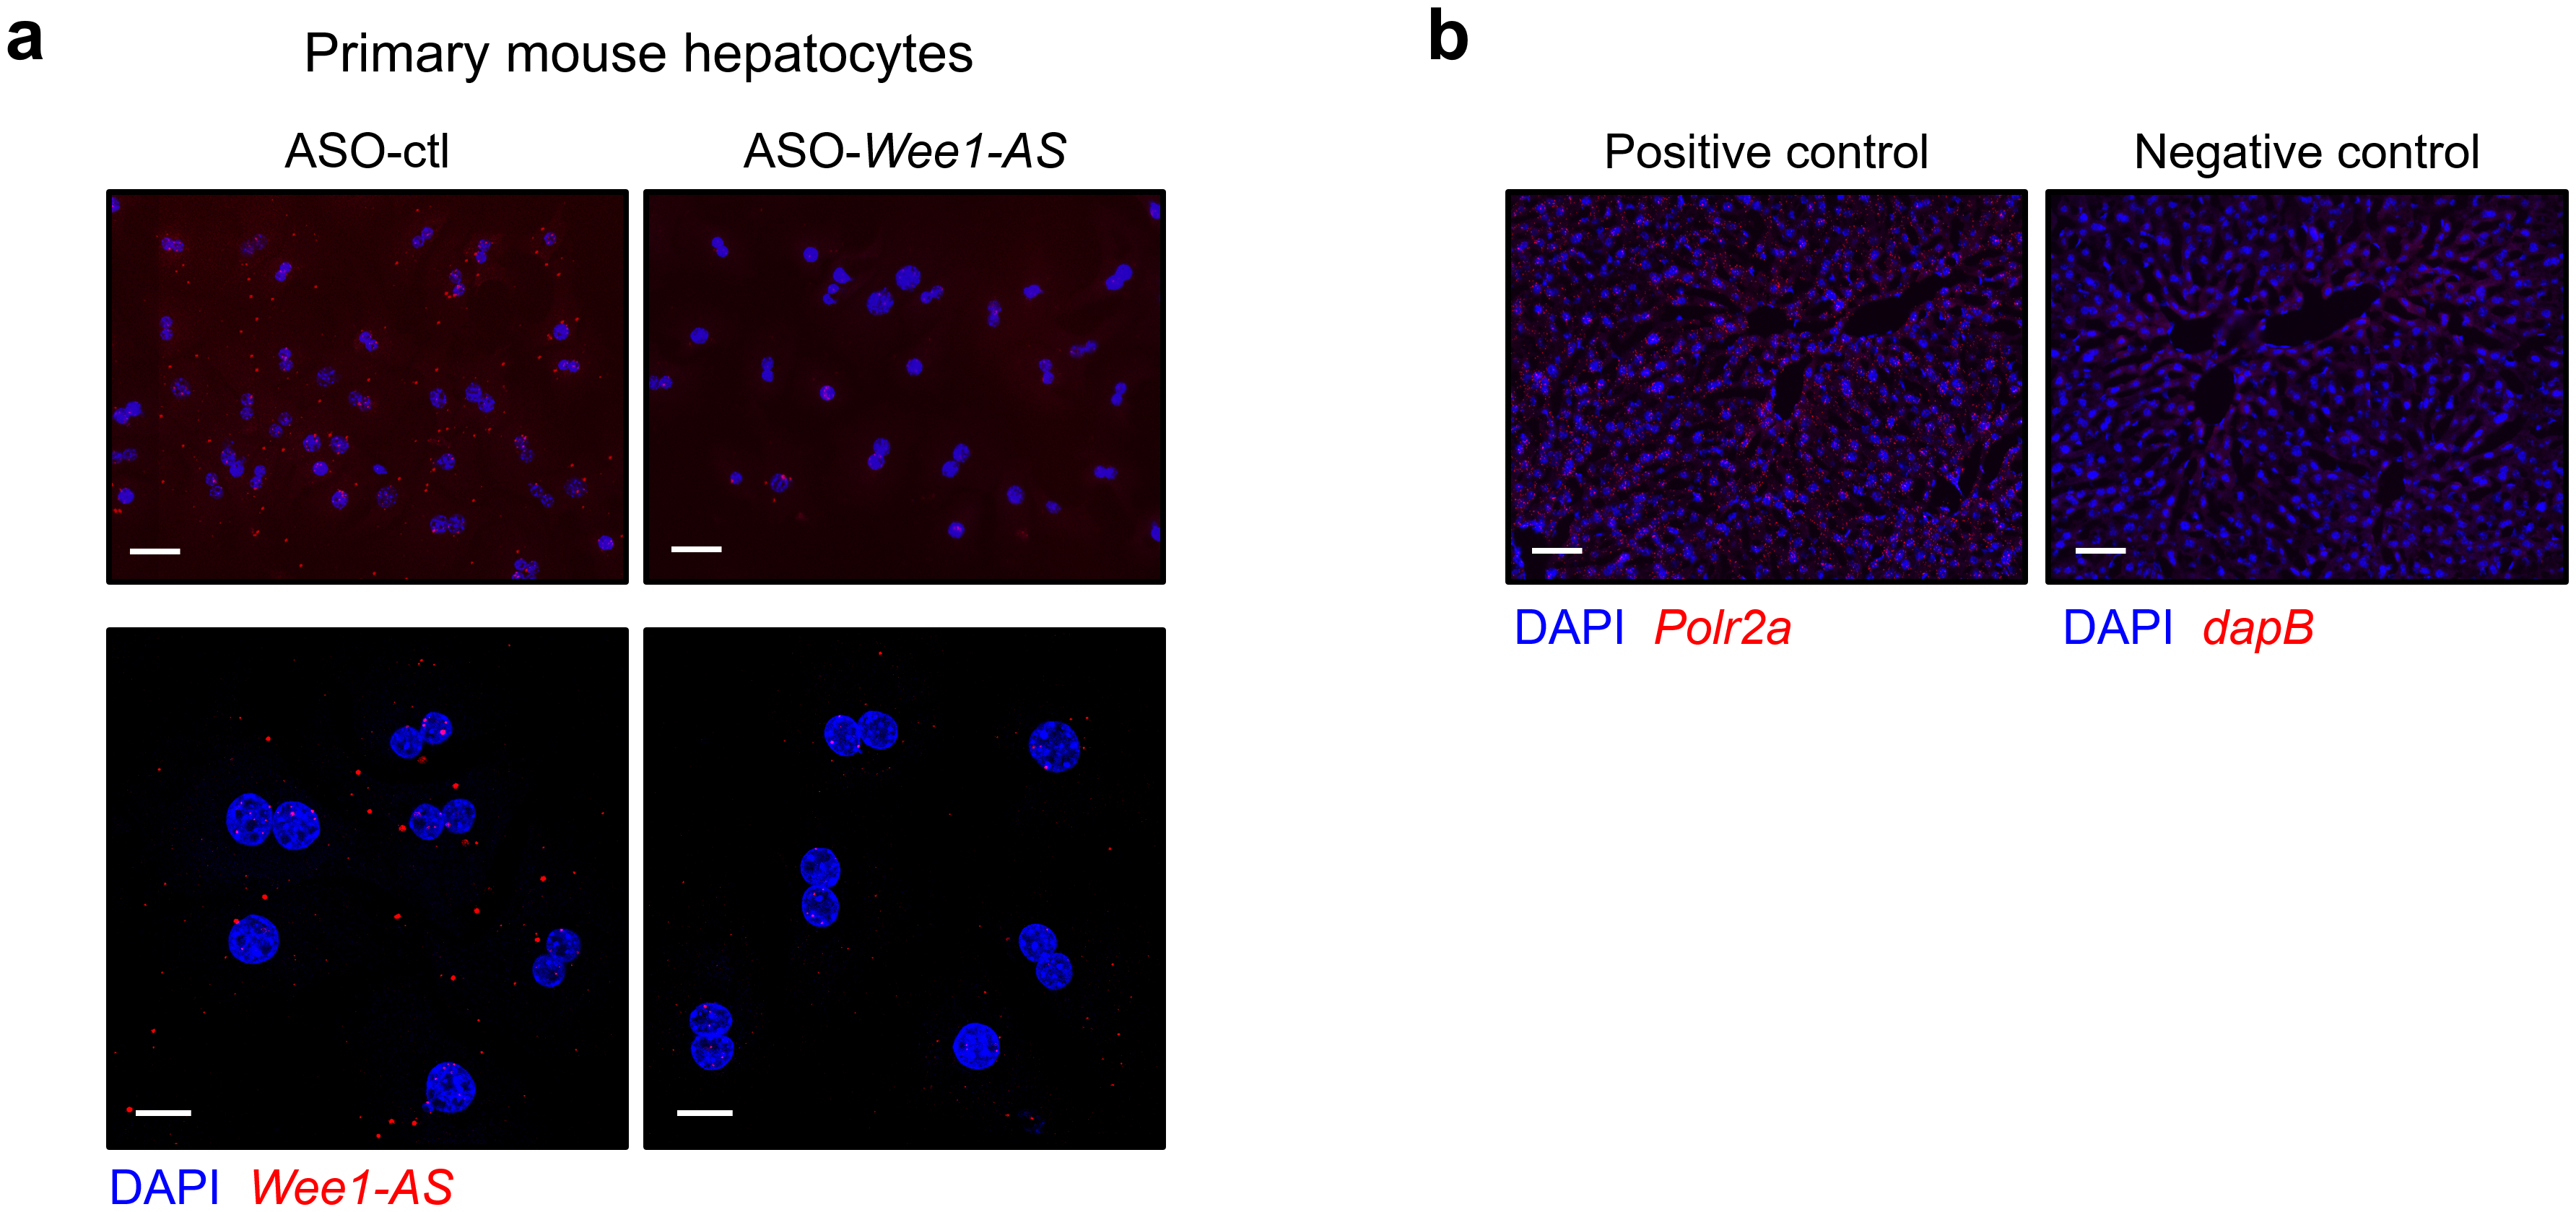

**Supplementary Fig. 10: Validation of *Wee1-AS* FISH signals in primary hepatocytes and liver tissues.**

**a,** Fluorescence in situ hybridization (FISH) analysis was performed in primary hepatocytes following transfection of ASO-control (ctl) or ASO-*Wee1-AS*. Scale bar, 50 μm (top); 20 μm (bottom).

**b,** *Polr2a* and *Dapb* were used as positive and negative controls, respectively in normal liver tissues. Scale bar, 50 μm.

Table S1.

| **Transcript ID** | **Gene symbol** | **Location** | **Length** | **Fold Change** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **HM/LM** | **HF/LF** | **HO/LO** |
| ENSMUST00000159927 | Themis | chr10 | 4827 | 83.65 | 1.66 | 27.04 |
| AK050408 | AK050408 | chr5 | 1845 | 10.56 | 1.09 | 2.62 |
| uc009ilc.1 | AK031221 | chr7 | 2760 | 9.54 | 1.47 | 2.41 |
| uc009bxa.1 | Osbpl3 | chr6 | 3218 | 9.00 | 1.07 | 7.33 |
| uc029tiw.1 | Plin4 | chr17 | 4562 | 8.00 | 1.30 | 9.35 |
| AK039872 | AK039872 | chr2 | 2543 | 6.24 | 1.86 | 3.37 |
| NR_045778 | C730002L08Rik | chr19 | 2917 | 6.23 | 1.77 | 2.78 |
| ENSMUST00000124848 | Gm13074 | chr4 | 2735 | 6.16 | 1.32 | 3.43 |
| ENSMUST00000125577 | Gm11724 | chr11 | 472 | 5.60 | 1.33 | 2.16 |
| AK081893 | AK081893 | chr7 | 1754 | 5.54 | 1.24 | 2.13 |
| ENSMUST00000140421 | Gm15627 | chr5 | 437 | 5.20 | 1.30 | 2.24 |
| ENSMUST00000143291 | Gm11752 | chr11 | 510 | 5.10 | 1.67 | 2.02 |
| NR_077233 | C230037L18Rik | chr15 | 872 | 4.78 | 1.04 | 2.11 |
| TCONS_00010915 | XLOC_008385 | chr15 | 1700 | 4.74 | 1.92 | 2.46 |
| NR_040428 | Gm19619 | chr5 | 2856 | 4.72 | 1.20 | 2.06 |
| TCONS_00010916 | XLOC_008385 | chr15 | 1515 | 4.61 | 1.76 | 2.88 |
| NR_015502 | E030003E18Rik | chr19 | 1085 | 4.59 | 1.43 | 2.52 |
| TCONS_00036025 | XLOC_026627 | chrX | 2219 | 4.20 | 1.51 | 3.05 |
| ENSMUST00000117514 | Gm7856 | chr16 | 1493 | 3.81 | 1.12 | 2.07 |
| TCONS_00010929 | XLOC_008416 | chr15 | 1637 | 3.52 | 0.97 | 2.96 |
| NR_045698 | E330011O21Rik | chr16 | 950 | 3.39 | 1.26 | 2.36 |
| NR_045838 | A730036I17Rik | chr2 | 3433 | 3.07 | 1.25 | 2.48 |
| TCONS_00017802 | XLOC_014412 | chr2 | 773 | 3.05 | 1.02 | 3.26 |
| AK018082 | AK018082 | chr10 | 1442 | 2.97 | 1.40 | 2.36 |
| ENSMUST00000131854 | Atf3 | chr1 | 517 | 2.56 | 1.30 | 2.35 |
| humanlincRNA1516- | humanlincRNA1516 | chr5 | 4164 | 2.55 | 1.11 | 3.45 |
| AK136555 | AK136555 | chr5 | 2377 | 2.53 | 1.11 | 2.49 |
| ENSMUST00000146366 | Gm5602 | chr7 | 1749 | 2.05 | 0.96 | 2.84 |
| ENSMUST00000171569 | Ndrg1 | chr15 | 4049 | 0.44 | 0.99 | 0.42 |
| AK033431 | AK033431 | chr11 | 2386 | 0.42 | 0.90 | 0.30 |
| uc029xqn.1 | FJ541138 | chrY | 535 | 0.37 | 0.93 | 0.38 |

**Supplementary Table 1. 31 differentially expressed lncRNAs under high-fat diet (HFD) conditions in male and ovariectomized female mice.**

HM = HFD Male; LM = low-fat diet (LFD) Male; HF = HFD Female; LF = LFD Female; HO = HFD Ovariectomy; LO = LFD Ovariectomy.

| **Table S2.**  **Supplementary Table 2. Detailed patient information^*, **^**  ^*^ All liver biopsies were assessed and reviewed by a single experienced liver pathologist. MASLD was defined as the presence of >5% macrovesicular steatosis. MASH was diagnosed based on an overall pattern of histological hepatic injury consisting of macrovesicular steatosis, inflammation, and hepatocellular ballooning. We graded steatosis, lobular inflammation, and hepatocellular ballooning according to the MASLD activity score. Fibrosis was assessed according to a 5-point scale proposed by Brunt and modified by Kleiner et al.   \| **Group** \| **ID** \| **Sex** \| **Age** \| **BMI** \| **Steatosis** \| **Steatosis** \| **Lobular** \| **Portal** \| **Ballooning** \| **NAS** \| **NASH** \| **ALT** \| **AST** \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| **%** \| **score** \| **inflammation** \| **inflammation** \| \| Normal \| BS150007054 \| male \| 54 \| 24.8 \| <5 \| 0 \| 0 \| 0 \| 0 \| 0 \| 0 \| 22 \| 24 \| \| BS150015088 \| female \| 49 \| 23.9 \| 0 \| 0 \| 0 \| 0 \| 0 \| 0 \| 0 \| 10 \| 17 \| \| MASL \| BS150002544 \| male \| 55 \| 30.7 \| 33-66 \| 2 \| 0 \| 1 \| 0 \| 2 \| 2 \| 40 \| 36 \| \| BS150010700 \| male \| 38 \| 26.5 \| 33-66 \| 2 \| 1 \| 0 \| 1 \| 4 \| 4 \| 52 \| 60 \| \| BS140021480 \| male \| 43 \| 27.5 \| 33-66 \| 2 \| 1 \| 0 \| 0 \| 3 \| 2 \| 38 \| 28 \| \| MASH  (fibrosis 0-2) \| BS150000530 \| male \| 47 \| 32.1 \| >66 \| 3 \| 2 \| 3 \| 1 \| 6 \| 6 \| 97 \| 80 \| \| BS150000427 \| male \| 20 \| 35.1 \| >66 \| 3 \| 1 \| 0 \| 1 \| 5 \| 5 \| 176 \| 88 \| \| BS150000170 \| male \| 72 \| 27.6 \| 33-66 \| 2 \| 2 \| 3 \| 1 \| 5 \| 3 \| 76 \| 71 \|   ^**^ Grading and staging histological features of NAFLD (MASLD) and NASH (MASH)   - 1. NAFLD Activity Score (NAS; 0-8)      1. Steatosis (0: <5%; 1: 5-33%; 2: 33-66%; and 3: >66%)      2. Lobular inflammation, focci per 20x magnification (0: not present; 1: <2; 2-4; and 3: >4)      3. Ballooning (0: not present; 1: few; and 2: prominent ballooning)   2. NAFLD Fibrosis Score (0-4)      1. 1a: delicate zone 3 psf      2. 1b: dense zone 3 psf      3. 1c: portal only      4. 2: zone 3 plus portal or periportal      5. 3: bridging (c-c, c-p and p-p)      6. 4: cirrhosis |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Table S3.

**Supplementary Table 3. Reagents, software, and diets used for experiments.**

Table S4.

| **Purpose** | **Gene** | **Accession**  **number** | **Nucleotide sequence** | |
| --- | --- | --- | --- | --- |
| qRT-PCR | *Wee1-AS* |  | Sense  Antisense | 5’-CTACCATCCAGCTGAAACTACC-3’  5’-ACAGACATACTACAGCACACTTAC-3’ |
|  | m*Rps14* | NM_020600.4 | Sense  Antisense | 5’-TTTGGTGTCTGCCACATCTT-3’  5’-GGTCAGCCTTCACCTTCATC-3’ |
|  | *snRNA U1* | NR_004413.2  NR_004411.3 | Sense  Antisense | 5’-CCATGATCACGAAGGTGGTTT-3’  5’-ATGCAGTCGAGTTTCCCGCAT-3’ |
|  | *Neat1* | NR_131212.1  NR_003513.3 | Sense  Antisense | 5’-CTCTTCTGTGGTCTCACTCTTC-3’  5’-CTACATCCTCCACAGGCTTAC-3’ |
|  | *Wee1* | NM_001355058.1  NM_009516.3 | Sense  Antisense | 5’-GTCGCCCGTCAAATCACCTT-3’  5’-GAGCCGGAATCAATAACTCGC-3’ |
|  | 18s rRNA | NR_003278.3  NR_046233.2  NR_146144.1  NR_146151.1  NR_146119.1  NR_146117.1  NR_046235.3  NR_145819.1  NR_145820.1 | Sense  Antisense | 5’-GTAACCCGTTGAACCCCATT-3’  5’-CCATCCAATCGGTAGTAGCG-3’ |
|  | *Lnc106435.1* |  | Sense  Antisense | 5’-CAACTCCTACTTTGCCACC-3’  5’-AACTCTTCCCTTCCCATCC-3’ |
|  | *RPS14* | NM_001025070.2 | Sense  Antisense | 5’-CTGGATCCTGGCCAACTCG-3’  5’-CCCTTTCGAGGTGCCATTTTT-3’ |
|  | *snRNA U1* | NR_189289.1  NR_189287.1  NR_104078.1  NR_004400.1  NR_104082.1  NR_004426.2  NR_104085.1  NR_015392.1 | Sense  Antisense | 5’-GAGGCTTATCCATTGCACTCC-3’  5’-AAAGCGCGAACGCAGTC-3’ |
|  | *WEE1* | NM_001143976.2  NM_003390.4 | Sense  Antisense | 5’-ATTTCTCTGCGTGGGCAGAAG-3’  5’-CAAAAGGAGATCCTTCAACTCTGC-3’ |
| ChIP | Wee1 promoter |  | Sense  Antisense | 5’-AGTTTGGCTAGCGCACTCTC-3’  5’-CTCACAGCCAGACTTATCCG-3’ |
| Knockdown  (*in vitro*) | ASO-*Wee1-AS* |  | Sense  Antisense | 5’-ACGGAUAAGUCUGGC-3’  5’-GCCAGACUUAUCCGU-3’ |
|  | si-*LNC106435.1* |  | Sense  Antisense | 5’-GCAGAGAGACAGCUUGUACGC-3’  5’-GCGUACAAGCUGUCUCUCUGC-3’ |
|  | ASO-*LNC106435.1* |  | Sense  Antisense | 5’-AGUGGCACAAUCACAGC-3’  5’-GCUGUGAUUGUGCCACU-3’ |
|  | si-*Wee1* |  | Sense  Antisense | 5’-UCUUGCUCUCACAGUCGUA-3’  5’-UACGACUGUGAGAGCAAGA-3’ |
|  | si-*Cdk1* |  | Sense  Antisense | 5’-GAUGUAAACCCAUGAGAAU-3’  5’-AUUCUCAUGGGUUUACAUC-3’ |
| Knockdown  (*in vivo*) | sh*Wee1* |  |  | #1: TCTTGCTCTCACAGTCGTATGT  #2: CTATTCATGGACACAGAAAAGT |
|  | shScramble |  |  | #1: ACCTAAGGTTAAGTCGCCCTCG  #2: CCAACAAGATGAAGAGCACCAA |

**Supplementary Table 4. Oligonucleotide sequences used in the present investigation.**

How the deposited data were processed for this re-analysis (not part of the article)

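Liver RNA of HFD-fed C57BL/6 N mice that received AAV-GFP or AAV-*Wee1-AS* was measured by RNA sequencing of poly-A RNA. One library per group was analysed, the AAV-GFP library as the control of the AAV-*Wee1-AS* library. The design text of the series speaks of 4 liver samples, and Fig. 2h draws 3 columns per group. The authors deposited 1 table of transcripts of the mouse genome build mm10 with RefSeq transcript and NCBI gene identifiers. For each transcript, it holds the length in bases and, for each library, an estimated read count, a value in FPKM (fragments per kilobase of transcript, scaled to the library) and a value in TPM (the same scaled to an equal sum in each library). The estimated counts deposited by the authors are not normalized. They equal FPKM times transcript length over a constant per library, rounded up to whole numbers, so they are shares assigned to overlapping transcripts and not reads counted on one transcript alone. The aligner and the quantification program of the authors, and their versions, are not stated in the paper's text. Nothing in the labels says that mice were pooled. Transcripts at 0 in both libraries are listed, and no filter by the authors was seen. No reads were aligned or counted again.

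Estimated counts were summed over the transcripts of a gene symbol. Libraries were scaled by the TMM method of edgeR 4.0.16 in R 4.3.3, and log2 ratios of the scaled counts were taken with a prior count of 2. Genes with at least 10 counts in at least 1 of the 2 libraries were kept. Genes with a ratio above 2 or below 0.5 were counted, the fold limits of Fig. 2h and 2i. The P values named there were not computed, since the 2 libraries give no spread within a group. For each gene, an exact (Clopper-Pearson) 95% interval of the ratio was computed from its counts in the 2 libraries. The interval covers counting error only. A library at or under 3 counts was treated as a floor, a fold against it was computed as a lower bound, and the medians of gene lists were also computed with such genes at their bounds.

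Gene sets were the names printed in Fig. 2k, read from the picture, and 17 mouse Reactome sets from the R package fgsea 1.28.0. A further 31 marker lists were written for the cell types of the liver, other tissues, liver zones, the circadian clock, sex-biased and Y chromosome genes, mitochondrially encoded and ribosomal protein genes, stress and immediate early genes, lipid genes, mitotic genes and nuclear-retained RNAs. For each set or list, the median log2 ratio, its 95% order-statistic interval and its percentile among 10000 random lists of the same size were computed. The random lists were matched on mean expression in 20 bins. After the trend with GC content had been seen, a second series of random lists was drawn from the 50 genes nearest to each member in expression, GC content and transcript length. These left out the member itself but could include other genes of its list, which could pull the percentile toward the middle. GC content was taken from the longest GENCODE transcript of the gene and was assigned to 15109 genes (95.3% of those kept). Trends with GC content and transcript length were removed by lowess fits with a span of 0.3, fitted in turn over 5 cycles. The medians and percentiles of sets that share genes with Fig. 2k were also computed without the shared genes, after their values had been seen. Spearman coefficients across genes were computed within the 2 libraries. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

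The genes named in the text follow a rule: each gene that the paper names for these livers or for the WEE1, CDK1 and CYCLIN B1 axis, each gene printed in Fig. 2k, members of the reported lists, and the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 100 counts in at least 1 library. Paralogs of these genes and genes that overlap them were looked up after their values were seen.

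The steps were tested on simulated data. With no difference simulated, 171 of 15557 genes passed 2-fold, and the counting interval of 2 genes lay wholly past it. The interval held the simulated ratio for 95.5% of genes, and all 200 transcripts simulated with a 4-fold difference passed 2-fold in the simulated direction (100%). Where trends with GC content and length were simulated, 2986 genes passed 2-fold before removal of the trends and 119 after it, and the Spearman coefficient with GC content was 0.0129 after it. Of 100 lists of genes of low GC content, 6 lay outside the middle 95% of lists matched on GC content and length, and 100 lay outside that of lists matched on expression alone.

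Alternatives were library totals, DESeq2 1.42.0 size factors, the upper quartile, totals without the 20 most abundant genes, no count filter, at least 10 counts in both libraries, at least 50 counts in at least 1 library, a prior count of 0.5, the deposited FPKM and TPM values with a pseudocount of 1, removal of the length trend, transcripts in place of genes, and genes with a protein-coding transcript only. Removal of the GC trend and of both trends together was added later. Other experiments of the paper, in cultured cells, other diets and human tissue, were not used here, and GO annotation was not used here.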

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

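The single genes and marker lists in this part are not among those that the paper reports for these 2 groups of livers, apart from the list members also printed in Fig. 2k. Single genes were taken up because they had the largest changes between the libraries, and marker lists because their median log2 ratio lay among the outermost 1% of random lists matched on expression. The tests on transcript length, on genomic span, on the number of libraries, on the sex of the tissue, on lists without the genes of Fig. 2k and on the percentile after removal of the trends were chosen after the result they bear on was seen. Matching on GC content was chosen after the trend with GC content was seen and before its results on the lists were known.

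The log2 ratio of AAV-*Wee1-AS* to AAV-GFP fell with GC content across genes (Spearman coefficient -0.67). A difference in depth would be removed by thinning the deeper library to the depth of the other, which left -0.676. Transcript length alone would leave no coefficient of GC content with length, genomic span and expression held fixed, and that coefficient was -0.630. Unspliced nuclear RNA would raise genes with a long genomic span. The coefficient of span was 0.331 on its own and -0.0107 with the other properties held fixed. The nuclear-retained noncoding RNAs described below also rose, so a part played by nuclear RNA is not excluded. A GC content bias between the libraries would also act within a group of genes that tend to be regulated together. Among the 78 cytosolic ribosomal protein genes, the log2 ratio fell with GC content (-0.454, 95% interval -0.628 to -0.230), so a difference between the libraries in how fragments of different GC content were recovered is a candidate explanation. A biological difference between the 2 livers that follows GC content cannot be told apart from it, since there was 1 library per group.

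The median of the mitochondrially encoded list was 1.14 on the log2 scale, with 10 of 13 genes higher. Its percentile was 100 among lists matched on expression and 59.9 among lists matched on GC content and length as well. The latter lists could draw on other genes of the same list. Their median here was 0.999, the log2 ratio of the member *mt-Co2*, so the percentile of 59.9 cannot decide. The median after removal of both trends was 0.07. The cytosolic ribosomal protein list had a median of -0.59, a percentile of 20.4 among lists matched on GC content and length, and a median of 0.13 after removal of the trends. Judged by the medians after removal of the trends, GC content and length bias could account for both shifts. No biological explanation was tested for them beyond the treatment itself, which is open.

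For the erythroid list (median -0.87) and the list of lipid droplet genes of steatotic liver (median -0.74), the 2 corrections gave different answers, so a bias by GC content and length and a change in these genes cannot be told apart. The erythroid list was at percentile 1.25 among lists matched on GC content and length, while its median after removal of the trends was 0.04 (percentile 60.6). The 4 hemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* had 16743, 14484, 20325 and 11177 counts in the AAV-GFP library. The lipid droplet list was at percentile 5.11 among matched lists, while its median after removal of the trends was -0.51 (percentile 0.520). Its genes *Cidea* and *Cidec* fell from 1784 counts to 192 and from 7683 to 1236, whereas *Cd36* rose from 4083 to 6052. A different amount of blood in the tissue was not tested. The immediate early list was lower (median -0.91), at percentile 0.550 among matched lists. After removal of the trends, its median was -0.45 (-1.54 to 0.37, percentile 1.20), so the full list lay outside the middle 95% by both corrections. Of its 12 genes, *Ier3* and *Nr4a1* are also printed in Fig. 2k. The other 10 were at 20.6 among matched lists and had a median of -0.11 (percentile 28.05) after removal of the trends. The result of the full list rests on the shared genes, so bias and change cannot be told apart for this list either.

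The medians of the following lists lay outside the middle 95% of random lists by both corrections, which argues against GC content and length bias as the whole cause. The 5 noncoding RNAs past the count filter that were listed as nuclear-retained were higher (median 2.91, or 2.91 with *Kcnq1ot1* at its bound), at percentile 100 of matched lists. After removal of the trends, their median was 1.66, with an interval that includes 0 (-0.03 to 3.77). The genes of this list then ranged from -0.03 for *Gas5* to 3.77 for *Malat1*. *Malat1* (log2 ratio 5.22) and *Neat1* (2.91) had the most counts among them. The paper's introduction names both for MASLD, and *Neat1* served in the paper as a control of cell fractionation, but it reports neither for these livers. The male-biased liver list was higher (median 1.26), at percentile 98.3, with a median of 0.59 (-0.60 to 2.36, percentile 99.9) after removal of the trends. Part of its shift therefore goes with the trends. Its genes moved apart, from -0.37 for *Mup20* to 3.78 for *Hsd3b5*. The Y chromosome list was higher (median 2.49), at percentile 99.8, and its median after removal of the trends was 0.84, so part of its shift is consistent with its low GC content (36.2%). Tissue of a female in the AAV-GFP library would leave Y chromosome counts at the floor and *Xist* above it, whereas the 4 Y chromosome genes had 608 counts there and *Xist* was at 0 in both libraries. With 1 library per group, a treatment effect and a difference between individual mice or in tissue handling may each underlie these shifts, and neither was tested.

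*Gm6548* was at least 56.8-fold higher with AAV-*Wee1-AS*, *B130055M24Rik* at least 44.8-fold higher, *Eml5* had a log2 ratio of 4.14 and *Smc2* one of 4.14. *Sprr1a* had one of -5.00 and *Rsc1a1* one of -4.48. *Scd3* was at least 406-fold lower and *Cyp3a44* at least 91.6-fold lower. For *Scd3* and *Cyp3a44*, reads assigned to a paralog in one library and to the gene itself in the other are a candidate explanation that cannot be told apart from a loss of expression. *Cyp3a25*, the largest gainer of its family, gained 12235 counts after scaling to the AAV-GFP library. This is more than the 330 that *Cyp3a44* lost, so it has room for them, but a gain does not show where reads came from. The scaled differences were also above 0 for *Cyp3a13* (6366) and *Cyp3a59* (894). They were below 0 for *Cyp3a11* (-3426), *Cyp3a41b* (-16), *Cyp3a16* (-8.79) and *Cyp3a57* (-6). *Gm6548*, *Eml5*, *B130055M24Rik* and *Rsc1a1* each overlap another listed gene, namely *Eif2ak2*, *Zc3h14*, *Zfp689* and *Ddi2*. Whether reads of these neighbors were assigned to them was not tested. *Sprr1a* kept a log2 ratio of -4.16 and *Smc2* one of 2.61 after removal of the trends with GC content and length, and no other explanation was tested for them. The largest changes were chosen for their size, which favors genes whose ratio is overstated by chance.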

How the results depend on the processing

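The alternatives in this part were chosen before the data were examined, except removal of the GC trend and of the GC and length trends together, which were chosen after the trend with GC content was seen. No paired analysis was possible because each group had 1 library, and for the same reason no library could be left out. GC content of the most counted transcript of each gene was not run, since a GC value was found for 70.2% of genes, under the required 80%. A change is described where a count differed by more than 1.5 times or a median left its 95% interval.

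The number of genes past 2-fold, 4908, was 4903 with library totals, 4895 with DESeq2 size factors, 4889 without the 20 most abundant genes, 5170 with the upper quartile, 5064 with a prior count of 0.5, 6894 with no count filter, 3892 with at least 10 counts in both libraries, 3663 with at least 50 counts in 1 library, 4572 with the length trend removed and 4107 for genes with a protein-coding transcript. The genes lower past 2-fold, 1381, numbered 2232 with the upper quartile, under which the median of all genes fell by 0.20, and 2126 with no count filter. They numbered 884 with at least 10 counts in both libraries and 825 with at least 50 counts in 1 library, which by construction leave out genes with few counts. With FPKM and a pseudocount of 1, 1336 genes passed, 1029 higher and 307 lower, and with TPM 2046, 1608 higher and 438 lower. A pseudocount of 1 pulls the ratio of genes with low values toward 0 by construction. Of the transcripts, 21583 passed, 12573 higher and 9010 lower. The counting interval was wholly past 2-fold for 3132 genes, 590 of them lower. With the GC trend removed, 2727 genes passed, 1361 of them higher, and with both trends removed 2230, 1073 of them higher. After removal of both trends, 895 of the higher genes and 643 of the lower ones were the same genes as before. The share of higher genes was 71.9% as counted and 48.1% after removal of both trends.

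For the gene sets and marker lists, upper quartile scaling moved the medians of the Fig. 2k inflammatory response list to -1.58, Regulation of mitotic cell cycle to -0.38, mitochondrial fatty acid β-oxidation to -0.31, Metabolism of lipids and lipoproteins to -0.21, respiratory electron transport to -0.70, chromatin modifying enzymes to -0.26, cytokine signaling to -0.23, Translation to -0.61, the erythroid list to -1.08, the cytosolic ribosomal protein list to -0.79 and the fatty acid oxidation list to -0.31. It reversed Cell Cycle, Mitotic to -0.00970, the generic transcription set to -0.18 and the single gene *Sod2* to -0.0669. These shifts are close to that of all genes under this scaling.

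FPKM with a pseudocount of 1 moved the medians of the Fig. 2k inflammatory response list to -0.57, the Fig. 2k collagen list to -0.86, collagen fibril assembly to -0.32, the Y chromosome list to 1.16 and the nuclear-retained list to 0.58. TPM with a pseudocount of 1 moved the Fig. 2k inflammatory response list to -0.80, collagen fibril assembly to -0.36, the Y chromosome list to 1.54 and the nuclear-retained list to 0.62.

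Removal of the length trend moved Metabolism of lipids and lipoproteins to -0.13, respiratory electron transport to -0.13, collagen fibril assembly to -1.39, cytokine signaling to -0.21, Translation to -0.0389, the adipocyte list to 0.56 and the cytosolic ribosomal protein list to -0.12, and it reversed *Sod2* to -0.0832. Removal of the GC trend moved the Fig. 2k inflammatory response list to -1.07, the Fig. 2k collagen list to -0.82, the Y chromosome list to 1.01, the cytosolic ribosomal protein list to -0.21 and the fatty acid oxidation list to -0.28. It reversed Cell Cycle, Mitotic to -0.00455, the mitochondrially encoded list to -0.42, *Sod2* to -1.04, *Atp5a1* to 0.21 and the mitochondrial gene *mt-Co1* to -0.16. Removal of both trends moved the Fig. 2k inflammatory response list to -0.93, respiratory electron transport to -0.0427 and the Y chromosome list to 0.84. It reversed Regulation of mitotic cell cycle to 0.0254, Translation to 0.000414, the acute phase list to 0.37, the cytosolic ribosomal protein list to 0.13, *Sod2* to -0.99, *Atp5a1* to 0.32, *Cox4i1* to 0.21 and *Zfp580* to 0.11. For the changes under removal of a trend, the trend is the cause by construction, and what made the trend was tested as described above.

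Over genes with at least 100 counts in both libraries, the Spearman coefficients of the log2 ratio were -0.731 with GC content, 0.404 with transcript length and -0.132 with mean expression, against -0.673, 0.363 and -0.0384 over all genes. The cause was not tested. With the most counted transcript in place of the longest, the coefficient with length was 0.368. Both Fig. 2k lists stayed below 0 in all 11 alternatives chosen before the data were examined, from -1.58 to -0.57 for inflammatory response and from -1.90 to -0.86 for collagen fibril organization. The alternative scalings among them lowered the ratios and so could not have reversed these lists. For single genes named in the text, 604 values under those alternatives kept within the counting interval, 202 moved out of it in the same direction and 2 reversed. Depth limits the genes of Fig. 2k with few counts and genes such as *Il6*, at 0 counts in both libraries.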

Differences from the paper's values

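The paper's number of differentially regulated genes is 4427 in its text and 4109 in the legend of Fig. 2. The number of genes past 2-fold here was 4908, within 1.5 times of both, and it includes no condition on a P value. It compares 1 library with 1 library, whereas Fig. 2h draws 3 columns per group and the design text of the series speaks of 4 liver samples, so the paper's number may rest on more libraries than were analysed here. Of the alternatives set before the data were examined, no count filter (6894), FPKM (1336), TPM (2046) and transcripts in place of genes (21583) gave numbers more than 1.5 times from both, and the others did not. Genes with a protein-coding transcript numbered 4107.

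The paper states that the genes under the terms on the mitotic cell cycle and on lipids rose with AAV-*Wee1-AS*. GO annotation was not used here, so the sets differ from the paper's. In the Reactome sets closest to these terms, the median log2 ratio was -0.18 for Regulation of mitotic cell cycle, -0.00475 for Metabolism of lipids and lipoproteins and -0.10 for mitochondrial fatty acid β-oxidation, and it was 0.20 for Cell Cycle, Mitotic and 0.81 for the PPARα set. None of the alternatives chosen before the data were examined, nor removal of the GC trend alone, brought the medians of the first 3 sets above 0. The alternative scalings among them lowered the ratios and so could not have done so. Removal of both the GC and length trends brought Regulation of mitotic cell cycle to 0.03 and mitochondrial fatty acid β-oxidation to 0.00229. Leaving out the 4 genes shared with Fig. 2k brought Metabolism of lipids and lipoproteins to 0.0142 (-0.0789 to 0.154). Both of these settings were chosen after seeing the values.

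The paper gives the transcript annotated as *AK081893* the interval 109719190 to 109722103 on chromosome 7, without naming a genome build beside it. It describes *Wee1-AS* as overlapping the promoter and exon 1 of *Wee1*. A mouse assembly is named in the paper for its single-cell reads, with *Wee1-AS* added to that reference. In the build of the deposited files, mm10, *Wee1* lies on chromosome 7 from 110122059 to 110143299, 399955 bases from that interval. The build of the interval was not identified here. Coordinates of the same locus shift between builds, so this distance is no evidence against the overlap that the paper describes.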

Other observations

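Of the tests in this part, those on the GC and length trends, on abundant genes, on counting noise, on cell types and on the time of day were set before their results were seen, and the percentiles after removal of the trends were chosen after the matched lists had been seen. The medians of the Fig. 2k lists and the chemokine set after removal of the trends, the values of sets without the genes of Fig. 2k and the test on stellate cells were chosen after the results they bear on were seen.

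Several explanations for the number of genes past 2-fold, 4908, were tested as causes of it. When the pooled counts of each gene were split at random between the 2 libraries, 169 genes passed 2-fold, so counting noise falls short of it. Scaling by totals without the 20 most abundant genes gave 4889 genes, which argues against a few abundant genes. Removal of the GC and length trends left 2230 genes, so these trends are not the whole cause, and the SD of the log2 ratio across genes fell from 1.12 to 0.81 with it. The part of the number that goes with GC content and length may therefore be technical, and the rest may be technical, biological or both, which 1 library per group leaves open.

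Of 48 sets and lists with at least 3 genes, 19 lay outside the middle 95% of random lists matched on expression. Outside that of lists also matched on GC content and length lay 15. Lists of unrelated genes would give 2.4. Genes of a set are not independent, and both Fig. 2k lists are among the 48, so the excess over 2.4 is no evidence of a treatment effect. Collagen fibril assembly stayed outside on the lower side (percentile 0 among lists matched on expression, GC content and length). It shares 6 genes with Fig. 2k, and its other 25 stayed there as well (0.0200, and 0.770 after removal of the trends). The cyclin A and cyclin B1 events were at 17.2 among lists matched on expression, but outside on the lower side of matched lists (1.16) and after removal of the trends (0). The PPARα set stayed outside on the higher side (98.0, and 99.1 after removal of the trends). This argues against GC content and length bias as the whole cause for these 3 sets. Removal of the trends brought the median of the cytosolic ribosomal protein list from -0.59 to 0.13 and that of the mitochondrially encoded list from 1.14 to 0.07. It left the Fig. 2k inflammatory response list at -0.933 (-1.37 to -0.79) and the Fig. 2k collagen list at -1.20 (-1.71 to -0.69), which argues against these trends as the whole cause of their fall. Chemokine receptors and their ligands were left at -0.44 (-0.89 to -0.03), but this value rests on the 9 genes that the set shares with Fig. 2k. Its other 33 were inside the middle of lists matched on expression (15.3). Their median after removal of the trends was -0.21 (-0.70 to 0.20), so bias and change cannot be told apart for the chemokine set. How the genes of Fig. 2k were chosen is not stated in the paper, and a choice by the size of the fall would overstate it. Cell Cycle, Mitotic (50.6) and Translation (5.72, median -0.40) fell inside the middle of matched lists, which is consistent with GC content and length bias. Metabolism of lipids and lipoproteins was on the higher side of lists matched on expression (98.8), inside among matched lists (12.9) and on the lower side after removal of the trends (1.90). Without the 4 genes that it shares with Fig. 2k, it was inside by both corrections (20.8, and 2.565 after removal of the trends). For this set with all its genes, the G2/M transition (96.9 among matched lists, 98.4 after removal of the trends), cholesterol biosynthesis (97.46 and 98.8) and respiratory electron transport (median -0.49, 0.110 and 33.5), the 2 corrections differ. Bias and change cannot be told apart for these sets.

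A lower share of all non-parenchymal cells was tested as an explanation of the lower Fig. 2k lists. It would lower the markers of these cell types alike. After removal of the trends, the median of the Kupffer cell and macrophage list was -0.0124 (-0.28 to 0.78). Its genes moved apart, from -0.40 for *Cd5l* to 2.23 for *Marco*, so the list does not show whether this share fell. All of them lay above the intervals of the Fig. 2k inflammatory response list (-1.37 to -0.79) and the Fig. 2k collagen list (-1.71 to -0.69). This argues only against an equal fall of all these cell types as the whole cause. *Cd5l*, *Clec4f* and *Csf1r*, the most counted genes of the Kupffer cell list, had log2 ratios of -0.76, -0.15 and -0.40 before removal of the trends. The next most counted, *C1qb*, *C1qa* and *C1qc*, had -1.01, -0.91 and -1.03, while *Vsig4*, *Timd4* and *Marco* had 1.52, 1.40 and 1.60. Of the 12 genes of this list, 5 were higher and 7 lower. For a lower share of stellate cells and fibroblasts, the stellate list had a median of -0.316 (-0.90 to 0.27) after removal of the trends, with *Acta2* at -1.68 and *Rgs5* at 0.32. Its interval includes 0 and overlaps that of the Fig. 2k collagen list, so a lower share of these cells and a change within them cannot be told apart for that list. A change within macrophages was not tested.

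The time of day of tissue collection was tested with the clock lists, the *Arntl* group and the *Per* and *Dbp* group. These groups would move in opposite directions. After removal of the trends, the median of the *Arntl* group minus that of the *Per* and *Dbp* group was 0.397. The intervals of both groups include 0 (-2.85 to 1.35 and -0.63 to 0.94), so a difference in the time of day cannot be told apart from none. *Nr1d1*, a clock gene that Fig. 2k also prints, had a log2 ratio of -1.24, and its relative *Nr1d2* had one of 2.61.

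The remaining marker lists gave the following median log2 ratios, with the median after removal of the trends in parentheses. They were -0.10 (0.20) for hepatocytes, -0.27 (-0.0124) for Kupffer cells and macrophages, -0.48 (-0.49) for neutrophils, -0.32 (-0.45) for T and NK cells, 0.20 (0.23) for B and plasma cells, -0.18 (-0.19) for sinusoidal endothelial cells, 0.12 (0.20) for cholangiocytes, 0.18 (-0.06) for adipocytes, 0.42 (0.13) for pericentral hepatocytes and 0.10 (0.33) for periportal hepatocytes. They were 0.84 (0.62) for the *Arntl* group and -0.03 (0.22) for the *Per* and *Dbp* group of the clock, -0.13 (0.37) for acute phase genes, -0.65 (-0.60) for female-biased liver genes, -0.14 (-0.29) for mitotic genes, 0.23 (-0.03) for lipogenesis, -0.10 (-0.22) for fatty acid oxidation, -0.54 (-0.15) for the unfolded protein and stress response, -0.44 (-0.41) for p53 and DNA damage genes and 0.15 (0.28) for interferon response genes. The lists for pancreas and skeletal muscle each had 1 gene past the count filter and no median is given. The remaining Reactome sets were chromatin modifying enzymes, with a median of -0.05, and the generic transcription set, with one of 0.03.

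The paper studies the WEE1, CDK1 and CYCLIN B1 axis at the protein level in livers of these groups of mice, and in other experiments. The RNA of the axis genes had the following values in these 2 libraries. *Wee1* rose from 635 counts to 1039, a log2 ratio of 0.97 (95% counting interval 0.83 to 1.12). Its transcript of 3419 bases rose from 482 to 951 and that of 3272 bases fell from 153 to 88. After removal of the GC and length trends, the log2 ratio of *Wee1* was 0.92. This direction is opposite to the suppression of *Wee1* transcription by *Wee1-AS* that the paper derives from knockdown in primary hepatocytes. With 1 library per group and *Wee1-AS* itself not analysed here, these values do not test that suppression. *Cdk1* had a log2 ratio of -0.54 (-0.86 to -0.23), *Ccnb1* -0.99 (-1.81 to -0.32), *Plk1* -1.53 (-2.25 to -0.97), *Pkmyt1* -1.04 (-1.69 to -0.49) and *Cdk2* -0.18 (-0.39 to 0.03). *Cdc25c*, with 11 counts against 0, was at least 3.05-fold lower. *Ccnb1* had 57 counts against 23. The paper reports CYCLIN B1 protein as higher with AAV-*Wee1-AS* in livers of these HFD groups, and it attributes this to protein stability. RNA and protein are different measures, so the lower *Ccnb1* RNA with 1 library per group is no test of that. Of the genes whose proteins were blotted, *Acta2* had a log2 ratio of -1.73 (-2.12 to -1.40), *Tnf* 0.38 (-0.60 to 1.46) from 17 counts against 19, and *Il6* 0 counts in both libraries. *Sirt3* had one of -0.57, *Sod2* 0.14, *Sqstm1* -0.84, *Atp5a1* -0.25, *Cox4i1* -0.75, *Ndufb8* -0.54 and *mt-Co1*, listed as COX1, 1.20. After removal of the GC and length trends, *Sod2* was at -0.99, *Atp5a1* at 0.32, *Cox4i1* at 0.21 and *mt-Co1* at 0.19.

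Estimated counts of single transcripts moved apart within genes. Of 4801 genes with 2 or more transcripts of at least 100 counts, 1043 (21.7%) had a transcript past 2-fold in each direction, and 793 of these were within 2-fold as a whole. In *Apoe*, the transcript of 3010 bases had 1660320 counts in the AAV-GFP library and 6813 in the AAV-*Wee1-AS* library, and that of 1273 bases had 1228 and 845429. No explanation was tested for this, and gene-level results use the sum over transcripts.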
